# Cross-species conserved miRNA as biomarker of radiation injury over a wide dose range using nonhuman primate model

**DOI:** 10.1371/journal.pone.0311379

**Published:** 2024-11-21

**Authors:** Nabarun Chakraborty, George Dimitrov, Swapna Kanan, Alexander Lawrence, Candance Moyler, Aarti Gautam, Oluseyi O. Fatanmi, Stephen Y. Wise, Alana D. Carpenter, Rasha Hammamieh, Vijay K. Singh

## Abstract

Multiple accidents in nuclear power plants and the growing concerns about the misuse of radiation exposure in warfare have called for the rapid determination of absorbed radiation doses (RDs). The latest findings about circulating microRNA (miRNAs) using several animal models revealed considerable promises, although translating this knowledge to clinics remains a major challenge. To address this issue, we randomly divided 36 nonhuman primates (NHPs) into six groups and exposed these groups to six different radiation doses ranging from 6.0–8.5 Gy in increments of 0.5 Gy. Serum samples were collected pre-irradiation as well as three post-irradiation timepoints, namely 1, 2 and 6 days post-total body irradiation (TBI). Generated from a deep sequencing platform, the miRNA reads were multi-variate analyzed to find the differentially expressed putative biomarkers that were linked to RDs, time since irradiation (TSI) and sex. To increase these biomarkers’ translational potential, we aligned the NHP-miRNAs’ sequences and their functional responses to humans following an *in-silico* routine. Those miRNAs, which were sequentially and functionally conserved between NHPs and humans, were down selected for further analysis. A linear regression model identified miRNA markers that were consistently regulated with increasing RD but independent TSI. Likewise, a set of potential TSI-markers were identified that consistently shifted with increasing TSI, but independent of RD. Additional molecular analysis found a considerable gender bias in the low-ranges of doses when the risk to radiation-induced fatality was low. Bionetworks linked to cell quantity and cell invasion were significantly altered between the survivors and decedents. Using these biomarkers, an assay could be developed to retrospectively determine the RD and TSI with high translational potential. Ultimately, this knowledge can lead to precise and personalized medicine.

## Introduction

Radiological or nuclear events caused by the deliberate or inadvertent release of radiation can have life-threatening consequences. Identifying solutions for nuclear or radiological threats due to terrorist action, accident or military conflict remain a priority for governments around the globe, since such wide radiation exposure can have mass-scale catastrophic consequences to the civilian and military communities [1, 2]. Retrospective physical and biological dosimetry techniques that are currently available include electron paramagnetic resonance, DNA damage profiling, thermoluminescence, dicentrics, chromosomal translocations, premature chromosomal condensation, hematology as well as metabolite and protein biomarkers [3–9]. However, these assays do not provide the required high throughput capability needed to screen a large number of individuals during any mass casualty scenario.

In this context, the molecular phenotyping technologies may be highly useful for the development of minimally invasive biomarker assays for rapid assessment of radiation exposure victims. Biomarkers could be instrumental to inform the impact of specific doses of radiation on biological systems. Such strategy may lead to precise and effective treatments for exposed individuals at risk. Hence, there is a significant need for biomarker identification, validation, and qualification that could assist in the rapid evaluation of absorbed radiation doses and the related health risks [6, 10]. Additionally, radiation biomarkers are also helpful for investigating countermeasure efficacy which can be used to rescale the drug doses from animal models to humans [11]. Using various omics platforms, several metabolites, lipids, proteins, and miRNA molecules have been studied as biomarkers for radiation exposure during the last two decades. These biomarkers have been mostly studied in murine models and have used a small range of radiation doses (RDs) [6, 12, 13], and these findings have been validated using large animal models, albeit to a limited extent [5, 14–16].

MicroRNAs (miRNAs), which are 18–30 nucleotides-long noncoding moieties, control gene regulations via degenerating mRNA and suppression of protein translation [17]. By current estimation, miRNA regulates 30% of the entire human genome [18] and thereby controls a vast spectrum of biofunctions. Recent discoveries threw light on miRNAs’ role in epigenetic activities [19] that could have chronic implications, even heritable consequences. There is potentially a feedback loop between miRNA and other epigenetic mechanisms, including DNA methylation and histone modifications [19, 20]. Such widespread regulatory activities of miRNA underlines its value as diagnostic, therapeutic, and prognostic biomarkers [21]. Measuring the expression levels of cell free circulating miRNA from plasma or serum has several logistic advantages [22]. The miRNA detection process could be rapid, namely a few hours at maximum; thus, miRNA assays could provide a significant time advantage in comparison to current technologies to detect radiation exposure [3–9, 23]. Indeed, promoting miRNAs as potential biomarkers of radiation injury has been gaining significant deliberations in recent years [24–29]. Focusing on animal model-based miRNA studies, a meta-analysis concluded that miRNA could be a promising species-independent candidate to triage irradiated subjects based on the extent of injury [30].

Recent advancements in the high throughput omics approach [31] coupled with increased application of Artificial Intelligence (AI) and Machine Learning (ML)-empowered algorithm has given an unprecedented boost towards biomarker discovery [32]. Using a similar approach, a clinical study probed 16 patients and presented a panel of three serum miRNAs to determine radiation exposure [33]. Similarly, a panel of two serum miRNAs was constructed to diagnose radiotoxicity during the course of radiotherapy [34]; in addition, a fourteen-serum miRNA panel was suggested by an independent study to aid in determining RDs for cancer patients [35]. By fitting the miRNA expression values into a logistic regression curve, the variable health risks of radiation exposure from three different sources was estimated in a mouse model [36]. Clearly, the cell free circulating miRNAs have emerged as great candidates for dose assessment. However, a general concern remains about the translational potential of *in vivo* knowledge [37].

To address this concern, the current study has been built upon two of our previous publications. In the first of the two previous publications [38], we developed an *in silico* pipeline to identify phylogenetically conserved miRNAs linked to radiation exposure [38] and this pipeline was reused in the current work. The delivered miRNAs are not only sequentially conserved between NHPs and humans, but these miRNAs would likely to display similar responses to irradiation in both NHPs and humans. The second publication of interest reported a combination of mouse [27] and NHP [39] models and a cross-species interrogation identified seven evolutionary conserved miRNAs, of which a five-miRNA panel was selected as the best candidate to predict radiation-induced fatality [28]. This result essentially justified the current approach, where we used a wide range of radiation doses and a novel in silico approach to find conserved miRNA markers.

Taking advantages from these two studies, we explored a wide range of radiation doses to determine the miRNA markers linked to total-body irradiation (TBI). We present putative markers linked to radiation dose, time since irradiation (TSI), and a panel of miRNAs that could potentially predict the risk to radiation-induced fatality (RRiF), respectively. These biomarkers are expected to be species independent since the seeding pool of miRNAs was sequentially and functionally conserved between NHPs and humans.

## Materials and methods

### Experimental design

For this study, a total of 36 animals of both sexes were evenly distributed in six different groups. Animals in each group were exposed to one of six different ^60^Co γ-radiation doses (6.0, 6.5, 7.0, 7.5, 8.0 or 8.5 Gy) [40]. Though these animals were observed for 60 days post-irradiation to score survivors, blood samples for microRNA analysis were collected pre-irradiation and on days 1, 2 and 6 post-irradiation (Fig 1). All 21 animals that moribundity criteria for early euthanasia displayed radiation-exposure related injury.

**Fig 1:**
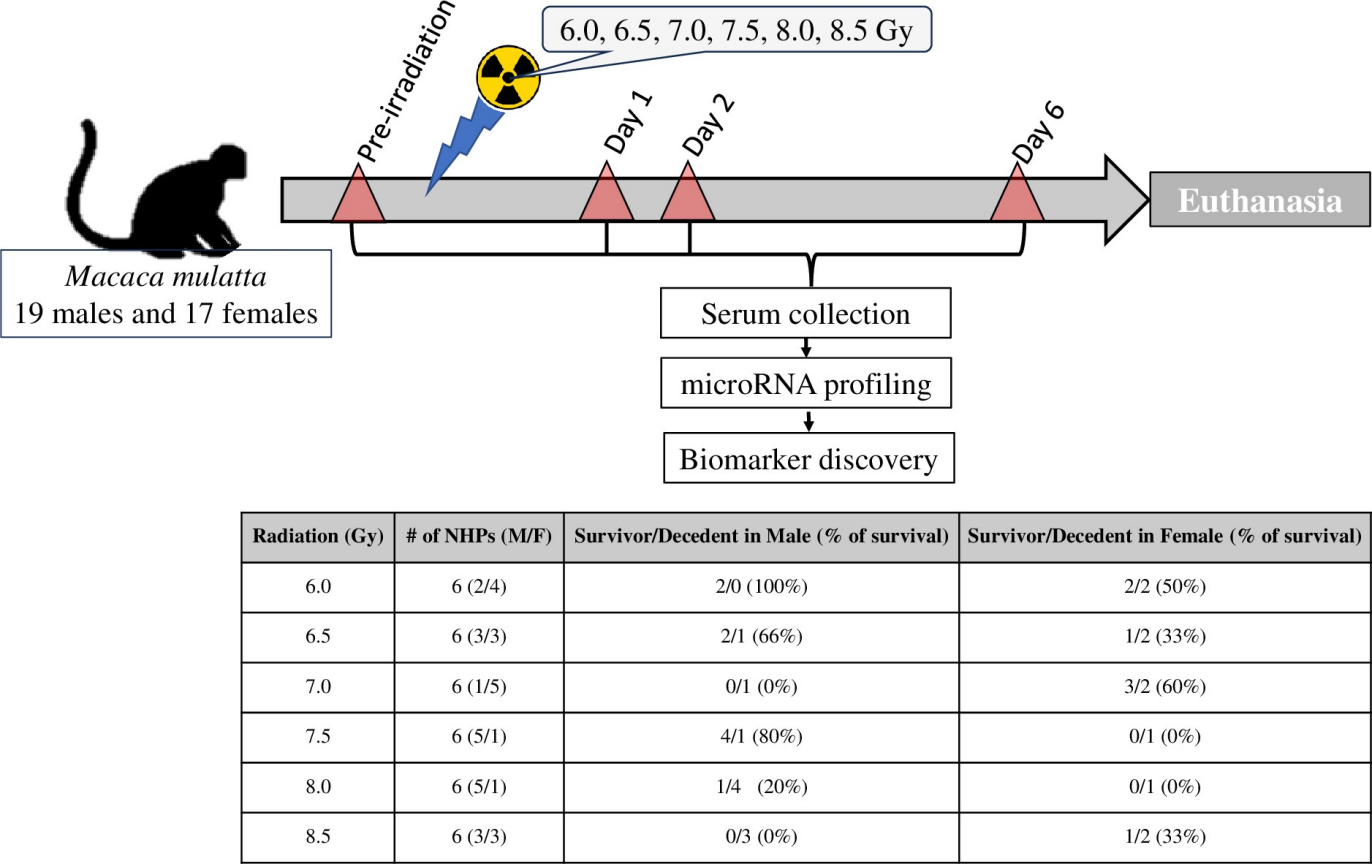
Study design. The flow diagram shows the longitudinal plan for collecting blood samples for circulating miRNA pre- and post-irradiation from NHPs. The table displays the sample size (M/F) and the survival outcome.

### Animals

Naïve rhesus macaques (*Macaca mulatta*, Chinese sub-strain, 19 males and 17 females) 2.9–7.3 years of age weighing 3.6–7.4 kg, were acquired from the National Institutes of Health Animal Center (NIHAC, Poolesville, MD, USA) and maintained in a facility accredited by the Association for Assessment and Accreditation of Laboratory Animal Care (AAALAC)-International. Animals were quarantined for six weeks prior to the initiation of the study. Animal quarantine, exclusion criteria, housing, health monitoring, care, and enrichment during the experimental period have been described in detail earlier [39, 41]. In brief, all NHPs were individually housed in stainless steel cages in environmentally controlled rooms maintained at 22°C ± 2°C, 30–70% relative humidity, 10–15 air change cycles per h, and 12 h light:12 h dark cycle. Animals were fed primate diet (Harlan Teklad T.2050 diet, Madison, WI, USA) twice daily and they received drinking water *ad libitum*. All the animals received enrichment food once a day Monday–Friday. They received mirrors, toys, and challenge balls for enrichment. TVs were used for sensory enrichment for 4–5 h at least 3 times a week. All animals were able to see, hear and/or touch the conspecifics through the cages. All animals were randomly assigned to one of six different irradiation groups. All procedures involving animals were approved by the Institutional Animal Care and Use Committee (IACUC) of the Armed Forces Radiobiology Research Institute (AFRRI) Protocol #2015-12-011 and University of Maryland Baltimore Protocol #0581005, as well as the Department of Defense Animal Care and Use Review Office (ACURO). This study was carried out in strict accordance with the recommendations in the *Guide for the Care and Use of Laboratory Animals* [42]. This study used full supportive care including whole blood transfusion, although all samples for this study were collected prior to any blood transfusion to animals [16]. This study was carried out in compliance with the ARRIVE guidelines.

### Irradiation

The irradiation procedure and dosimetry have been previously described [43]. In brief, two NHPs were placed on the irradiation platform facing away from each other and were exposed to a specific midline dose of ^60^Co gamma-radiation at a dose rate of 0.6 Gy/min (bilateral, simultaneous exposure). The radiation field in the area of the NHP location was uniform within ± 1.5%. The dosimetry for photons was based on the alanine/EPR (electron paramagnetic resonance) dosimetry system [44]. Dose measurements and calibrations (EMXmicro spectrometer, Bruker Corp., Billerica, MA, USA) were based on the alanine/electron paramagnetic resonance system [44, 45]. The alanine dosimeters obtained from the National Institute of Standards and Technology (NIST, Gaithersburg, MD, USA) were calibrated using methods previously discussed [41]. Animals were mildly sedated for the procedure. To deliver the precise radiation dose, NHPs’ abdominal widths were measured with digital calipers. Animals were observed throughout the irradiation procedure via in-room cameras [46]. Following irradiation, animals were returned to the transport cart and brought to their cages in the housing area and were closely monitored until they were able to perch within their cage.

### Cage-side animal observations

All NHPs were observed pre-irradiation and for 60 d post-irradiation with survival as the primary endpoint. Daily observations for signs of pain and distress were made no less than twice a day by trained staff for executing NHP procedures and observation. During the critical period (approximately 10 to 20 d post-irradiation), animals were observed three times a day for signs of radiation sickness or need for further medical intervention. The animals were evaluated for the following parameters at least three times a week: weight, body temperature, fecal consistency, respiratory rate, heart rate, and overall health assessment [39].

### Euthanasia

Euthanasia was conducted in accordance with the most recently approved versions of the IACUC protocol, the *Guide*, and American Veterinary Medical Association (AVMA) guidelines [42, 47]. When an animal reached a state of moribundity, the animal was immediately euthanized. Moribundity was used as a surrogate for mortality, and animals were euthanized in order to minimize pain and distress [39]. Various parameters were used as guidelines for moribundity, which have been previously listed [39]. Moribundity status of each animal was determined by a joint effort between the institutional veterinarian, principal investigator, research staff, veterinary technicians, and husbandry staff based on the combination of criteria described above. To initiate euthanasia, the animals were sedated using ketamine hydrochloride injection (Mylan Institutional LLC, Rockford, IL) (5–15 mg/kg, *im*), and then administered pentobarbital sodium *iv* (Virbac AH Inc., Fort Worth, TX) using either saphenous or cephalic veins, needle size 20–25 gauge (100 mg/kg, 1–5 ml). Intra-cardiac administration was performed if unable to administer pentobarbital sodium through peripheral veins. The animals were deeply anesthetized by Isoflurane (Baxter Healthcare Corporation, Deerfield, IL) (1–5%) with oxygen at 1–4 liters per minute via mask before administering the intra-cardiac injection. The animals were euthanized only under the guidance of a staff veterinarian or a trained technician in consultation with the veterinarian. After pentobarbital sodium administration, the animals were examined by assessing the heart auscultation and pulse to confirm death. At the end of the study (60 d post-irradiation), all surviving animals were sent to another facility for studying late and delayed effects of radiation exposure.

### Blood collection and serum separation

On the day of a scheduled sample collection, animals were restrained using the pole-and-collar method and were guided to a restraint chair for blood collection. The blood draw was conducted between 08:00 AM and 10:00 AM, 1–3 h after animals were fed. Blood samples were collected from the saphenous vein of the lower leg after the site was cleaned using a 70% isopropyl alcohol wipe and dried with sterile gauze [48]. A 3 ml disposable luer-lock syringe with a 25-gauge needle was used to collect the desired volume of blood. For serum collection, blood samples were transferred to vacutainer serum separator tubes (Becton, Dickinson Corp, Franklin Lakes, NJ, USA), allowed to clot for 30 min, and then centrifuged for 10 minutes at 400 x g. Serum samples were then stored at -70°C for analysis at a later date [49]. As stated above, for miRNA analysis, samples were collected on days -4 pre-irradiation and days 1, 2, and 6 post-irradiation.

### miRNA assay

The assay protocol that we have reported elsewhere [50] was adapted herein with necessary modifications. We used TruSeq small RNA sample preparation kit to construct the sequencing library from 5 μL of NHP serum samples, as the 3′ and 5′ adapters were ligated to small RNA molecules, and the ligated products were reverse transcribed and amplified. The sample library was gel purified and size selected to curate small RNAs that were less than 30 bases; subsequently, the library was quantified by TapeStation (QIAGEN, Inc.). Based on the sample concentrations, equimolar amounts of small RNA-derived libraries were processed in Illumina NextSeq 500 platform to generate 5 million reads for miRNA profiling [29]. Illumina-generated Base Call (BCL) files were converted to FastQ files and electronically demultiplexed using bcl2fastq2 v2.20 software (Illumina Inc., San Diego, CA, USA). Genomics Workbench 20.0.4 software (QIAGEN, Germany) was used for analysis of the samples and to enumerate the miRNA expression values. FastQ file reads were first filtered to reject the poor reads then the screened reads from different lanes were conjoined. The trimming was performed using a score of 0.05 with the maximum number of ambiguities equaled to 2. We used a custom generated trim adaptor list containing an Illumina small adapter, as the allowed length of sequences were between 19 and 25 with a maximum mismatch of 2. Then, miRNA expression counts were determined using miRbase Release 22.1 with reference for NHP gene assembly. Read counts of mature miRNA were then normalized to CPM values using the trimmed mean of the M values (TMM) normalization method. Mature miRNA expression values were then subjected to differential analysis.

The TMM normalized data was first prefiltered to remove miRNAs with < 40% non-zero reads across all samples. Differential expression (DE) analysis was then performed by calculating the logfold2 change values using the pre-irradiation samples as the baseline. Preliminary analysis used four major co-factors of this study: (i) RDs (6.0 Gy, 6.5 Gy, 7.0 Gy, 7.5 Gy, 8.0 Gy and 8.5 Gy); (ii) TSI, namely pre-irradiation, day 1, day 2 and day 6 post-irradiation, respectively; (iii) male and female sex; and (iv) RRiF, or animals that survived until 45 days post-irradiation were reported as *survived*.

Four-way ANOVA was computed to find differentially expressed miRNAs linked to 15 dependent and independent variables at the cut-off of *p*<0.05. The list included four independent variables, namely RD, TSI, Sex and RRiF, and the corresponding 11 dependent variables, where multiple variables were connected via *; the list was the following: RD*TSI, RD*Sex, RD*RRiF, TSI*Sex, TSI*RRiF, Sex* RRiF, RD*TSI* RRiF, RD*Sex* RRiF, RD*TSI* RRiF, TSI*Sex* RRiF and RD*TSI*Sex* RRiF.

We used the RNASeqPower Bioconductor package [51] to determine whether the sample size of 36 was sufficient to detect the differences corresponding to all of the multiple variables listed above. The current assay is expected to generate 400 million reads (length 50 bases per read) on a NextEeq500 platform. Given that NHP have nearly 3,100 million bps in its whole reference genome, we assumed to meet a 6.45x coverage in our assay. To measure the statistical power for the ANOVA analysis, the effect sizes (η^2^) of all combinations of variables were computed, and the mean effect size and its coefficient of variation (CV) was determined as 0.21, and 1.7, respectively. With an alpha value at 0.05, the power of the study was expected to be greater than 80%, which was sufficient to proceed with further analysis.

Subsequent analysis was focused on curating those DE mml-miRNAs, which would be sequentially conserved and functionally similar between humans and NHPs exposed to TBI (Fig 2). We described this process elsewhere in the context of a minipig model [38]. Briefly, we pooled the DE mml-miRNAs that were selected by 4-way ANOVA, namely 176 miRNAs after removing the duplicates. These miRNAs were seeded into the multiple-sequence alignment tool, ClustlW [52], to curate sequentially conserved miRNAs between humans and NHPs. FASTA sequences of all mature miRNA sequences were retrieved from miRBase. A pairwise sequence alignment between DE mml-miRNAs and the retrieved human miRNAs was conducted with specified loci positions to meet the following parameters: the k-tuple word size 1 and window size 5 with top diagonals of 5 with percent method. Gap penalty of 10 and penalty of extension 0.1 with a BLOSUM scoring weight matrix were applied. Scores were calculated using the absolute and percent method and the top match(es) for each NHP miRNA was determined. As a result, we identified a set of mml-miRNAs, which were sequential homologues to the known human miRNAs. We named this set of miRNAs as sequentially conserved-miRNAor *sc*-miRNA.

**Fig 2:**
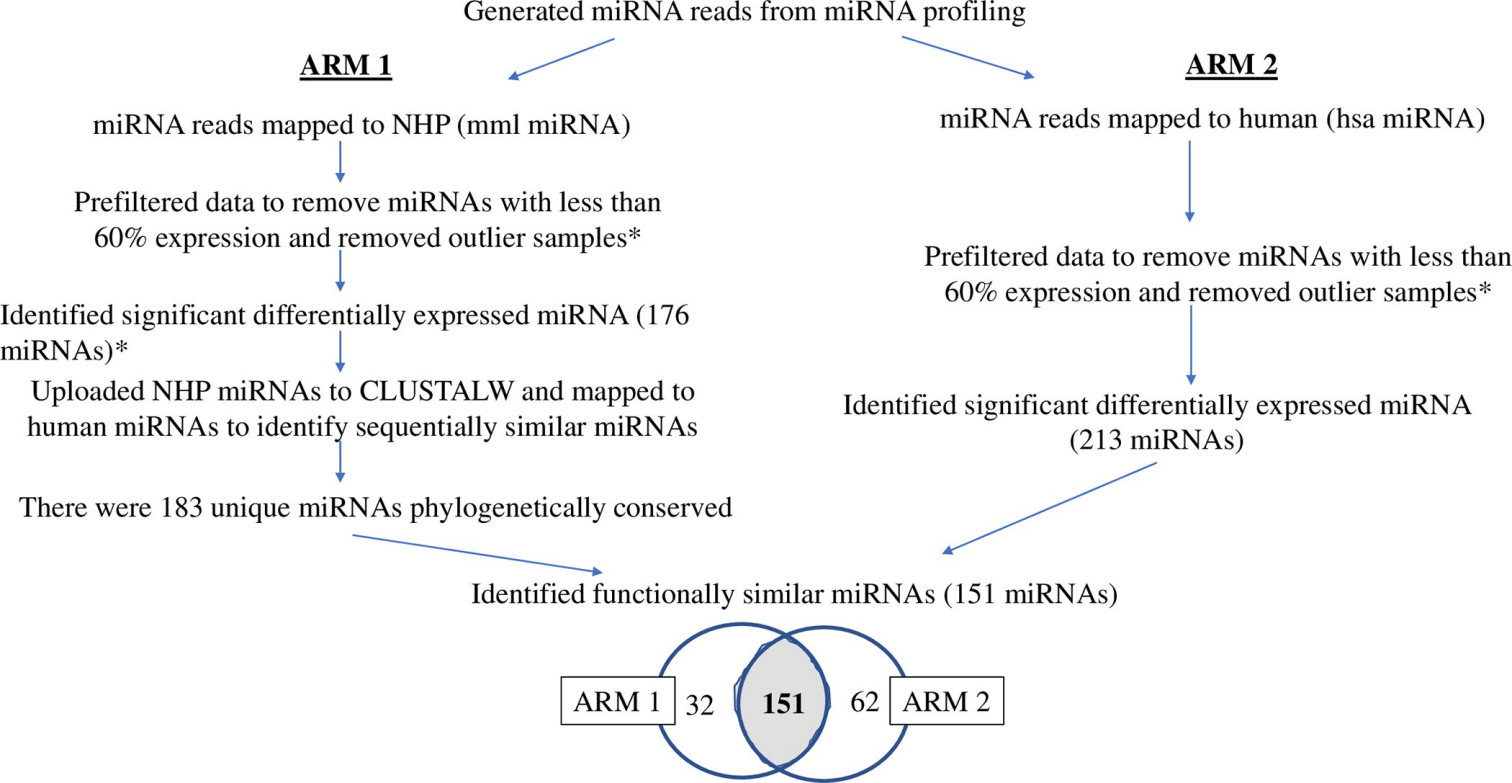
A flow chart to depict the process to deliver miRNAs that were not only sequential homologues between humans and NHPs, but were also likely to respond similarly to irradiation across these two species.

In parallel, we employed miRBase to align the quality filtered and adaptor-trimmed reads to the human genome assembly, hg38. Thereby, we followed the previously described analysis pipeline with one important difference, namely the miRDeep2 core algorithm in miRBase curated known hsa-miRNAs, not mml-miRNA. The resultant hsa-miRNA matrix was quality filtered and the counts were normalized to generate hsa-miRNA sets. Four-way ANOVA with the cut-off set at *p* < 0.05 found a set of miRNAs that met the cut-off in at least one of the 15 feature selection criteria as mentioned earlier. We named this set of hsa-miRNAs as functionally similar-miRNA or *fs*-miRNA. A subsequent Venn approach identified those miRNAs that were conserved between *sc*-miRNA and *fs*-miRNA. We named these overlapping features as conserved-miRNA (*cnvd*-miRNA). Henceforth, all statistical analysis was computed using this *cnvd*-miRNAs. The raw data is saved in GEO database, GSE247225.

### Statistical analysis

R Studio was used to generate principal component analysis (PCA) plots and carry out hierarchical clustering computed by Euclidian distance analysis using heatmap2 function from the gplots. The time and dose dependent miRNA discovery was computed using GraphPad v8 (Prism, Inc.). A linear regression plot was drawn to measure if the slope significantly deviates from zero and the cut-off was set at *p* < 0.05.

Ingenuity Pathway Analysis (IPA, QIAGEN, Inc., version 01–13) was used for functional analysis and bionetwork building. Differentially expressed miRNAs of the following five groups were of particular interest: (i) RD*TSI, (ii) Sex*RD*TSI, (iii) RRiF, (iv) RRiF*RD, and (v) Sex*RRiF*RD. DE miRNAs from these groups were transferred to the IPA analysis portal, and the canonical and non-canonical bionetworks that were significantly enriched at each of the five groups were curated (hypergeometric test, *p* <0.05). Henceforth, all the canonical and noncanonical bionetworks were together termed as bionetworks. Those bionetworks that displayed a Z score of greater than 1 (≥1) were considered activated bionetworks. In contrast, those bionetworks, which displayed Z scores of less than 1 (≤ -1) were considered inhibited bionetworks. In any given group, if a bionetwork’s Z score was greater than |1| in at least one instance, that bionetwork was curated for further interrogation. The correlation matrix was computed using the Pearson correlation formula.

To discover the panel of miRNAs that can potentially predict RRiF, we used our proprietary machine learning routine named the Biomarker Discovery Process at Binomial Decision Point (2BDP) [53], which is trained to systematically incorporate independent variables (e.g., multiple DE miRNAs) to explain an output variable (e.g., RRiF) that is binary in nature. As depicted in Fig 3, 2BDP operated on the *cnvd*-miRNAs via an exhaustive search to generate the best fitting logistic regression model as described in Eq 1.

**Fig 3:**
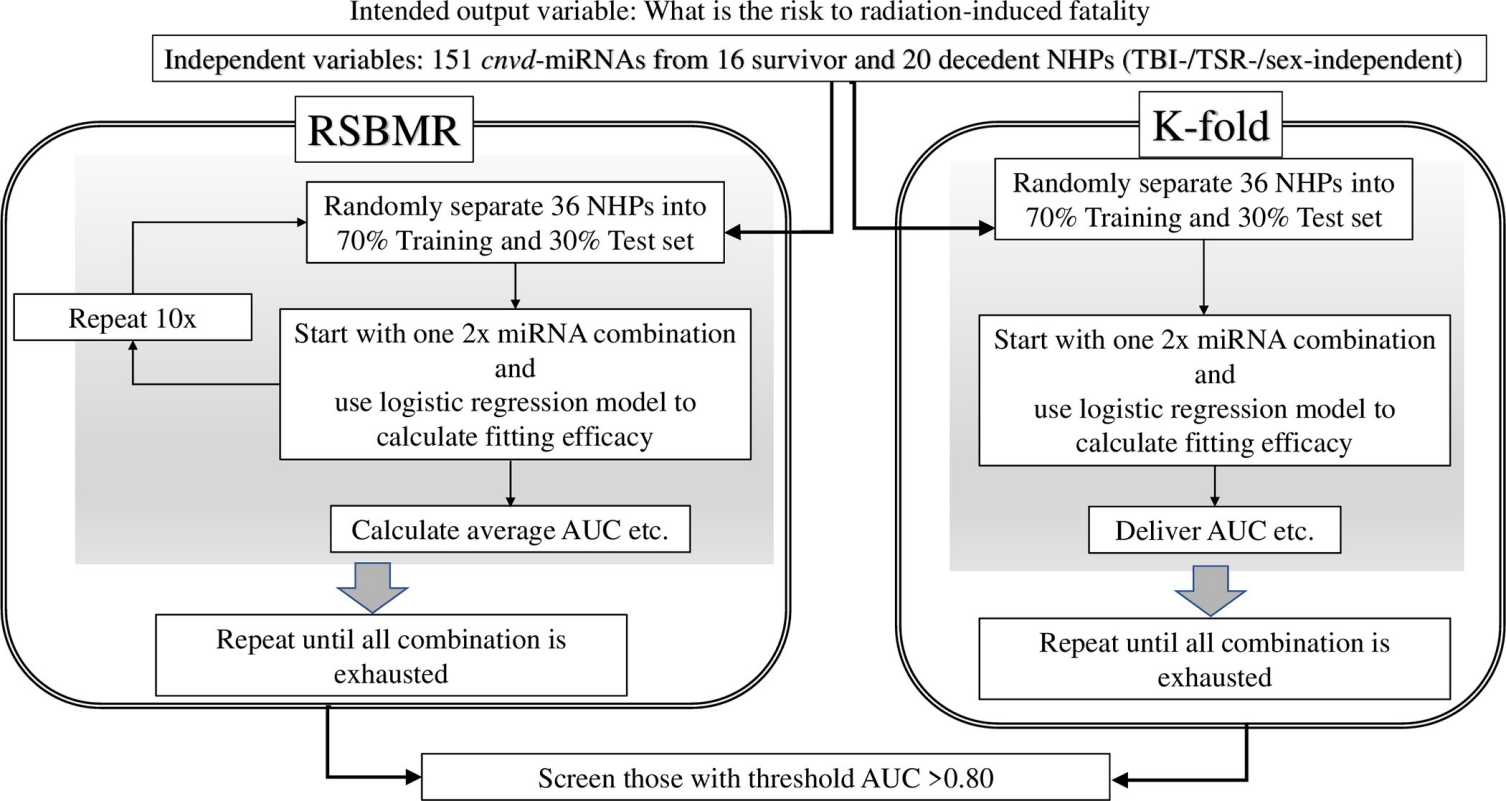
A flow diagram to explain the algorithm named 2BDP (Biomarker Discovery Process at Binomial Decision Point) that we used to find the best fitting model to predict RRiF.

$$logit(P)=a+bX_{1}+cX_{2}+\cdots +nX_{n}$$ (Eq 1)

Where logit() is the log odds function of a value, *P* is the probability of successful determination of the outcome variable, *a* is the intercept of the equation, *b* through *n* are coefficient estimates of the independent variables, and *X*_*1*_ through *X*_*n*_ are the expression values of the independent variables *1* to *n*, respectively. The fitting criteria of these independent variables were measured by multiple R^2^, adjusted R^2^, confidence intervals (CIs) and p values (Chi-square). For the present purpose, the fitting models allowed the independent variables to change from 2 to 10 (2≤ *n* ≤ 10) per panel.

Thereby, 2BDP algorithm measured the efficacy of the individual biomarker panel in determining the outcome variables or RRiF. The panel contained a group of independent features that were linearly associated via unique weight factors or coefficients. The efficacy of the individual panel was quantitively measured by the area under the curve (AUC) of the receiver operating characteristic (ROC) curve. We used two methods to measure the ROC curve.

Method 1. Random Single Bin Multiple Repeats (RSBMR): The independent features from *cnvd*-miRNAs were used in a random forest 2000 times, where the top 200 panels of most frequent genes were selected. For each panel, every combination of genes, from 2 to 10 feature sized panels, constructed a series of unique subpanels. Hence, the maximum count of features in one panel should not exceed 10. Next, the whole NHP cohort all-inclusive on sex, RD and TSI was randomly sorted into Training and Test set by the 70:30 ratio. A unique panel of independent features was fitted onto the Training set to construct a linear regression model as shown in Eq 1. Afterwards, this linear regression model was operated on the Test set to calculate the AUC and sensitivity/specificity. These deliverables were retained while the exhausted Training and Test sets were replaced by new Test and Training sets. This cycle was repeated 10 times for each subpanel and finally, the mean values of AUCs and sensitivity/specificity were calculated over these 10 iterations and were then reported. This iterative process continued until all features in *cnvd*-miRNAs were exhausted.

Method 2. k-fold method: The independent features from *cnvd*-miRNAs were used in a random forest 2000 times, where the top 200 panels of most frequent genes were selected. For each panel, every combination of genes, from 2 to 10 feature sized panels, constructed a series of unique subpanels. For any given unique panel, the entire cohort was segregated into 10 (k = 10) groups, and one randomly selected group was chosen as the Test set. The remaining groups were taken as Training sets, where the unique panel was fitted to construct a linear regression model as shown in Eq 1. Next, the AUC was calculated using the Test set and was reported. This iterative process continued until all features in *cnvd*-miRNAs were exhausted. Finally, all panels curated by RSBMR and k-fold methods were screened to find those which had a significantly high fitting score, *p* < 0.05 and (b) AUC > 0.80, respectively.

## Results

Thirty-six NHPs were randomly assigned to six groups and each group was exposed to different RDs starting from 6.0 Gy to 8.5 Gy in 0.5 Gy increments (Fig 1). 

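Each of the 36 NHPs (19 males and 17 females, 6 animals per RD) gave serum before irradiation and on days 1, 2 and 6 after TBI, which made 144 small RNA libraries. The authors prepared libraries from 5 µL of serum with a TruSeq small RNA kit, sequenced them on a NextSeq instrument, demultiplexed with bcl2fastq2 and counted mature miRNAs of miRBase in Genomics Workbench. The deposited table holds these raw counts for 908 NHP miRNAs, before the TMM normalization that the authors applied. The sample labels give animal, sex, RD, time point and RRiF. No sequencing batch was recorded in the labels. Total counts per library were 2.4e4 to 2.9e6 (median 3.6e5) before irradiation, 2.3e4 to 1.7e6 (median 2.9e5) on day 1, 1.4e4 to 1.3e6 (median 3.0e5) on day 2 and 1.1e4 to 4.1e6 (median 2.0e5) on day 6. Medians of the groups of 6 animals ran from 1.3e5 (7.0 Gy, day 6) to 6.5e5 (6.0 Gy, day 6). The depth named in the methods refers to sequenced reads, and all values here use the totals of the count table. In 7 libraries the total lay under 28025 counts (RA2709M before irradiation, RA2816M on day 1, RA2691M and RA2116F on day 2, and RA2445M, RA2021F and RA2743F on day 6). The libraries of RA2265F before irradiation (7.0 Gy) and RA2694M on day 1 (8.0 Gy) held identical counts (82153 in total), and results were also computed without both. Levels are log2(TMM-normalized CPM + 1), and a change is the level of an animal minus its own pre-irradiation level. Log2 fold changes, SEs and adjusted p-values came from edgeR quasi-likelihood tests of the counts, which compared later with pre-irradiation libraries without pairing them by animal and were adjusted over the miRNAs tested. Permutation and sign-flip tests over animals were two-sided.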

Each group consisted of 6 animals with variable male to female ratios. A table attached to Fig 1 displays the number of animals that survived from each radiation dose.

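By the sample labels, survival was highest at 6.0 and 7.5 Gy, where 4 of 6 NHPs lived, and lowest at 8.0 and 8.5 Gy, where 1 of 6 lived. At 6.5 and 7.0 Gy, 3 and 2 of 6 NHPs survived. In all, 15 NHPs survived and 21 died. The sexes were spread unevenly over the RDs: 5 of 6 NHPs at 7.0 Gy were female, and 5 of 6 at 7.5 Gy and at 8.0 Gy were male. All 4 survivors at 7.5 Gy and the single survivor at 8.0 Gy were male, whereas both survivors at 7.0 Gy were female. RD, sex and RRiF were therefore partly tied together in these animals.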

### Cross-species conserved miRNA

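Most serum counts came from miRNAs that are abundant in red blood cells. miR-486-5p took a median of 71.7% of the counts of a library (range 38.2% to 93.3%), miR-92a-3p 5.86% and miR-16-5p 0.792%. miR-451, which red blood cell precursors make in large amounts, took 0.517%. Of the miRNAs that are not typical of red blood cells, miR-10b-5p took 3.69% and miR-27b-3p 1.21%. Of the 908 NHP miRNAs listed in the count table, 626 had at least 1 count in at least 1 of the 144 libraries. In every library 26 miRNAs had a count.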

Sequencing reads were mapped to 3,127 known miRNAs in the NHP genome assembly, and a total of 1,327 known miRNAs were detected in at least one of the 144 samples. 

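miR-27b-3p had a count in all 144 libraries and miR-21-3p in 137, whereas miR-331-3p had a count in 111 and miR-183-5p in 60. On average, 259 ± 6.80 miRNAs (SEM; SD 81.7, n = 144 libraries) had at least 1 count in a library, with a range of 60 to 421. The median number was 292.5 before irradiation, 269 on day 1, 275.5 on day 2 and 254.5 on day 6. The lowest numbers came from libraries with few counts, such as RA2743F on day 6 (60 miRNAs) and RA2116F on day 2 (65 miRNAs).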

On average, 364.6 ± 0.46 miRNAs were detected per sample, where the error was calculated by standard error of the mean (SEM). After filtering out the features with more than 60% samples, 1,040 miRNAs became eligible for multivariance analysis. 

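The 290 miRNAs with a count in at least 40% of the libraries covered the main sources of serum miRNAs. Among them were 10 red blood cell miRNAs such as miR-144, 8 lymphocyte miRNAs such as miR-150-5p and 5 myeloid miRNAs such as miR-223. They also held 9 epithelial miRNAs such as miR-200a-3p, 9 members of the let-7 family and 43 miRNAs of the imprinted DLK1-DIO3 region. miR-183-5p passed this filter, as did miR-182 of the same cluster. All tests of single miRNAs used these 290.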

S1 Fig depicts the PCA plots of these miRNAs. The plot explained 22.09% of total variance, but no apparent trend emerged in this plot. 

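The first 2 components of the levels of the 290 miRNAs held 28.1% and 5.94% of the variance (34.0% together). Libraries separated along the first component by the number of miRNAs detected (R² 0.849), with a permutation p = 1e-05, the smallest that 100000 draws can give (adjusted p = 4e-05). TSI (R² 0.0272), RD (R² 0.0088), sex (R² 0.000825) and RRiF (R² 9.3e-05) accounted for little of the first component. On the second component RD had an R² of 0.124 (permutation p = 0.0152, adjusted p = 0.0456), next to an R² of 0.146 for the total count. The second component therefore cannot separate RD from library total.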

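miR-141-3p, an epithelial miRNA, reached unadjusted p under 0.05 for TSI in the 4-way ANOVA (p = 0.00253, n = 144 libraries), and so did miR-30c-5p (p = 0.039, n = 144). let-7a-5p reached unadjusted p under 0.05 with RD (p = 0.0219, n = 144) and TSI (p = 0.0488, n = 144), and miR-143-3p with RD (p = 0.00067, n = 144) and RRiF (p = 0.0126, n = 144). Of 290 miRNAs, 43 reached unadjusted p under 0.05 for RD, 33 for TSI, 11 for Sex and 27 for RRiF, where chance gives 14.5 per term. Among interactions there were 4 for RD*TSI, 12 for RD*Sex, 4 for TSI*Sex, 16 for RD*RRiF, 26 for TSI*RRiF and 14 for Sex*RRiF. RD*TSI*Sex had 3, RD*TSI*RRiF 25 and TSI*Sex*RRiF 18. RD*Sex*RRiF and the term of all 4 factors could not be fitted, because some combinations of RD, sex and RRiF held no animal. Libraries of an animal were treated as independent in this test, and its p-values were not adjusted. Terms entered in sequence (RD, TSI, Sex, RRiF, then interactions), and counts per term can depend on this order.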

S1A Table lists the number of DE miRNAs curated by 15 dependent and independent variables. 

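Of 290 miRNAs, 127 reached unadjusted p under 0.05 in at least 1 fitted term, among them miR-141-3p, miR-30c-5p, let-7a-5p and miR-143-3p. The red blood cell miRNAs miR-16-5p and miR-92a-3p reached it in no term, and neither did miR-130a-3p, miR-23a-3p or miR-409-3p. In simulated counts for the same animals, 37.4% of the unchanged miRNAs reached it in at least 1 term. With adjustment within each term, 10 miRNAs remained.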

We combined all these miRNAs and removed the duplicates down to select 176 miRNAs (S1B Table), which were significantly altered in at least one of the 15 comparative analyses computed by the 4-way ANOVA model. These 176 miRNAs were further processed through multiple sequence alignments between human and NHP miRNA assembly to deliver miRNAs of high translational potential (Fig 2). Briefly, we first identified 183 miRNAs that are sequential homologues between humans and NHPs using a multiple sequence alignment routine [52] and named this miRNA panel as sequentially conserved-miRNA (*sc*-miRNA). In a parallel pipeline, the quality controlled NextSeq reads were *directly* blasted to human genome assembly, and differential expression analysis was performed to curate 213 significantly different hsa-miRNAs from the pre-TBI baseline. We labeled this second set as *fs*-miRNA. Ultimately, 183 *sc*-miRNAs and 213 *fs*-miRNAs were overlapped to find 151 miRNAs that were common between these two sets, which was named *cnvd*-miRNA (S1C Table). 

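Of the cnvd-miRNAs that passed the filter on low counts, 12 rose on day 1, such as miR-375, and 4 fell in serum, such as miR-215-5p, against pre-irradiation at adjusted p under 0.05 from edgeR (15 and 4 when adjusted over the list alone). On day 2, 1 rose and 1 fell (1 and 1 over the list alone), and on day 6, 11 rose and 3 fell (15 and 5 over the list alone). Because the list was chosen on these samples, its changes are not independent evidence. The list as a whole passed the camera test on no day (adjusted p = 0.112, 0.451 and 0.204 on days 1, 2 and 6; with an estimated correlation 0.804, 0.891 and 0.836). miR-328 and let-7c-5p, among those called on day 6, were no longer called without RA1782F (adjusted p = 0.0822 and 0.467).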

Subsequent analysis of this study used this *cnvd*-miRNA panel, since we posit that these miRNAs are not only sequentially conserved between humans and NHPs, but also that their functional response to TBI and TSI are expected to be similar. Hence, these *cnvd*-miRNAs had considerable translational potential.

### miRNAs markers showing linear response to dose and time

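The change of serum miRNAs from pre-irradiation followed RD for 0 of 290 miRNAs in edgeR and for 0 in DESeq2. At unadjusted p under 0.05 there were 8 in edgeR and 8 in DESeq2. miR-203, an epidermal miRNA, had a slope of -0.84 per Gy (SE 0.31) and miR-376a-1-5p of the DLK1-DIO3 region 0.92 per Gy (SE 0.33), both with adjusted p = 0.993. These 2 were singled out after the values were seen. As levels on days 1, 2 and 6, without the pre-irradiation level subtracted, 4 miRNAs rose and 28 fell with RD, a test chosen after the values were seen, and 2 fell before irradiation. Among the 28 were the abundant miR-486-5p (-0.804 per Gy) and miR-92a-3p (-0.897), with slopes of -0.662 and -0.849 already before irradiation. TMM factors ran from 0.0907 (RA0724F at 6.0 Gy, day 6) to 3.91 (RA2816M at 8.0 Gy, day 1), and their part in these slopes was not tested. None of the cell and tissue lists moved with RD in the camera test of the change.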

A linear regression model-based screening of 151 *cnvd*-miRNAs curated five miRNAs showing consistent and significant shifts across doses, but independent of time (Fig 4A). The features of Fig 4A was curated from the sex*RD ANOVA analysis, where TSI was precluded as a dependent variable. Three of these 5 miRNAs, namely miR-331-3p (F = 7.26, *p* = 0.04), miR-183-5p (F = 22.13, *p* = 0.009) and miR-1180-3p (F = 52.7, *p* = 0.001) emerged as sex-independent markers, as they gradually decreased with increasing dose. 

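The change of miR-331-3p from pre-irradiation had a slope of -0.51 per Gy (SE 0.43, n = 36 NHPs), that of miR-1180-3p -0.53 (SE 0.40) and that of miR-183-5p 0.42 (SE 0.31). None passed the permutation test over animals (p = 0.243, 0.201 and 0.192, adjusted p = 0.304 for each). With each animal left out in turn, the slopes kept their sign but ranged from -0.71 to -0.25 for miR-331-3p, -0.72 to -0.34 for miR-1180-3p and 0.14 to 0.51 for miR-183-5p. The levels on days 1, 2 and 6, without the pre-irradiation level subtracted, fell with RD for miR-183-5p (-0.58 per Gy, SE 0.19, adjusted p = 0.0153) and miR-1180-3p (-0.75 per Gy, SE 0.20, adjusted p = 0.0057). For miR-331-3p the level had a slope of -0.50 per Gy (SE 0.24, adjusted p = 0.0846). miR-183-5p, which shares a cluster with miR-96 and miR-182, already fell with the later RD before any irradiation (-1.00 per Gy, SE 0.32, permutation test, adjusted p = 0.0122 over 10 slopes), as the plot of its level by dose shows. In edgeR, adjusted over all miRNAs tested, its fall before irradiation did not pass (-1.45 per Gy, adjusted p = 0.0748). F over the means of the 6 RDs was 0.763 for miR-331-3p, 0.843 for miR-183-5p and 2.67 for miR-1180-3p. In the leave-outs these ranged from 0.172 to 1.56, 0.263 to 1.14 and 1.01 to 3.69. From their decrease with RD, the paper describes the 3 as putative markers independent of sex.

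**Figure D1:**
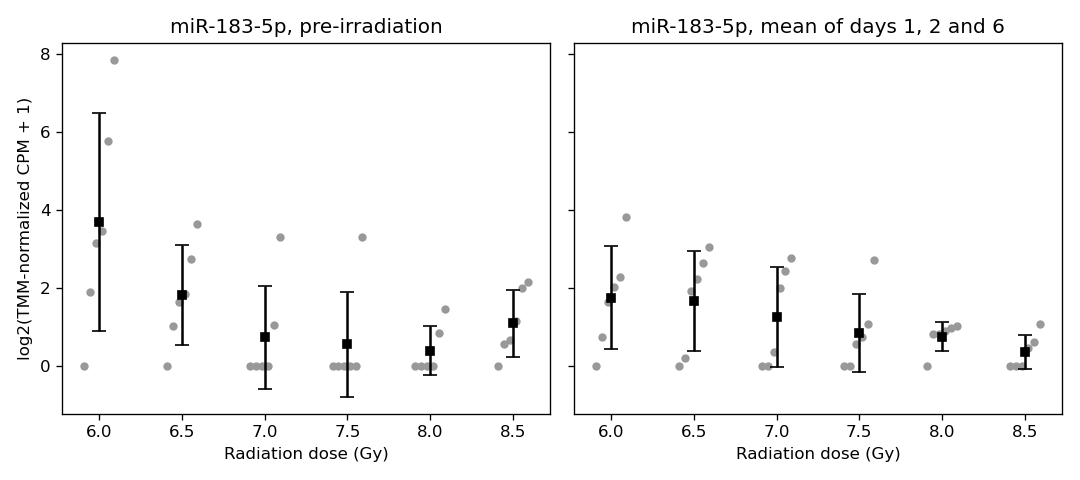
Level of miR-183-5p, log2(TMM-normalized CPM + 1), by RD before irradiation (left) and as the mean of days 1, 2 and 6 (right). Each dot is 1 NHP, 6 per RD; squares and bars are mean ± SD.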

Here, the F values and *p*-values characterized the deviations of their slopes across doses from baseline. 

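miR-183-5p had few counts in serum: 264 in all libraries together, a median of 0 and at most 40 in a library. Before irradiation it had a count in 20 of the 36 NHPs. Its mean change over days 1, 2 and 6 was -1.95 ± 2.19 at 6.0 Gy (SD, n = 6, 5 NHPs lower and 0 higher), -0.14 ± 1.39 at 6.5 Gy and 0.54 ± 0.97 at 7.0 Gy. At 7.5 Gy it was 0.30 ± 1.99 (4 higher, 1 lower), at 8.0 Gy 0.36 ± 0.94 and at 8.5 Gy -0.73 ± 0.66 (5 of 6 lower, exact sign-flip p = 0.0625). A single dose could not pass adjustment over the 27 tests, since 6 animals give an exact p of 0.0312 at best, and the smallest adjusted p was 0.422. Levels before irradiation lay above later levels with an AUC of 0.571 (bootstrap interval 0.495 to 0.653, 36 and 108 libraries, permutation p = 0.13, adjusted p = 0.195). Between the 18 NHPs at 6.0 to 7.0 Gy and the 18 at 7.5 to 8.5 Gy the AUC of the change was 0.418 (interval 0.235 to 0.627, permutation p = 0.411). At 6.0 Gy, RA2445M changed by -6.22 and the next animal by -1.95.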

One miRNA, specifically miR-183-5p, was significantly inhibited from the baseline at the three highest doses of radiation (namely 7.5 Gy, 8.0 Gy and 8.5 Gy), and displayed significant separation of the entire dose range with an AUC ROC curve of 0.95. Its 95% confidence interval (CI) ranged from 0.84 to 1.00. Another miRNA, miR-133a (F = 11.42, *p* = 0.002), was a male-specific marker that significantly increased with increasing RD; contrastingly, miR-361-3p (F = 9.52, *p* = 0.027) was a female-specific marker that significantly decreased with increasing RD. 

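miR-133a, a miRNA of skeletal and heart muscle, had a slope of -0.22 per Gy in males (SE 0.70, n = 19, permutation p = 0.761, adjusted p = 0.761). The sign of this slope turned when 1 male was left out (0.05 without RA2475M, 0.01 without RA2580M and 0.15 without RA2705M). The change of miR-361-3p in females had a slope of -0.62 per Gy (SE 0.32, n = 17, permutation p = 0.0716, adjusted p = 0.304). As levels on days 1, 2 and 6, miR-361-3p fell with RD in females (-0.77 per Gy, SE 0.29, adjusted p = 0.0468), and miR-133a in males had a slope of 0.77 (SE 0.38, adjusted p = 0.0998). Neither slope was computed in the other sex. miR-133a is listed without an arm in the count table and stands for miR-133a-3p.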

All 5 miRNAs were significantly altered from the pre-irradiation baseline at 8.5 Gy, irrespective of TSI. However, none of these miRNAs showed a significant shift from the baseline at the lowest dose, namely 6.0 Gy.

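At 8.5 Gy, miR-331-3p changed by -0.83 ± 1.79 (SD, n = 6, 5 NHPs lower, exact sign-flip p = 0.312) and miR-1180-3p by -1.50 ± 2.34 (5 lower, exact p = 0.188). In the 3 females of this dose miR-361-3p was lower in all (-2.71 ± 1.45), with an exact p = 0.25, the smallest that 3 animals allow. In the 3 males miR-133a changed by 0.36 ± 1.91. With 3 to 6 animals per test, no single value could pass adjustment over the 27 tests (adjusted p = 0.774, 0.725, 0.75 and 1.0 for miR-331-3p, miR-1180-3p, miR-361-3p and miR-133a). Among the 6 changes of miR-331-3p, RA2318M lay apart at 2.79 while the next was -1.29.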

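At 6.0 Gy, miR-331-3p changed by 0.42 ± 2.55 and miR-1180-3p by 0.62 ± 1.72 (SD, n = 6, exact sign-flip p = 0.812 for each). miR-361-3p was lower in all 4 females (-0.78 ± 0.58, exact p = 0.125, the smallest that 4 animals allow). Both males had more miR-133a than before irradiation (2.56 ± 1.19, exact p = 0.5, the smallest that 2 animals allow). At 7.0 Gy, miR-331-3p was lower in 6 of 6 NHPs (-2.46 ± 1.66, exact p = 0.0312, the smallest that 6 animals allow, adjusted p = 0.422). The miR-1180-3p mean at 6.0 Gy rested on RA2445M, which changed by 4.12 while the next animal changed by 0.22.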

**Fig 4:**
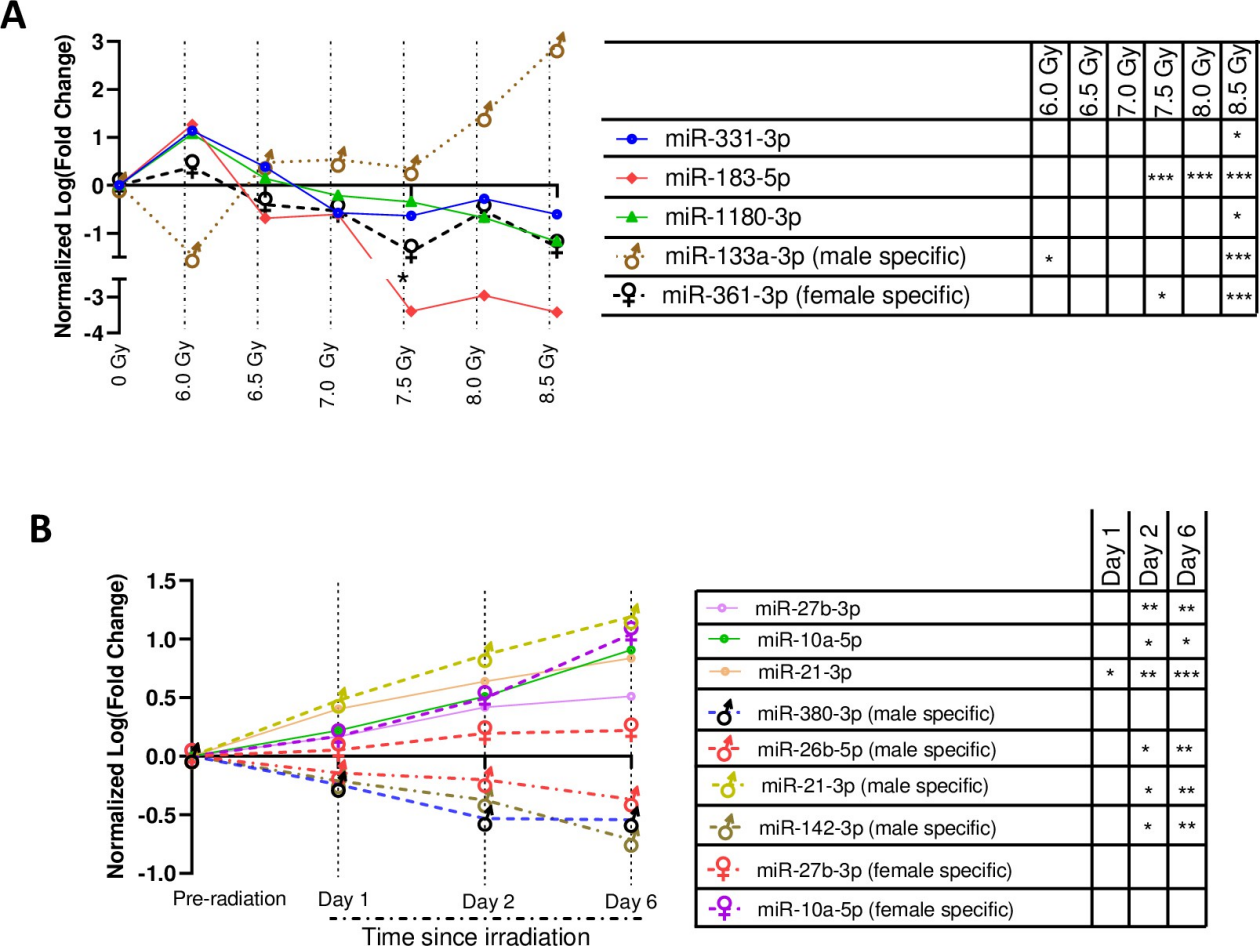
Putative miRNA markers of irradiation. All miRNAs sequentially and functionally conserved between humans and NHPs. **(A)** Time since irradiation (TSI)-independent, radiation dose (RD)-miRNA markers. Here, the x-axis and y-axis represented the radiation dose and normalized log2 (Fold change), respectively. The fold changes were computed on the pre-irradiation baseline controls. All these miRNAs displayed a consistent shift (*p* < 0.05 in linear regression curve) across dosimetry independent of TSI. * *p* < 0.05; *** *p* < 0.001. **(B)** RD-independent, TSI-miRNA markers. Here, the x-axis and y-axis represented the TSI and normalized log2 (Fold change), respectively. The fold changes were computed on the pre-irradiation baseline controls. All these miRNAs displayed consistent shift (*p* < 0.05 in linear regression curve) across TSI. * *p*<0.05; ** *p*<0.05; *** *p*<0.001.

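Against pre-irradiation, 14 of 290 serum miRNAs rose and 5 fell on day 1, and 14 rose and 5 fell on day 6, at adjusted p under 0.05 from edgeR. miR-141-3p of the epithelial miR-200 family rose on day 1 with a log2 (Fold change) of 2.20 (SE 0.31, adjusted p = 4.74e-09, higher in 29 of 36 NHPs). miR-200a-3p and miR-429-3p of the same family rose by 1.38 (SE 0.39) and 1.14 (SE 0.33). let-7e-5p fell by 0.97 on day 1 (SE 0.24, adjusted p = 0.00422, lower in 27 of 36), let-7f-5p by 0.66 (SE 0.21, adjusted p = 0.037) and miR-26a-5p by 0.46 (SE 0.15, adjusted p = 0.037). On day 6, miR-34a-5p, a p53 target, rose by 2.39 (SE 0.42, adjusted p = 1.5e-05, higher in 20 and lower in 6 NHPs), from 1.55 ± 3.57 to 7.04 ± 8.53 CPM (SD, n = 36). let-7g-5p fell by 0.58 on day 6 (SE 0.16, adjusted p = 0.0221, lower in 29 of 36). Of 9 epithelial miRNAs, 4 rose and 1 fell on day 1 (4 and 1 over the list alone), and of 9 let-7 miRNAs 2 fell (2 over the list alone). In the camera test neither list passed (adjusted p = 0.0659 for each; with an estimated correlation 0.782 and 0.747). Day 1 had 11 calls with haemolysis as covariate and 12 with the filter at 60% of libraries, and day 6 had 51 without a filter. With the animal as block 4 miRNAs were called on day 6, miR-34a-5p among them but not let-7g-5p (adjusted p = 0.063), and let-7f-5p was not called on day 1 (adjusted p = 0.0595). Leaving out 1 animal lowered the 19 calls of day 1 to 8 (RA2580M, RA2596M, RA2742F or RA2743F), 9 (RA2745F), 10 (RA2740F), 11 (RA2576M or RA2685M) or 12 (RA2116F, RA2598M, RA2694M, RA2709M or RA2733F), and moved the 19 of day 6 to 11 (RA1782F) or 30 (RA2267F). miR-200a-3p lost its call in 3 of 36 leave-outs (RA2745F, adjusted p = 0.0627), miR-429-3p in 5 (RA2592M, adjusted p = 0.079), let-7f-5p in 8 and miR-26a-5p in 6 (both RA2742F, adjusted p = 0.0877).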

Fig 4B displays 11 miRNA that consistently shifted across time or TSI. These features of Fig 4B was curated from the sex*TSYI ANOVA analysis, where RD was precluded as a dependent variable. 

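miR-27b-3p changed over the 4 time points with a mean slope of 0.05 ± 0.42 per step (SD, n = 36, rising in 26 NHPs) and miR-10a-3p with 0.03 ± 0.77 (rising in 20, falling in 15). The other arm, miR-10a-5p, had 0.22 ± 0.49 and rose in 26 of 36 NHPs. In the sign-flip test none passed over the 24 slopes (permutation p = 0.488, 0.812 and 0.00977, adjusted p = 0.142 for miR-10a-5p). In edgeR, miR-10a-5p rose on day 6 by 0.84 (SE 0.26, adjusted p = 0.0311, higher in 24 of 36), whereas miR-27b-3p (0.40, SE 0.20, adjusted p = 0.249) and miR-10a-3p (0.58, SE 0.27, adjusted p = 0.21) did not pass. The call of miR-10a-5p was lost with the animal as block (adjusted p = 0.07) and in 4 of 36 leave-outs, at most without RA2118F (adjusted p = 0.093). Without the 7 libraries of low total its slope was 0.30 (adjusted p = 0.00768).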

There were 3 TSI-markers, namely miR-27b-3p (F = 74.62, *p* = 0.013), miR-21-3p (F = 66.84, *p* = 0.015) and miR-10a-3p (F = 11.9, *p* = 0.009), that were significantly upregulated with increasing time. 

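miR-21-3p, the partner strand of miR-21, lay higher in later serum than before irradiation with an AUC of 0.644 (bootstrap interval 0.557 to 0.728, 108 and 36 libraries, permutation p = 0.00691, adjusted p = 0.0207). Over the 4 time points it rose in 26 NHPs and fell in 10, yet the mean slope was -0.05 ± 0.83 per step (SD, n = 36, permutation p = 0.704, adjusted p = 0.824). The median slope was 0.156. Its mean turned positive without RA2021F (0.0152), RA2445M (0.00206) or RA2816M (0.00892). With a pseudocount of 10 in place of 1 the mean was 0.0561, and without the 7 libraries of low total 0.0761.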

One miRNA, miR-21-3p, was significantly altered from the baseline across the entire TSI profile and displayed a separation of the group with an AUC of 0.72, and its 95% CI ranged from 0.33 to 1.00. In addition, there were 5 male specific and 3 female specific miRNAs that consistently shifted their regulations with increasing time. 

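In males, miR-27b-3p rose over time in 16 of 19 NHPs with a mean slope of 0.12 per step (permutation p = 0.226), and in females the slope was -0.03. miR-10a-5p rose in 15 of 19 males (0.26 per step, permutation p = 0.0312, adjusted p = 0.15). miR-380-3p of the DLK1-DIO3 region fell in 11 of 17 females (-0.54 per step, permutation p = 0.031, adjusted p = 0.15). miR-21-3p rose in 13 of 19 males and 13 of 17 females, with mean slopes of -0.10 and 0.00. No slope passed in either sex, and the slopes of the sexes were not compared with each other.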

To note, miR-21-3p emerged as both a gender-inclusive and male-exclusive marker. Indeed, miR-21-3p (F = 281.6, *p* = 0.003) was the only candidate that was significantly upregulated starting from day 1 post-TBI. 

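miR-21-3p had a log2 (Fold change) of 0.37 on day 1 (SE 0.23, adjusted p = 0.534, higher in 21 of 36 NHPs) and 0.57 on day 2 (SE 0.23, adjusted p = 0.23, higher in 24). On day 6 it rose by 0.72 (SE 0.23, adjusted p = 0.035, higher in 26), from 278 ± 171 to 448 ± 345 CPM (SD, n = 36). Its mean change in log2 level was 0.21 ± 1.95 on day 1 and -0.17 ± 2.78 on day 6 (SD), so that a few animals with few counts pulled the mean down. The day 6 call was lost with the animal as block (adjusted p = 0.0865) and in 15 of 36 leave-outs, at most without RA1938M (adjusted p = 0.126).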

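miR-26b-5p fell over time in 24 of 36 NHPs with a mean slope of -0.45 ± 1.02 per step (SD, permutation p = 0.0118, adjusted p = 0.142), and miR-142-3p in 24 with -0.30 ± 1.03 (permutation p = 0.0944, adjusted p = 0.324). miR-125b-2-3p had a mean slope of 0.16 ± 0.74 and went up in 23 NHPs (permutation p = 0.2, adjusted p = 0.436). In edgeR both arms of miR-142, a miRNA of blood-forming cells, fell on day 6: miR-142-3p by 0.91 (SE 0.28, adjusted p = 0.0311) and miR-142-5p by 0.65 (SE 0.20, adjusted p = 0.0345). miR-142-5p was lower in 29 of 36 NHPs, 833 ± 513 CPM after 1349 ± 550 before (SD, n = 36). miR-26b-5p did not pass on day 6 (-0.59, SE 0.20, adjusted p = 0.0549). Of 5 myeloid miRNAs these 2 fell (2 over the list alone), and the list did not pass camera (adjusted p = 0.413; with an estimated correlation 0.836). With the animal as block, miR-142-3p was not called (adjusted p = 0.101). Both arms lost their call in 4 of 36 leave-outs, at most without RA0456F (adjusted p = 0.0647 and 0.0588).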

Three candidates including miR-26b-5p (F = 68.38, *p* = 0.014), miR-125b-2-3p (F = 69.21, *p* = 0.014) and miR-142-3p (F = 80.68, *p* = 0.122) were consistently downregulated with increasing time, while the remaining were increasingly upregulated with time.

### RD- and TSI-specific bionetworks

There were 17 miRNAs that were significantly altered by RD*TSI; furthermore, these 17 miRNAs were a subset of *cnvd*-miRNAs as described in Fig 2. 

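For RD*TSI, 8 of 290 miRNAs had an adjusted p under 0.05 in edgeR, a number that 39 of 100 assignments of the labels reached (the real one included, highest other 33), so chance was not excluded. These were miR-149-5p and miR-204-5p (adjusted p = 0.000494 each), let-7c-5p (0.0049), miR-122a-5p of the liver (0.00678), miR-324-3p and miR-548j-3p (0.0168 each), miR-30a-3p (0.0266) and miR-664 (0.035). Of 12 miRNAs named for RD*TSI in the text and S2 Table, miR-30a-3p was called and 4 reached unadjusted p under 0.05. Of the cnvd-miRNAs, a list chosen on these samples and so not independent evidence, let-7c-5p, miR-324-3p and miR-30a-3p were called in edgeR and 2 reached unadjusted p under 0.05 in the 4-way test. With the animal as block 0 were called (17 at unadjusted p under 0.05; smallest adjusted p = 0.0561), and without the 7 libraries of low total 2 were called. Calls rested on single animals for miR-204-5p (adjusted p = 0.0908 without RA1782F), miR-122a-5p (0.165, RA2816M), miR-324-3p (0.673, RA2743F), miR-548j-3p (0.0567, RA2445M), miR-30a-3p (0.995, RA2742F) and miR-664 (0.146, RA0724F). Most were scarce, such as miR-664 with 188 counts in all and miR-149-5p with 407.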

Fig 5A depicted a hierarchical cluster of these 17 miRNAs, and Fig 5B displayed a functional network using these 17 miRNAs to reveal their biological interrelationships. One miRNA, miR-165p, emerged as the most interconnected candidate, followed by miR-130a-3p, miR-7a-3p, and miR-141-3p. Together, these four miRNAs could be a set hub of molecules or key regulators of the functions associated with RD*TSI.

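Of the hub miRNAs, with let-7a-5p of S2 Table taken for the one written miR-7a-3p, miR-16-5p is abundant in red blood cells and miR-141-3p in epithelia, and let-7a-5p belongs to the let-7 family. On day 6, miR-16-5p had a log2 (Fold change) of -0.10 (SE 0.22, adjusted p = 0.86), miR-130a-3p 0.03 (SE 0.19, adjusted p = 0.941), let-7a-5p -0.17 (SE 0.18, adjusted p = 0.685) and miR-141-3p 0.55 (SE 0.31, adjusted p = 0.316). None of them differed in its response over time with RD (adjusted p = 0.511 for miR-16-5p, 0.997 for miR-130a-3p, 0.609 for let-7a-5p and 0.815 for miR-141-3p, edgeR). The paper proposes from the interaction network that these hubs regulate the response to RD over time. Target networks were not analysed here.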

**Fig 5:**
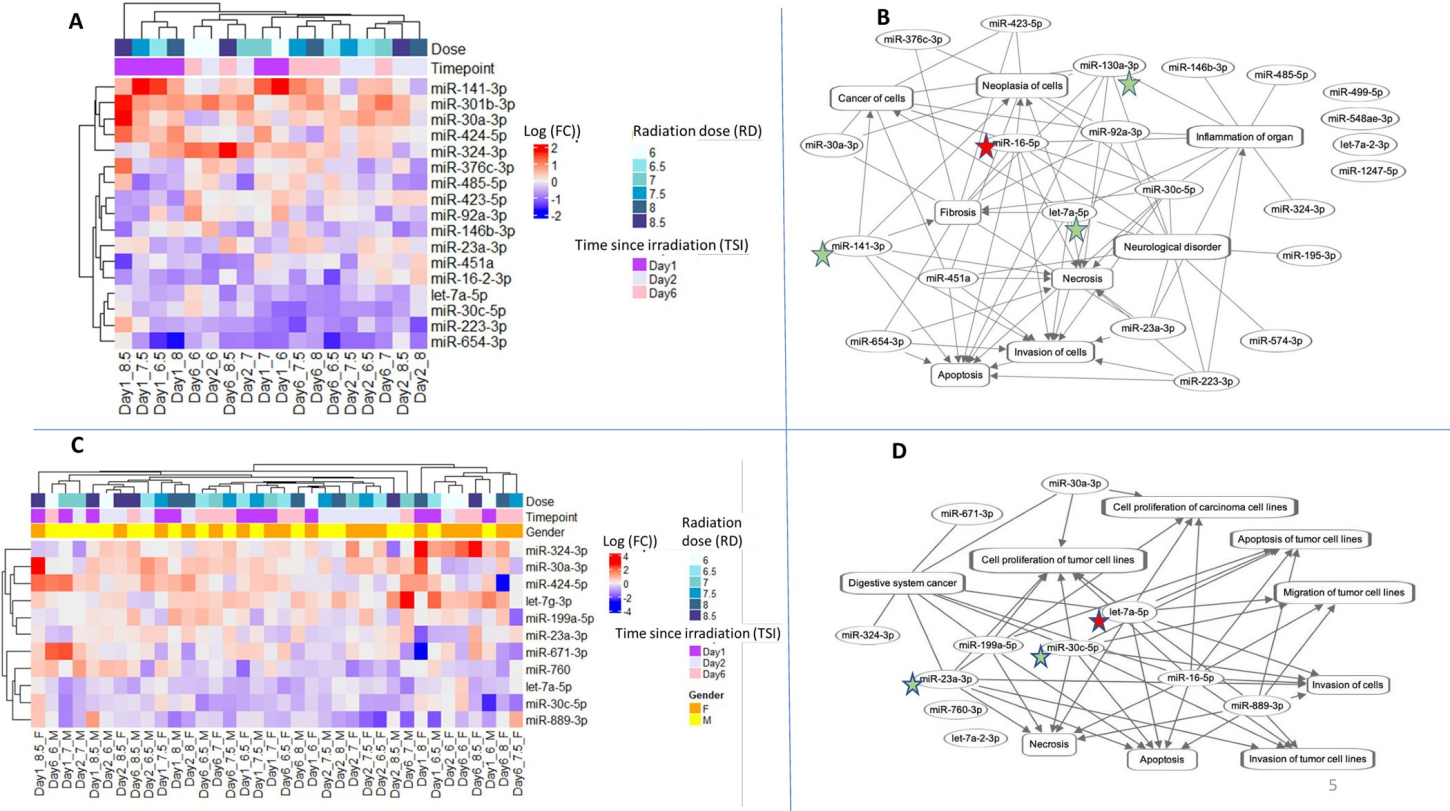
Functional association among the differentially expressed miRNA cluster linked to RD and TSI. The color keys of log2 (Fold change) were added at top left corners. In the networks, the oval and rectangular shaped nodes represent miRNA and biofunctions, respectively. The edges represent the relationship between two nodes: the solid lines represent their association, and pointed arrowheads denote the activating relationship between the two nodes. Of these, miRNAs that appeared most connected to the neighbors were annotated in the red colored stars for > 90% percentile, and green colored stars for > 75% percentile. **(A)** Hierarchical cluster of 17 miRNAs that were differentially expressed by the cumulative effects of RD and TSI. These miRNAs are sex-independent markers. **(B)** Network cluster of the same 17 miRNAs that were differentially expressed by RD*TSI. **(C)** Hierarchical cluster of 11 miRNAs that were differentially expressed by the cumulative effects of Sex, RD and TSI. **(D)** Network cluster of the same 11 miRNAs that were differentially expressed by Sex*RD*TSI.

Functional enrichment analysis (Tables 1 and 2) found 11 bionetworks that were significantly regulated due to the dependent effects of RD*TSI; of which the bionetwork linked to invasion of tumor cells was the most enriched function. Bionetworks linked to apoptosis and cell migration emerged as other key candidates that were perturbed by RD*TSI. S2 Table lists the miRNAs linked to all 3 of these bionetworks.

**Table 1:** List of bionetworks enriched by a subset of *cnvd*-miRNA: Bionetworks significantly altered by the cumulative effects of RD and TSI (RD*TSI).

	Day 1						Day 2						Day 6					
Diseases and Bio Functions	6.0 Gy	6.5 Gy	7.0 Gy	7.5 Gy	8.0 Gy	8.5 Gy	6.0 Gy	6.5 Gy	7.0 Gy	7.5 Gy	8.0 Gy	8.5 Gy	6.0 Gy	6.5 Gy	7.0 Gy	7.5 Gy	8.0 Gy	8.5 Gy
Invasion of tumor cell lines	-1.04	-0.47	-1.04	1.5	0.39	-0.33	1.16	0.64	2.65	0.28	-1.04	-0.81	-1.96	-1.16	0.64	2.65	1.79	1.88
Invasion of cells	-0.56	-0.83	-1.35	1.77	0.75	-0.7	1.46	0.98	2.83	-0.14	-0.56	-1.14	-1.4	-0.67	0.19	2.04	1.25	2.12
Apoptosis of tumor cell lines	1.43	0.66	0.66	-0.2	1.14	0.18	-0.09	0.66	-1.24	-1.82	1.43	0.66	2.01	1.43	-0.11	-2.01	-1.14	-0.47
Migration of tumor cell lines	0.22	1.21	1.12	1.03	-0.4	-0.76	-1.39	1.03	0.05	1.66	0.22	2.01	0.31	0.58	1.93	0.4	0.4	0.05
Cell proliferation of tumor cell lines	-1.12	0.47	-0.81	0.13	0.22	-0.73	0.2	-0.49	1.4	1.14	-1.12	0.5	-1.04	-0.73	0.23	1.71	1.09	1.61
Apoptosis	0.94	0.94	0.2	0.67	1.4	-0.07	0.35	1.5	-0.2	-2.05	0.94	1.5	1.68	1.68	0.76	-0.94	-0.11	0.53
Migration of cells	0.37	1.34	1.25	0.63	-0.82	-1.14	-0.99	0.63	-0.06	2.02	0.37	2.1	0.37	0.63	2.02	0.82	0.31	0.46
Cell viability of tumor cell lines	-1.39	-1.39	-1.39	-0.28	-1.94	-0.83	0.28	-0.28	0.83	0.83	-1.39	-0.28	-1.94	-0.83	-0.28	0.83	0.83	-0.28
Cell proliferation of colorectal cancer cell lines	-0.18	0.43	-0.93	0.43	-0.58	-0.58	0.18	0.43	1.18	-0.18	-0.18	0.43	0.18	-0.58	0.43	1.18	1.18	1.18
Metastasis	-0.19	0.75	0.75	-0.19	-0.19	0.75	0.75	-0.19	0.75	0.19	-0.19	-0.75	-0.19	-1.69	0.75	1.69	1.69	0.75
Cell proliferation of carcinoma cell lines	-0.63	-0.63	-0.63	-0.16	-0.16	-1.41	0.63	-0.16	0.63	0.16	-0.63	0.63	-0.63	-0.94	0.63	0.63	0.63	0.63

Bionetworks with a Z score of ≥ 1 and ≤ -1 were considered activated and inhibited networks, respectively. The tables included those bionetworks, which scored ≥ |1| in at least one of all tested conditions.

**Table 2:** List of bionetworks enriched by a subset of *cnvd*-miRNA: Bionetworks significantly altered by the cumulative effects of sex, RD and TSI (sex*RD*TSI).

**Male**																		
	**6.0 Gy**			**6.5 Gy**			**7.0 Gy**			**7.5 Gy**			**8.0 Gy**			**8.5 Gy**		
**Diseases and Bio Functions**	**Day 1**	**Day 2**	**Day 6**	**Day 1**	**Day 2**	**Day 6**	**Day 1**	**Day 2**	**Day 6**	**Day 1**	**Day 2**	**Day 6**	**Day 1**	**Day 2**	**Day 6**	**Day 1**	**Day 2**	**Day 6**
Apoptosis	1.20	-0.57	0.57	-0.27	1.27	-0.59	-0.88	0.37	0.35	1.37	-1.26	0.21	0.25	-0.25	-0.63	0.74	-0.74	-0.59
Apoptosis of tumor cell lines	0.62	-0.62	0.62	0.41	0.68	-1.10	-0.77	0.30	-0.19	0.78	-1.29	-0.48	0.31	-0.31	-1.29	0.78	-1.39	-1.10
Cell proliferation of carcinoma cell lines	-0.76	1.07	-1.07	-1.07	-0.76	0.15	N/A	1.99	0.52	0.15	0.76	0.15	0.15	0.76	1.07	-1.07	0.15	0.15
Cell proliferation of tumor cell lines	-0.43	0.55	-0.55	-0.97	-0.39	1.25	0.52	0.22	0.42	-0.35	1.18	0.44	0.10	0.39	1.30	-0.97	1.26	1.25
Invasion of cells	1.60	-0.64	0.64	-1.24	0.64	0.70	N/A	-0.63	0.90	-0.27	0.33	2.21	0.64	-0.64	1.30	-1.24	2.21	0.70
Invasion of tumor cell lines	1.29	-0.20	0.20	-0.88	0.20	1.30	0.20	-0.20	1.29	0.20	0.88	1.97	0.20	-0.20	1.97	-0.88	1.97	1.29
Migration of tumor cell lines	0.65	-0.65	0.65	0.90	-0.53	1.88	N/A	-0.65	1.76	0.70	1.51	0.28	-0.33	0.33	1.51	0.70	0.28	1.88
**Female**																		
	**6.0 Gy**			**6.5 Gy**			**7.0 Gy**			**7.5 Gy**			**8.0 Gy**			**8.5 Gy**		
**Diseases and Bio Functions**	**Day 1**	**Day 2**	**Day 6**	**Day 1**	**Day 2**	**Day 6**	**Day 1**	**Day 2**	**Day 6**	**Day 1**	**Day 2**	**Day 6**	**Day 1**	**Day 2**	**Day 6**	**Day 1**	**Day 2**	**Day 6**
Apoptosis	0.42	0.21	-1.37	-0.38	0.21	0.57	-0.38	-0.74	0.36	-0.59	-1.37	1.00	0.83	-0.63	-0.25	-0.27	-1.58	0.21
Apoptosis of tumor cell lines	-0.13	0.13	-0.78	0.31	-0.48	1.23	-0.29	-0.78	-0.19	-0.50	-1.39	0.28	N/A	-1.29	-0.31	0.42	-2.20	-0.48
Cell proliferation of carcinoma cell lines	1.09	1.07	-0.15	-1.98	1.07	-1.98	-1.98	0.15	0.15	1.07	-1.07	N/A	-1.98	1.98	-0.15	-1.07	1.98	1.07
Cell proliferation of tumor cell lines	0.95	0.15	0.35	-1.01	0.93	-1.82	-0.22	0.48	0.43	0.95	0.65	0.64	-2.19	1.79	-0.10	-0.97	2.61	0.93
Invasion of cells	-0.27	1.24	0.27	-0.33	2.21	-0.33	0.64	1.24	0.70	-0.27	1.24	0.03	-0.93	1.30	-0.64	-1.24	1.30	2.21
Invasion of tumor cell lines	0.20	0.88	-0.20	-0.88	1.97	-0.88	0.20	0.88	1.29	0.20	0.88	N/A	N/A	1.97	-0.20	-0.88	1.97	1.97
Migration of tumor cell lines	0.70	-0.70	-0.70	-0.33	0.28	-0.33	0.65	-0.70	1.88	0.90	0.28	N/A	N/A	1.51	0.33	0.90	1.51	0.28

Bionetworks with a Z score of ≥ 1 and ≤ -1 were considered activated and inhibited networks, respectively. The tables included those bionetworks, which scored ≥ |1| in at least one of all tested conditions.

A correlation matrix was computed to comprehend the degree of coregulation among the 11 bionetworks that were perturbed by RD*TSI (S3A Table). In general, the cell invasion-related bionetworks were positively correlated with the bionetworks linked to proliferation and metastasis, while negatively correlated with bionetworks related to apoptosis. Bionetworks linked to invasion and proliferation were activated at 6-day after the exposure to three highest doses of this study including 7.5–8.5 Gy. In contrast, these bionetworks remained inactivated 6 days post-irradiation to the two lowest doses of this study including 6.0–6.5 Gy. A completely opposite picture emerged for the bionetworks linked to apoptosis. In general, the correlation profile among the networks was most significant at 6 days post-irradiation (S3B Table).

### Sex-, RD- and TSI-sensitive bionetworks

We further probed a list of 11 miRNAs that emerged as significantly altered due to Sex*RD*TSI. 

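No miRNA differed between the sexes in how its response over time followed RD: 0 of 290 in edgeR (18 at unadjusted p under 0.05) and 0 in DESeq2 (12 at unadjusted p under 0.05). miR-27a-5p, miR-411-3p, miR-101-1-5p and miR-323a-3p shared the smallest adjusted p of 0.367 and are named after the values were seen. Of 5 miRNAs named for this term, miR-30c-5p came closest (adjusted p = 0.734). Of the cnvd-miRNAs tested, 0 were called and 8 reached unadjusted p under 0.05, and 1 did so in the 4-way test. In simulated counts this test recovered 0% of miRNAs with a log2 difference of 2, so an effect of that size could have been missed.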

As noted earlier, these 11 miRNAs were a subset of *cnvd*-miRNAs. Fig 5C depicted a hierarchical cluster of these 11 miRNAs, and Fig 5D displayed a functional network using these 11 miRNAs to reveal their biological interrelationships. Six of these 11 miRNAs perturbed by Sex*RD*TSI overlapped with the 17 miRNAs perturbed by RD*TSI (S2A Fig). Of these miRNAs, let-7a-5p emerged as the most interconnected feature as shown in Fig 5D, followed by miR-30c-5p and miR-23a-3p. Together, these three miRNAs could be the hub molecules or key regulators of the functions associated with Sex*RD*TSI.

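let-7a-5p, miR-30c-5p and miR-23a-3p are widely expressed miRNAs, and miR-23a-3p served as the reference for haemolysis because haemolysis changes its serum level little. On day 6, miR-30c-5p had a log2 (Fold change) of -0.20 (SE 0.24, adjusted p = 0.709) and miR-23a-3p 0.41 (SE 0.20, adjusted p = 0.248). For Sex*RD*TSI the adjusted p was 0.997 for let-7a-5p and 0.991 for miR-23a-3p in edgeR. miR-30c-5p reached unadjusted p under 0.05 for RD*TSI without sex (adjusted p = 0.292). The paper proposes that these 3 act as hubs of the sex-dependent response.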

Table 2 lists 7 bionetworks that were differentially enriched by male and female cohorts across the RD*TSI profile. Bionetworks linked to apoptosis, cell invasion and migration again emerged as the most perturbed bionetwork following the trend associated with RD*TSI. Nevertheless, a correlation matrix (S1C Table) suggested sex-dependent bias in these bionetworks’ regulation profile. For instance, the negative correlation profile at 6.0 Gy (-0.24) between males and females became positive (+0.54) at 8.5 Gy. Maximum sex-biased differences in bionetworks’ regulation profile were observed at the lower doses, while a majority of the bionetworks were positively co-regulated between males and females at 8.5 Gy TBI.

### miRNAs and corresponding bionetworks linked to risk to radiation-induced fatality (RRiF)

As expected RRiF decreased with increasing radiation doses (Fig 1). 

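NHPs that survived had received a mean RD of 6.93 ± 0.80 Gy (SD, n = 15) and those that died 7.48 ± 0.86 Gy (SD, n = 21). The difference of -0.54 Gy did not pass a two-sided permutation test (p = 0.0785). Survivors were present at every RD, but 8.0 and 8.5 Gy held 1 each. The edgeR tests of RRiF by level and by change had no term for RD, so they did not compare RRiF within RDs.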

Among the cohort of 18 NHPs that were exposed to 7.0 Gy or lower, 10 NHPs survived with a 56% survival rate. On the other hand, only 6 among the 18 NHPs survived from 7.5 Gy or higher.

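At 6.0 to 7.0 Gy, 9 of 18 NHPs survived by the labels (50.0%), and at 7.5 to 8.5 Gy 6 of 18 (33.3%). The odds ratio was 2.0, with a two-sided Fisher exact p = 0.5. When any of the females RA2257F, RA2265F and RA0456F at 7.0 Gy, all labelled as deceased, was counted as a survivor, the lower RDs had 10 of 18 (55.6%), with an odds ratio of 2.5 and a Fisher exact p = 0.315.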

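No serum miRNA differed between survivors and deceased NHPs at adjusted p under 0.05: 0 of 290 in edgeR on the summed libraries of each animal (13 at unadjusted p under 0.05) and 0 in DESeq2 (13 at unadjusted p under 0.05). miR-125b-5p was lower in survivors (-0.99, SE 0.34, n = 15 and 21) without passing (adjusted p = 0.718), and so was the liver miRNA miR-122a-5p (-2.28, SE 0.83, adjusted p = 0.718), singled out after the values were seen. For the change from pre-irradiation 0 were called as well (12 at unadjusted p under 0.05, DESeq2 0, with 9). Of 11 miRNAs named for RRiF, miR-125b-5p, miR-451 and miR-574 reached unadjusted p under 0.05 in the 4-way test, and 0 were called in edgeR. Of the cnvd-miRNAs tested, 18 reached it in the 4-way test, which counts the 4 libraries of an animal as independent, and 0 were called in edgeR (5 at unadjusted p under 0.05). These lists were chosen on the same samples and are not independent evidence.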

There were 25 miRNAs that were significantly altered due to the independent variable RRiF. As previously mentioned, these 25 miRNAs were a subset of *cnvd*-miRNAs (Fig 2). Fig 6A depicted a hierarchical cluster of these 25 miRNAs, and Fig 6B displayed a functional network using these 25 miRNAs to reveal their biological interrelationships. Of these, miR-23a-3p and let-7a-5p emerged as the most interconnected features, followed by miR-92a-3p, miR-409-3p and miR-141-3p. Together, these four miRNAs could be the hub molecules or key regulators of the functions associated with RRiF. 

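Between survivors and deceased NHPs, miR-92a-3p of the miR-17/92 cluster differed by -0.82 (SE 0.42), miR-141-3p by 0.45 (SE 0.32), let-7a-5p by -0.33 (SE 0.24), miR-409-3p by -0.25 (SE 0.21) and miR-23a-3p by 0.03 (SE 0.14, n = 15 and 21). None passed in edgeR (adjusted p = 0.846 for the first 4 and 0.976 for miR-23a-3p). The paper proposes that these 5 are hubs of the network of RRiF, which was not analysed here.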

Functional enrichment analysis (Table 3) found that the activated bionetworks linked to cell quantity, particularly in muscle cells, were associated with the survivors, whereas the bionetwork linked to cell invasion was inhibited in the survivors. S2 Table lists the miRNAs linked to these bionetworks.

**Fig 6:**
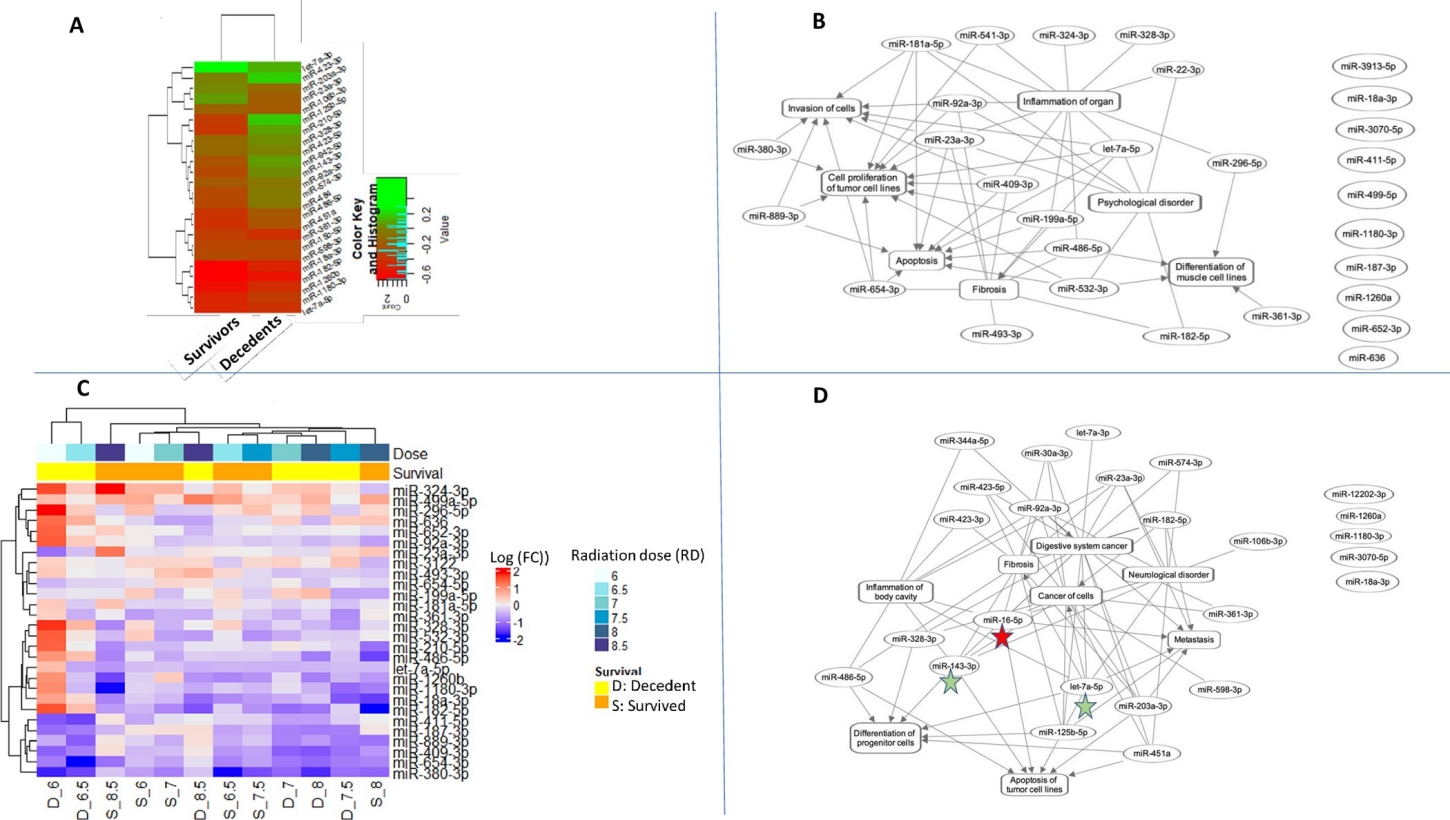
Functional association among the differentially expressed miRNA cluster linked to RRiF. The color keys of log2 (Fold change) were added at the top left corners. In these networks, the oval and rectangular shaped nodes represented miRNA and biofunctions, respectively. The edges represented the relationship between two nodes, the solid lines represented their association, and pointed arrowheads denoted the activating relationship between the two nodes. Red colored stars annotate miRNAs that were most connected to the neighbors for > 90% percentile, and green colored stars for > 75% percentile. **(A)** Hierarchical cluster of 21 differentially expressed miRNAs linked to RRiF. **(B)** Network cluster of the same 21 differentially expressed miRNAs linked to RRiF. **(C)** Hierarchical cluster of 28 differentially expressed miRNAs linked to the cumulative effects of radiation dose and RRiF. **(D)** Network cluster of the same 28 differentially expressed miRNAs linked to RD*RRiF.

**Table 3:** List of bionetworks enriched by a subset of *cnvd*-miRNA: Bionetworks significantly altered by the RRiF.

Diseases and Bio Functions	Survivors	Decedents
Quantity of cells	1.96	-0.44
Quantity of muscle cell lines	1	-1
Differentiation of muscle cell lines	1.07	-0.76
Metastasis	1.09	-0.22
Differentiation of hematopoietic progenitor cells	1.15	0.07
Differentiation of progenitor cells	1.74	0.84
Cell viability	-0.34	-1.03
Neoplasia of tumor cell lines	0	1
Invasion of cells	-1.46	0.33
Invasion of tumor cell lines	-1.13	0.86

Bionetworks with a Z score of ≥ 1 and ≤ -1 were considered activated and inhibited networks, respectively. The tables included those bionetworks, which scored ≥ |1| in at least one of all tested conditions.

To understand the dose response in RRiF, 28 miRNAs were identified that were significantly altered by RD*RRiF. 

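No miRNA differed with RRiF in its dependence on RD: 0 of 290 in edgeR (11 at unadjusted p under 0.05) and 0 in DESeq2 (6 at unadjusted p under 0.05). Of 12 named miRNAs that could be tested, miR-23a-3p came closest, with a difference in slope of 0.79 per Gy (SE 0.40, adjusted p = 0.997). Of the cnvd-miRNAs tested, 0 were called in edgeR (5 at unadjusted p under 0.05), and 6 reached unadjusted p under 0.05 in the 4-way test. At 8.0 and 8.5 Gy the survivors were a single NHP each, which limits this comparison. In simulated counts 12.5% of miRNAs with a log2 difference in slope of 1 per Gy and 63.5% of those with 2 per Gy were recovered.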

To note, there were 10 miRNAs that were common between the two sets that were linked to RRiF and TBI*RRiF, respectively (S2B Fig). Fig 6C depicted a hierarchical cluster of these 28 miRNAs, and Fig 6D displayed a functional network using these 28 miRNAs to reveal their biological interrelationships. One miRNA, miR-16p-5p, emerged as the most interconnected features, followed by miR-143-3p and miR-7a-5p. Together, these three miRNAs could be the hub molecules or key regulators of the functions associated with RD*RRiF. 

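The slopes with RD differed between survivors and deceased NHPs by -0.29 per Gy for miR-16-5p (SE 0.46), -0.12 for miR-143-3p (SE 0.57) and 0.01 for let-7a-5p (SE 0.34). All had adjusted p = 0.997 in edgeR. In the 4-way test miR-143-3p, a miRNA of smooth muscle and fibroblasts, reached p = 0.0748 for RD*RRiF (n = 144 libraries) and miR-16-5p p = 0.594 (n = 144). The paper proposes miR-143-3p and miRNAs written miR-16p-5p and miR-7a-5p as hubs of that interaction, for which miR-16-5p and let-7a-5p were taken here.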

Functional enrichment analysis (Table 4) found that the inhibited bionetwork linked to the quantity of muscle cells emerged as a potential signature of fatality due to the low dose of radiation. S2 Table lists the miRNAs linked to this bionetwork.

**Table 4:** List of bionetworks enriched by a subset of *cnvd*-miRNA: Bionetworks significantly altered by the cumulative effects of RRiF and RD (RRiF *RD).

Dose	S/F	Invasion of cells	Cell proliferation of tumor cell lines	Migration of tumor cell lines	Apoptosis of tumor cell lines	Neoplasia of tumor cell lines	Quantity of muscle cell lines
6.0 Gy	S	0.26	-0.47	-0.17	-0.06	-1.09	1.00
	F	0.69	-0.31	0.74	0.06	0.22	2.00
6.5 Gy	S	0.69	1.29	-0.02	0.06	0.22	2.00
	F	2.02	-0.31	0.74	0.06	0.22	-2.00
7.0 Gy	S	1.20	1.51	1.68	-1.41	0.66	-1.00
	F	2.02	2.52	1.68	-1.51	-0.22	-2.00
7.5 Gy	S	2.79	1.73	0.74	-0.22	-1.09	0.00
	F	2.99	1.73	0.74	-0.67	-0.22	-2.00
8.0 Gy	S	1.25	2.07	0.93	-0.67	-1.09	-1.00
	F	2.79	1.73	0.74	-0.77	1.09	-2.00
8.5 Gy	S	-0.82	-0.35	0.74	0.62	-0.22	-1.00
	F	-0.69	-0.43	-0.74	0.21	0.22	-1.00

Bionetworks with a Z score of ≥ 1 and ≤ -1 were considered activated and inhibited networks, respectively. The tables included those bionetworks, which scored ≥ |1| in at least one of all tested conditions.

S: survived; F: fatal.

### Prognostic biomarkers to score the risk of radiation-induced fatality or RRiF

The proprietary algorithm 2BDP curated miRNA panels that can predict RRiF. As described before, 2BDP used two methods to calculate the AUC of a given panel of miRNA biomarkers (Fig 3). Method 1, namely k-fold algorithm, identified 7 panels of miRNA biomarkers that could predict the RRiF with AUC > 0.85 (S4A Table). The top ranked candidate panel is presented in Fig 7A that conjoined three miRNAs (miR-376c-3p, miR-342-3p and miR-363-3p) through the following Eq 2 to achieve AUC = 0.87 with 95% CI ranging from 0.53 to 0.86.

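Survivors and deceased NHPs had similar mean levels of the 3 panel miRNAs: miR-376c-3p 3.30 ± 1.23 against 3.50 ± 1.13, miR-342-3p 4.60 ± 0.95 against 4.53 ± 1.14 and miR-363-3p 6.40 ± 0.77 against 6.24 ± 0.90 (SD, n = 15 and 21). None differed in a permutation test over animals (adjusted p = 0.906 each). In logistic models tested on held-out libraries the AUC for RRiF was 0.34 (50 repeats, 0.258 to 0.402), where shuffled labels gave a mean of 0.47 (permutation p = 0.93). With the change from pre-irradiation in place of the level, the AUC was 0.666 (shuffled mean 0.507, permutation p = 0.027). Of the settings chosen beforehand, this was the lone one in which the panel passed. With all libraries of an animal on the same side of each split, the AUC by level was 0.217 (shuffled mean 0.374, permutation p = 0.935). By change it was 0.603 (permutation p = 0.035), a setting chosen after the values were seen. Over libraries, 6.1% of random panels of cnvd-miRNAs reached the 0.666 by change.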

**Fig 7:**
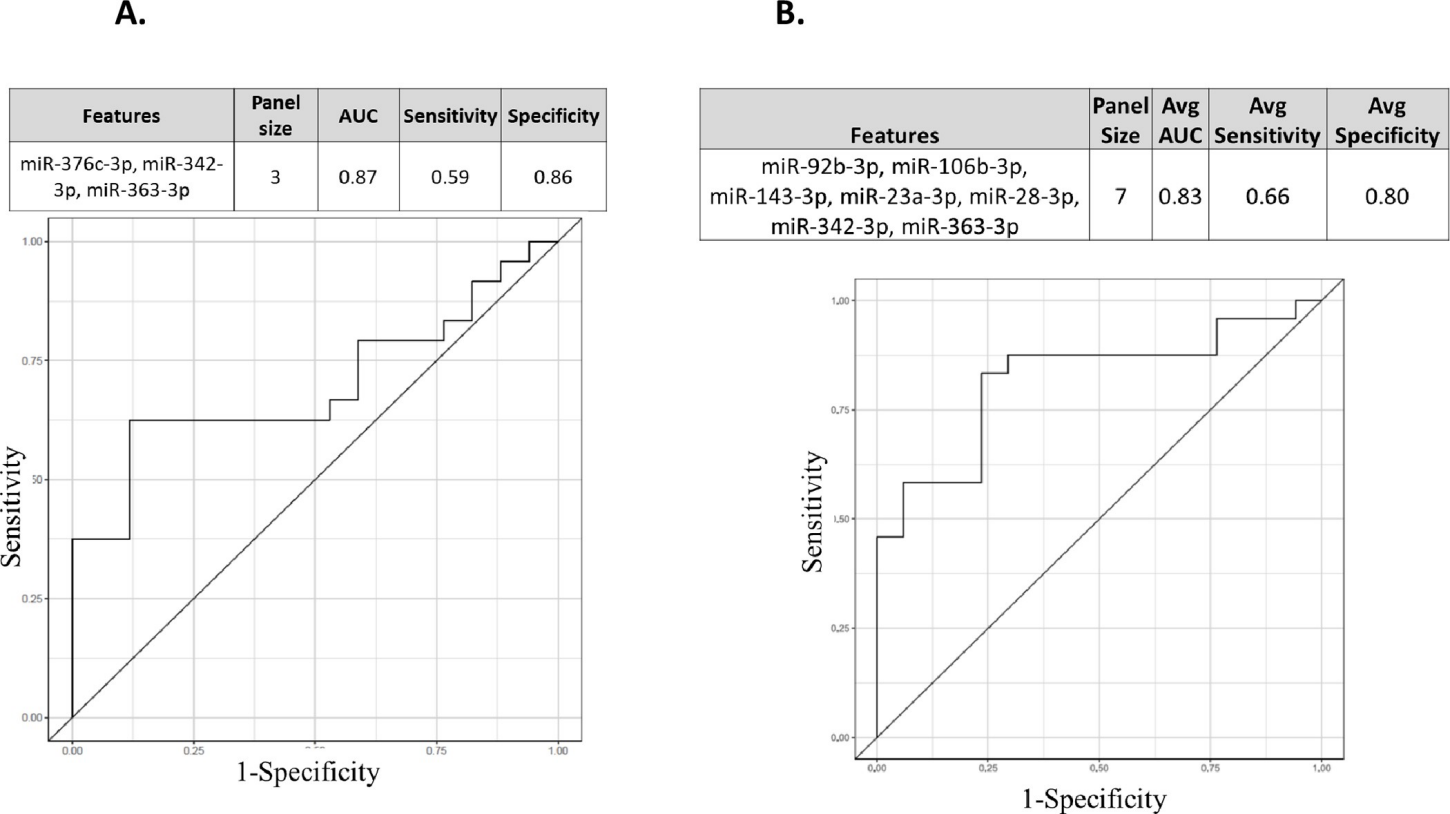
An miRNA panel to predict RRiF. **Two putative top performing markers were listed herein. (A)** This three-miRNA enriched panel was determined by k-fold routine of the 2BDP algorithm. AUC ROC plot is included herewith. **(B)** A seven-miRNA enriched panel was determined by RSBMR routine of the 2BDP algorithm. AUC ROC plot is included herewith.

$$logit(CtS)=0.58-0.41*X_{miR-376c-3p}-0.38*X_{miR-342-3p}-0.68*X_{miR-363-3p}$$ (Eq 2)

Method 2, namely RSBMR, failed to identify any panel that scored greater than 0.85 AUC. Herein, we listed 14 panels of miRNA biomarkers that could predict the RRiF with AUC >0.82 (S4B Table). The top ranked candidate panel is presented in Fig 7B that conjoined seven miRNAs namely miR-92b-3p, miR-106b-3p, miR-143-3p, miR-23a-3p, miR-28-3p, miR-342-3p, and miR-363-3p through the following Eq 3 to achieve AUC = 0.83 with 95% CI ranging from 0.65 to 0.94.

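Mean levels of miR-92b-3p (9.64 ± 0.78 against 9.87 ± 0.85), miR-106b-3p (7.34 ± 0.92 against 7.37 ± 0.87), miR-143-3p (8.96 ± 0.95 against 9.20 ± 1.01) and miR-28-3p (8.44 ± 0.77 against 8.59 ± 0.58) lay close in survivors and deceased NHPs (SD, n = 15 and 21). miR-23a-3p had the largest difference, 8.04 ± 0.72 against 7.71 ± 0.94 (permutation p = 0.264). The AUC of the 7-miRNA panel was 0.526 over 100 repeats (0.372 to 0.66), and shuffled labels gave a mean of 0.528 (permutation p = 0.514). With the libraries of an animal kept together it was 0.493 (permutation p = 0.552).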

$$logit(CtS)=0.19+0.41*X_{miR-92b-3p}-0.47*X_{miR-106b-3p}+0.50*X_{let-143-3p}+0.84*X_{miR-23a-3p}-1.98*X_{miR-28-3p}-0.47*X_{miR-342-3p}+0.70*X_{miR-363-3p}$$ (Eq 3)

## Discussion

A significantly low success rate of human clinical studies has long been attributed to the ineffective translation of animal data to the clinical space [37]. This challenge is compounded in radiation studies due to the scarcity of human data with ‘true’ signal linked to radiation without any confounding factors, such as comorbidities like cancer. NHPs present the most viable platform to test radiation biomarkers since the gene heterogeneity between humans and NHPs is around 2%, although the scale of heterogeneity in small non-coding RNA regions is potentially higher [54, 55]. Hence, we took care in curating those miRNAs that registered sequential homology between humans and NHPs and would potentially display similar functionality in responding to radiation exposure. We identified a pool of 151 miRNAs and named it *cnvd*-miRNAs following an *in silico* routine that we have used earlier to identify miRNAs that were potential homologues between minipigs and humans [38]. In this previous study, male adult minipigs were exposed to LD_70/45_ doses and 92 miRNAs were found to be functionally and sequentially conserved between minipigs and humans. Of these 92 miRNAs, 27 were common with the present pool of 151 *cnvd*-miRNAs, potentially suggesting a phylogenetically conserved pool of miRNAs linked to radiation response.

In this respect, we have reported 7 miRNAs that were conserved among mice, humans and NHPs with radiation doses ranging from LD_30/60_, LD_50/60_, and LD_70/60_ [28]. 

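Of the 5 miRNAs, miR-375 rose most: on day 1 its log2 (Fold change) was 4.11 (SE 0.38, adjusted p = 1.67e-18, edgeR), from 128 ± 102 to 2171 ± 2862 CPM (SD, n = 36), and it was higher in 32 of 36 NHPs. miR-375, which is rich in pancreatic islets and gut endocrine cells, was still raised on day 2 (1.62, SE 0.35, adjusted p = 0.00178) and day 6 (1.17, SE 0.35, adjusted p = 0.0308). The muscle miRNA miR-133a rose on day 1 by 2.04 (SE 0.46, adjusted p = 0.00147, higher in 27 of 36), from 22.8 ± 47.3 to 93.5 ± 119 CPM. miR-215-5p, a miRNA of intestine, kidney and liver, fell on day 1 by 1.22 (SE 0.29, adjusted p = 0.00318, lower in 29 of 36). miR-150-5p of lymphocytes fell on day 2 by 1.23 (SE 0.32, adjusted p = 0.0263, lower in 30 of 36), from 2103 ± 1565 to 910 ± 955 CPM, as the plot of both miR-375 and miR-150-5p in each animal shows. On day 1, miR-150-5p had 0.04 (SE 0.31, adjusted p = 0.977). Of 6 arms of the earlier panel of the authors, 2 rose and 1 fell on day 1 (3 and 1 over the list alone), 1 rose and 1 fell on day 2 (2 and 1 over the list alone) and 2 rose on day 6. The list did not pass camera on day 1 (adjusted p = 0.0659; with an estimated correlation 0.747). The earlier panel came from the same authors and partly from NHPs, so the list is not independent evidence. With the animal as block, miR-375 was not called on day 6 (adjusted p = 0.0614) and miR-150-5p was called there (-1.15, adjusted p = 0.0223). miR-150-5p lost its day 2 call in 19 of 36 leave-outs, at most without RA2475M (adjusted p = 0.235), and in DESeq2 (adjusted p = 0.074).

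**Figure D2:**
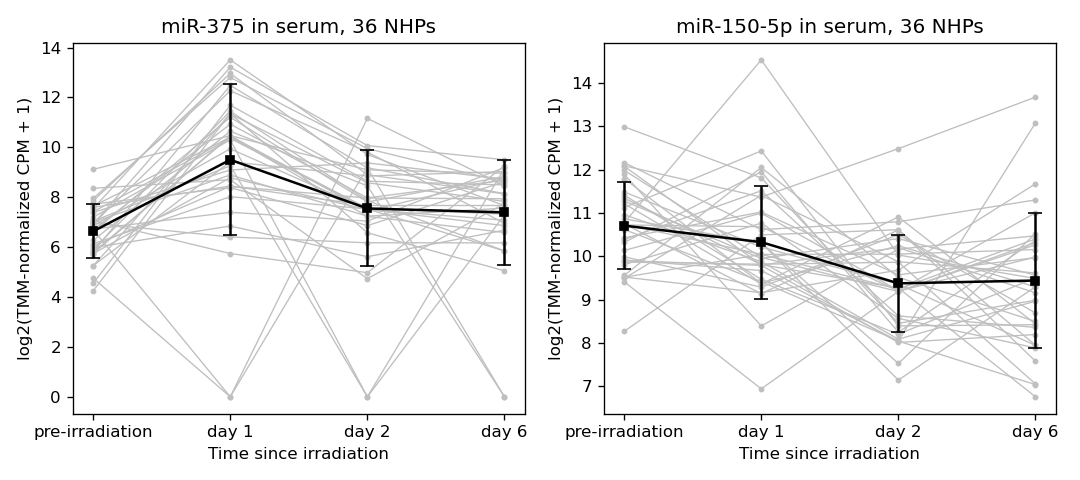
Levels of miR-375 and miR-150-5p, log2(TMM-normalized CPM + 1), before irradiation and on days 1, 2 and 6. Grey lines are the 36 NHPs; squares and bars are mean ± SD.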

A Venn analysis (S3 Table) found 5 of these seven miRNAs, namely miR-133a-3p, miR-215-5p, miR-150-5p, miR-30a-5p and miR-375-3p overlapped with 151 *cnvd*-miRNAs. The divergence between our current result and that of our earlier study [28] could be attributed to differences in the approaches to identify conserved miRNAs. For instance, our earlier study [28] established a cross-species homology by curating those miRNAs that target genes with overlapping sequences across mice, NHPs and humans. Furthermore, the range of radiation doses were mostly different between these two studies; namely, our earlier study [28] exposed NHPs to the following radiation doses: 5.8, 6.5, or 7.2 Gy, while the current study exposed NHPs to a wider range of radiation doses, namely 6.0, 6.5, 7.0. 7.5, 8.0 and 8.5 Gy. Regardless, the outcomes of these studies overlapped as described in S5 Table.

S5 Table lists the miRNAs distributed among the three pools, namely (i) 151 *cnvd*-miRNAs or the conserved miRNAs between humans and NHPs, which is the deliverable of the current study, (ii) 92 *cnvd*-miRNAs or the conserved miRNAs between humans and minipigs as reported here [38], and (iii) seven evolutionary conserved miRNAs among mice, NHPs and humans, which was published here [28]. S5 Table listed the potentially conserved miRNAs with high translational potential. Furthermore, we mapped our current data with a systematic review of more than 450 articles [30], which reported eight miRNAs that were significantly linked to radiation irrespective of the species model. The 151 *cnvd*-miRNA pool included 6 of these 8 miRNAs (miR-150, miR-29a, miR-30c, miR-200b, miR-30a and miR-150), emphasizing a cross-species applicability of these miRNAs in radiation biology.

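The list of 8 lymphocyte miRNAs had a median log2 (Fold change) of -0.51 in serum on day 2. It passed camera at the preset correlation (adjusted p = 0.00156), but not with an estimated correlation (adjusted p = 0.0843). Of its members, 1 fell on day 2, miR-150-5p (3 over the list alone). miR-342-3p, another lymphocyte miRNA, fell on day 6 by 0.92 (SE 0.31, adjusted p = 0.0474, lower in 28 of 36 NHPs), 22.7 ± 24.9 CPM after 46.3 ± 34.3 before (SD, n = 36). miR-30a-5p rose on day 6 by 0.75 (SE 0.21, adjusted p = 0.0221, higher in 26 of 36), from 1289 ± 857 to 2141 ± 1707 CPM. miR-29a-3p (0.54, SE 0.24, adjusted p = 0.237) and miR-30c-5p (0.12, SE 0.24, adjusted p = 0.953) did not pass on day 1, and miR-200b was not analysed here. In all, 2 miRNAs were called on day 2 (miR-375 and miR-150-5p), against 4 without RA0456F and 1 without RA0521F, RA1938M, RA2116F, RA2267F, RA2475M, RA2580M, RA2596M, RA2597M, RA2598M, RA2685M, RA2691M, RA2694M, RA2705M, RA2709M, RA2740F, RA2743F or RA2745F. The call of miR-30a-5p was lost with the animal as block (adjusted p = 0.0613), and miR-342-3p lost its call in 13 of 36 leave-outs, at most without RA2475M (adjusted p = 0.108). The paper takes the match of these miRNAs with other species as evidence of use across species, whereas NHPs alone were analysed here.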

We employed this pool of 151 *cnvd*-miRNAs to meet two objectives. The first objective was to determine the RD- and TSI-sensitive miRNA signatures and corresponding molecular bionetworks. Thereby, we elucidated the post-irradiation biomechanism dynamics with gender-specific resolution. The second objective was to determine the bionetworks leading to the survival of the subjects and pertinent dose-specific information was presented. Furthermore, we used our proprietary ML-algorithm named 2BDP [53] to deliver the putative prognostic markers linked to the risk of radiation-induced fatality or RRiF.

A multivariant analysis followed by a linear regression model delivered a set of miRNAs that consistently and significantly shifted with either increasing radiation dose or time. Of this set of miRNAs, miR-183-5p significantly distinguished the irradiated subjects from the non-TBI baseline, irrespective of the radiation doses; thereby, miR-183-5p was promoted as a potential radiation marker. 

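miR-183-5p did not separate irradiated from pre-irradiation serum on any day. Its log2 (Fold change) was -0.61 on day 1 (SE 0.68, adjusted p = 0.756), 0.79 on day 2 (SE 0.58, adjusted p = 0.551) and 1.04 on day 6 (SE 0.60, adjusted p = 0.322) in edgeR. It was higher than before irradiation in 13 NHPs and lower in 14 on day 1, 8 and 16 on day 2, and 10 and 14 on day 6. miR-182 of the same cluster rose on day 1 (log2 (Fold change) 1.50) and on day 6, a call lost without RA1782F on day 6 (adjusted p = 0.153) and in 21 of 36 leave-outs on day 1. With all libraries thinned to 38416 counts, miR-183-5p had a count in 8.03% of 137 libraries.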

In fact, multiple studies endorsed miR-183-5p as a potential signature of various carcinomas like prostate cancer [56], renal cancer [57] and gastric cancer [58], and additional reports found miR-183-5p’s radioresistant ability [59]. Our model found miR-183-5p was inhibited by high RDs, which could be linked to the role of down-regulated miR-183-5p in modulating potassium channels [60] and to escalated neuropathic pain disorders [61].

Subsequent multivariate analysis identified a group of miRNAs and their corresponding networks that could explain the dependent variable namely RD*TSI, and its gender bias, namely Sex*RD*TSI. Of this group of miRNAs, miR-424-5p, miR-30c-5p, and miR-30a-3p were functionally and sequentially conserved across minipigs, NHPs and humans and biologically both miRNAs are linked to the invasion and proliferation of carcinoma [62, 63].

Enumeration of the interconnecting nodes and edges of the miRNA networks linked to RD*TSI and Sex*RD*TSI revealed the hub molecules, which can contribute to multiple biofunctions in pleiotropic fashions [64, 65]. Indeed, one hub molecule, namely let-7a-5p was promoted as a potential radiation marker using a hematopoietic humanized mouse model [66]; furthermore, multiple studies reported the carcinogenic attributes of let-7a-5p [67]. In fact, all the hub miRNAs that were reported in the current study were found to be oncogenic in character highlighting the carcinogenic consequences of radiation [68].

Functional analysis of the miRNA profiles associated with RD*TSI revealed a dose-sensitive trend, particularly at 6 days post-irradiation. For instance, the bionetwork linked to apoptosis was activated and in conjunction with the cell viability network, was inhibited at low doses, namely 6.0–7 Gy [69]. Beyond 7 Gy, bionetworks linked to tumor cell invasion became activated, re-emphasizing the direct association between cancer and radiation [68]. A sex-biased trend dominated at the lower range of RDs, but both sexes responded similarly to the higher doses of radiation. This result might help in developing precision radiation therapy since a sex-based customization of radiation therapy seemed more warranted at the low range of radiation doses rather that its high range of doses.

The determination of prognostic markers linked to radiation-induced fatality and the comprehension of pertinent molecular attributes remain of high importance in radiation epidemiology studies. Since the survival tests depend on the animal model, its transition potentials are often questioned. Hence, we not only assayed an NHP model, which is one of the closest neighbors of humans in the phylogenetic tree, but also applied an *in silico* pipeline to compile those miRNAs that displayed sequential and potentially functional homology between humans and NHPs. Let-7a-5p re-emerged as a major hub molecule among the group linked to RRiF highlighting this marker’s diagnostic and therapeutic values in the context of radiation [66]. There were three additional miRNAs that were repeatedly featured as hub molecules in the networks linked to RD*TSI and RRiF; among them, miR-23a-3p [70] and miR-16-5p [71] are established oncogenic markers, and miR-7a-5p was identified as a potential marker of radiation exposure in a humanized mouse model [66].

Functional analysis found inhibited bionetworks linked to cell quantity, particularly muscle cell quantity, as the distinct features leading to radiation-induced fatality. These bionetworks were typically suppressed from 6.0 to 8.5 Gy suggesting a link between muscle wasting and radiation-induced fatality. Muscle wasting is a typical comorbidity of cachexia [72], a signal of the terminal phase of several diseases including cancer [73]. In fact, a recently published review article presented a panel of six miRNAs that were potentially linked to cachexia development [74] and one of them, namely miR-92a-3p, overlapped with our list that is linked to RRiF.

The current hypothesis states that a systematic integration of a group of biomarkers can potentially demonstrate higher efficacy than a single candidate biomarker [75]. Indeed, there is a clear trend in finding biomarker panels of different disease pathogenesis by taking the advantages from high throughput and high-resolution multi-omics readouts [75–77]. One of the early breakthroughs of this trend was Mamaprint, a 70-gene panel that was approved by the FDA as a prognostic marker for breast cancer relapse [78, 79]. Following this trend, we trained the 151 *cnvd*-miRNAs via the 2BDP algorithm to find a putative panel of biomarkers to predict radiation-induced fatality. In the past, we demonstrated the efficacy of 2BDP in grading different stages of Alzheimer’s disease by panels of gene markers [53]. Furthermore, we used this algorithm to determine a panel of gene markers to predict the onset of sepsis (patent pending). In the present study, the deliverables were to find panels of miRNAs to score the risk of radiation-induced fatality or RRiF. As described earlier, 2BDP operated on two parallel routines, which differed in process of determining and computing Training vs. Test sets, but eventually produced the best possible fitting model to explain a clinical event of interest, which was RRiF in the current study. One of the two fitting models of 2BDP, namely the k-fold algorithm, delivered a 3-miRNA panel that could score RRiF with an AUC ~ 0.87. Herein, all three featured miRNAs are linked to cancer; for instance, miR-376c-3p promotes apoptosis in cancer cells [80], miR-342-3p suppresses the invasion and proliferation of cancer cells [81] and miR-363-3p acts as an inhibitor of tumor growth [82]. K-fold methods delivered a few more panels that could be worth further consideration. For instance, there was a 5-miRNA panel with a slightly inferior AUC ~ 0.85, but better McFadden’s R^2^ ~ 0.19 than that of the above mentioned 3-miRNA panel. This 5-miRNA panel also featured the same three miRNAs, namely miR-376c-3p, miR-342-3p and miR-363-3p; additional candidates included miR-143-3p and miR-301a-3p that function as anti-carcinogenic [83] and pro-carcinogenic [84] factors, respectively. The second fitting model under 2BDP, namely RSBMR, delivered the prognostic panels for RRiF with inferior AUCs than that of the k-fold models. The best performing panel from RSBMR could predict RRiF with AUC ~ 0.82 and McFadden’s R^2^ ~ 0.28. It was a 7-miRNA panel that included the following: miR-92b-3p [85], miR-363-3p [85] and miR-143-3p [83] function as anti-carcinogenic factors; miR-106b-3p promotes metastasis [86]; miR-23a-3p is an oncogenic marker [70]; miR-28-3p is a marker of pulmonary diseases [87]; and miR-342-3p suppresses tumor cell proliferation [88].

As a limitation of this study, all these panels displayed comparatively low sensitivities, which could be attributed to a small sample size. Nevertheless, we must note that in the space of NHP research, six subjects per time point is not a trivial sample size. In addition, we took several measures to improve the outcome’s translational values. For instance, multi-level screening and *in silico* comparative routines were applied to curate those miRNAs that would display phylogenetically conserved responses to TBI. The blood samples collected from the pre-irradiated cohort were used as the baseline to minimize the individual sample bias. Furthermore, the 2BDP algorithm applied two unbiased routines to deliver the best fitting models which enabled the ability to score the risk of radiation-induced fatality. Because the present study used pre-irradiated samples as the baseline, the irradiated sample size outnumbered the unirradiated samples. Thus, we decided to refrain from using the 2BDP algorithm to find markers for radiation exposure, since being an ML-based algorithm, 2BDP could overfit the data. In the same token, we have certain confidence that 2BDP would produce viable results in predicting RRiF, since nearly half of the NHP cohort (16 of 36) survived across the radiation doses that were used in the current study.

In conclusion, we presented a pool of 151 serum miRNAs (*cnvd*-miRNA) that could have high translational potential in the context of radiation. The NHP samples collected from both genders and a wide range of radiation doses coupled with a high-resolution miRNA profiling assay and ML-empowered algorithm upheld the confidence level of the current results. Radiation dose- and time since irradiation-specific miRNA markers were identified; among them, miR-183-5p emerged as a leading candidate. Additional miRNA markers are identified that controls multiple biofunctions, such as suppressed cell proliferation, apoptosis, ion channel modulations, which leads to comorbidities like cancer and fatality. In addition, the 2BDP algorithm delivered candidate panels that can score the risk of radiation-induced fatality. In the clinical space, these panels could be used to triage the radiation exposed patients based on their risk of fatality, henceforth a customized precision care could be ensured. Validation studies of these miRNA panels using independent cohorts are warranted; nevertheless, the translational efficacies of these biomarker panels are expected to be high since these miRNAs affirm a cross-species homology.

Using these miRNA biomarkers developed from the candidate panels, an assay system could be developed to determine the dose of radiation exposure and the time since exposure with a high translational value. These biomarker panels have immense translational ability, and could be used in the clinic to not only triage radiation-exposed victims to determine their risk of death, but could also be used to assist in the development of precise radiation injury treatment strategies. Ultimately, these conservative strategies will optimize scarce resources during any large scale radiological/nuclear scenario and will provide optimal care to radiation exposed victims.

## Supporting information

S1 Fig Principal component analysis (PCA) of all the samples collected across radiation doses, time points and sex.

S2 Fig **A.** Venn diagram showing the sub-clusters that were conserved and unique to the groups as defined in Fig 3A–3D, respectively. The underlined miRNAs were those which emerged most connected in Fig 3B or 3D. **B.** Venn diagram showing the sub-clusters that were conserved and unique to the groups as defined in Fig 4A–4D, respectively. The underlined miRNAs were those which emerged most connected in Fig 4B or 4D.
(ZIP)

S3 Fig Venn diagram to show the overlapping miRNAs across three conserved features, namely (i) Human and NHP conserved miRNAs, this list of 151 miRNAs was produced by the present work. (ii) Human and minipig conserved miRNAs, this list of 92 miRNAs is presented by our earlier work, (Chakraborty, N *et al*. Scientific Reports 13(1), 2023). (iii) Human-mouse-NHP conserved miRNAs, this list of 7 miRNAs was also published by us (Fendler, W. *et al*. Sci Transl Med, 2498 (9), 2017).
(PDF)

S1 Table A. Number of differentially expressed (DE) miRNAs identified by 15 dependent and independent variables under 4-way ANOVA model. **B.** List of 176 miRNAs’ log2 fold change values that emerged significantly expressed in at least one of the 15 analysis models using all dependent and independent variables. **C.** cnvd-miRNA: A display of the homologue sequences conserved between humans and NHPs.
(ZIP)

S2 Table List of miRNAs linked to major bionetworks.

S3 Table A. Correlation matrix of 11 networks that were significantly regulated by RD*TSI. Pearson correlation was calculated across radiation doses and TSI. **B.** Correlation matrix of 11 networks that were significantly regulated by RD*TSI. Pearson correlation was calculated across radiation doses at 6-day post-TBI. **C.** Male vs. female correlation matrix of 7 networks that were significantly regulated by sex*RD*TSI. Pearson correlation was calculated across radiation doses and TSI.
(ZIP)

S4 Table A. K-fold results: List of potential panels that can predict RRiF with AUC >0.85. **B.** RSBMR results: List of potential panels that can predict RRiF with AUC >0.82.
(ZIP)

S5 Table The miRNA list linked to the Venn diagram S3 Fig.

# Supplementary material for: Cross-species conserved miRNA as biomarker of radiation injury over a wide dose range using nonhuman primate model
**Source:** PLoS One. 2024 Nov 21;19(11):e0311379. doi: 10.1371/journal.pone.0311379
**Supplement:** S1 Table — B. List of 176 miRNAs’ log2 fold change values that emerged significantly expressed in at least one of the 15 analysis models using all dependent and independent variables. C. cnvd-miRNA: A display of the homologue sequences conserved between humans and NHPs.

S1A Table. Number of differentially expressed (DE) miRNAs identified by 15 dependent and independent variables under 4-way ANOVA model

**Variables**	**Number of differentially expressed miRNAs**
Dosimetry or Total body irradiation (TBI)	54
Time since irradiation (TSR)	33
Sex	18
Risk to radiation induced fatality (RRiF)	34
TBI*TSR	25
TBI*Sex	17
TSR*Sex	9
TBI*RRiF	31
TSR*RRiF	5
Sex*RRiF	15
TSR*TBI*Sex	12
TSR*TBI*RRiF	12
TSR*Sex*RRiF	12
TBI*Sex*RRiF	12
TSR*TBI*Sex*RRiF	23

# Supplementary material for: Cross-species conserved miRNA as biomarker of radiation injury over a wide dose range using nonhuman primate model
**Source:** PLoS One. 2024 Nov 21;19(11):e0311379. doi: 10.1371/journal.pone.0311379
**Supplement:** S1 Table — B. List of 176 miRNAs’ log2 fold change values that emerged significantly expressed in at least one of the 15 analysis models using all dependent and independent variables. C. cnvd-miRNA: A display of the homologue sequences conserved between humans and NHPs.

S1B Table. List of 176 miRNAs' log2 fold change values that emerged significantly expressed in at least one of the 15 analysis models using all dependent and independent variables

[illegible]

mmi-miR-323b-3p	0.99	-0.74	-0.36	0.12	-0.56	0.00	-1.53	0.02	0.00	0.08	0.16	0.11	0.57	-0.03	-1.39	0.02	-0.46	-0.48	-0.60	0.15	-2.09	0.28	-0.61	-1.08	0.15	-0.31	-1.10	0.05	-0.79	-1.52	-0.80	-0.14	-1.93	0.86	0.74	-1.33	
mmi-miR-324-3p	-0.36	3.22	0.70	1.92	0.28	0.00	0.77	-2.11	4.02	1.17	-0.84	0.42	-0.30	2.09	-0.03	0.11	0.23	-0.24	0.00	-0.70	0.31	1.15	0.70	-0.61	0.54	0.29	1.07	0.15	-0.49	0.00	0.00	0.03	3.20	0.21	3.44	0.24	
mmi-miR-328	-1.29	5.57	0.19	2.90	-0.35	3.57	1.84	-1.75	2.87	1.25	0.77	1.17	-1.11	5.75	-0.06	1.02	-0.06	2.08	0.55	-0.93	0.99	0.71	-0.43	0.27	-0.51	1.38	1.46	0.22	-0.86	1.21	2.35	-0.09	1.90	0.16	0.59	1.25	
mmi-miR-333-3p	-0.66	0.65	0.35	2.08	-0.06	0.00	0.45	-0.98	0.00	0.15	-0.22	0.42	-1.11	0.39	0.68	0.97	-0.85	-0.63	-0.04	0.09	0.14	0.54	0.11	-1.73	-0.19	1.31	2.08	0.29	-0.51	0.21	0.00	-0.71	-0.35	0.02	-0.03	0.43	
mmi-miR-333-5p	-0.57	2.20	0.64	0.04	1.02	0.00	-0.97	0.22	0.00	0.06	-0.19	-0.97	-0.29	-0.10	0.72	0.22	0.66	0.50	1.08	1.00	0.71	0.16	-0.25	-0.35	-0.66	1.69	0.45	0.29	0.46	1.09	-1.28	0.43	-0.20	0.30	0.64	-1.03	
mmi-miR-337-3p	0.69	0.00	0.29	0.22	0.59	0.00	-1.55	0.00	0.00	0.47	0.04	-1.76	-1.83	0.90	0.07	-0.07	1.34	0.00	0.00	0.00	-2.16	0.69	0.53	-0.49	0.79	0.51	0.11	0.30	1.02	0.00	0.63	0.00	-1.59	1.25	-0.21	0.90	
mmi-miR-338-5p	0.65	0.24	0.45	0.49	0.41	0.00	0.00	1.96	0.00	0.52	-0.88	-0.15	1.10	1.52	0.15	0.34	0.34	0.00	0.00	2.54	0.00	0.09	-0.40	0.09	1.73	0.71	1.33	-0.45	0.04	2.80	0.00	0.67	-0.59	0.00	0.00	1.44	
mmi-miR-340-5p	-0.39	-1.83	-0.11	-1.14	-0.92	-0.73	-0.47	0.53	0.15	0.02	0.02	-0.58	-1.03	-2.45	-1.37	0.18	-0.50	-0.73	-0.56	0.14	-1.18	0.23	-0.06	0.00	-0.73	0.05	-1.31	0.13	-0.35	-1.85	-1.19	-0.17	-0.63	0.56	-0.86	-0.49	
mmi-miR-342-3p	0.32	2.52	0.61	0.19	-0.80	1.11	-0.38	0.70	4.42	-0.24	0.34	-1.55	0.13	1.43	-0.29	-0.32	-0.56	-0.70	-2.28	0.26	-0.04	-1.44	-0.21	-2.27	0.01	0.34	-0.57	-1.00	-1.41	0.56	-3.92	-1.23	-0.88	-1.78	-0.71	-1.68	
mmi-miR-342-5p	-0.26	-0.26	0.43	0.42	-0.43	0.00	0.00	-0.66	3.80	0.43	0.51	-0.52	0.06	1.69	-0.80	0.19	-0.15	-0.24	0.00	-0.54	0.00	-0.97	0.00	-0.74	1.52	0.71	0.55	0.24	-0.59	-0.16	-0.39	-0.53	-0.43	-0.18	-0.18		
mmi-miR-344-5p	1.64	1.15	3.21	-0.02	3.27	0.00	1.03	0.87	0.00	0.56	0.58	2.02	0.89	-0.06	0.04	-0.26	1.36	0.00	0.00	0.31	0.00	0.53	0.20	1.71	1.86	1.71	5.52	0.09	4.88	0.00	0.89	2.95	0.00	0.86	0.51	0.00	
mmi-miR-361-3p	-1.56	1.71	-0.10	0.52	-0.36	2.40	-0.50	0.39	0.48	0.08	-0.20	-0.02	-1.29	0.40	-0.71	0.58	0.02	-0.83	-1.15	-0.10	-1.15	-1.07	-0.92	0.74	-0.83	2.28	0.84	0.58	-1.57	-0.96	-1.81	-0.13	-0.11	-0.99	-0.44	0.30	
mmi-miR-362-3p	-0.16	0.91	0.00	0.03	0.65	0.00	0.00	0.67	0.00	0.97	0.32	0.67	0.34	1.02	0.00	0.56	1.28	0.00	0.00	1.38	0.31	0.27	1.07	2.45	-0.38	0.21	0.00	-0.56	0.66	2.80	0.00	0.00	0.00	0.00	0.14	-0.06	2.10
mmi-miR-363-3p	-0.37	-1.62	-0.83	1.12	-0.48	2.48	0.17	-0.58	1.49	0.06	0.19	0.87	0.25	-1.44	-0.69	-0.59	-1.20	1.37	-0.78	-1.12	0.13	-0.58	0.82	0.61	0.81	-1.37	-0.19	-0.41	-0.80	-0.29	0.66	-0.47	-0.54	-0.44	1.19	0.19	
mmi-miR-369-3p	0.00	-2.51	0.06	-1.32	-1.16	-1.17	-0.96	0.38	0.00	-0.03	1.19	-0.04	0.10	-0.82	-0.66	-0.53	-0.77	-1.03	-0.95	-0.35	-1.91	0.36	-0.44	-1.19	-0.87	-0.64	-1.03	-1.21	-0.84	-2.36	-1.71	-0.10	-0.96	1.40	-1.20	-0.20	
mmi-miR-369-5p	-0.47	-1.00	-0.95	0.06	0.06	0.00	-0.55	0.67	0.00	-0.48	-0.36	0.33	0.26	-0.32	-0.69	-0.10	0.44	-0.73	0.00	0.79	-5.38	-0.60	0.11	-1.35	-0.81	-0.04	-0.20	0.19	-0.56	-2.60	2.48	1.43	-2.81	-0.56	-0.42	-0.94	
mmi-miR-374b-3p	-0.02	3.96	0.95	0.05	0.00	0.00	0.00	1.56	0.00	-0.16	-1.16	0.60	0.22	1.60	0.90	0.86	0.63	0.00	0.00	0.00	1.00	0.00	-0.11	-0.36	0.51	1.55	-0.03	0.87	0.06	2.80	0.00	0.88	0.00	-0.61	0.95		
mmi-miR-375	3.32	4.86	4.18	1.59	2.82	5.99	4.09	2.67	0.00	1.85	3.09	3.21	0.79	1.35	1.87	0.46	0.64	3.57	1.97	0.28	4.52	0.27	2.05	1.70	-0.33	0.95	1.31	0.32	1.24	2.74	0.46	0.92	1.81	1.00	0.99	1.77	
mmi-miR-376a-3p	0.30	0.24	-0.03	0.14	-0.17	0.00	0.00	0.10	0.00	0.61	-0.31	-0.42	1.00	1.23	-0.67	1.36	-0.60	0.00	0.00	0.03	-0.28	0.77	-0.81	-2.37	0.65	0.51	0.03	1.15	-0.80	0.21	0.00	0.87	0.30	0.86	-0.12	-0.31	
mmi-miR-376b-3p	2.04	0.00	-0.02	0.11	1.29	0.00	-1.55	0.00	0.00	0.21	-0.49	1.76	1.58	0.00	-0.55	-0.14	0.00	0.00	0.00	0.00	0.00	1.32	0.12	0.34	0.57	0.00	0.22	0.73	1.35	0.00	0.00	0.00	2.22	0.21	0.48		
mmi-miR-376c-3p	0.79	0.51	0.53	0.21	0.08	0.00	1.45	1.24	0.00	-0.18	0.18	-0.48	1.32	1.23	-0.34	0.12	0.00	-0.90	-0.04	1.11	-1.99	-0.27	-0.02	-1.98	1.43	0.71	0.31	0.27	-0.24	-1.04	1.89	1.88	-0.68	0.98	-0.33	-0.80	
mmi-miR-377-3p	1.56	3.85	1.18	2.19	0.84	0.00	1.35	1.52	0.00	-0.62	-0.83	1.47	3.69	0.14	1.74	0.39	2.34	0.55	1.48	-1.10	0.48	-0.88	-1.18	1.77	2.01	0.32	1.19	1.17	0.00	3.06	2.93	-1.53	1.11	0.28	-0.27		
mmi-miR-378a	0.15	-0.11	0.50	-0.87	-0.48	-0.60	0.03	0.20	-2.26	0.68	0.69	0.24	-0.82	-0.56	0.17	0.08	-0.17	-1.16	0.32	1.21	0.19	0.24	0.38	-0.07	-0.51	-0.61	0.03	0.15	0.16	1.38	-1.43	-0.79	-0.42	0.34	-0.80	0.27	
mmi-miR-378d	0.26	0.26	0.69	-0.26	-0.21	0.25	0.60	0.51	-1.20	0.88	0.71	0.00	-0.14	-0.35	0.62	0.23	0.10	-0.21	0.87	-0.65	0.38	0.29	0.44	0.27	-0.09	0.32	0.41	0.07	-0.14	-0.89	-1.34	-0.47	-0.11	-0.24	-0.87	0.56	
mmi-miR-380-3p	-0.31	-2.74	0.18	-1.10	-1.00	-2.76	-1.86	0.35	-7.83	-0.91	0.63	0.47	-1.07	-1.09	-0.80	-0.72	-0.87	-1.06	-2.06	-0.64	-2.22	0.07	-0.54	-1.17	-0.63	-1.13	-0.92	-0.65	-0.62	-2.35	-1.51	-0.49	-1.00	0.46	-2.09	-1.88	
mmi-miR-381-3p	0.28	-0.62	0.13	-1.98	-0.88	-1.71	-0.77	0.66	-7.79	-0.07	0.63	0.88	0.17	-0.57	-1.21	-0.90	-0.59	-0.22	-0.99	0.36	-2.73	0.39	-0.29	0.75	0.00	-0.17	-0.95	-0.69	-0.77	-1.56	-0.93	1.28	0.13	1.23	-1.02	0.49	
mmi-miR-409-3p	0.19	-1.61	-0.86	-0.93	-0.75	-3.73	-0.93	-0.26	-4.67	-0.68	0.28	0.80	-0.57	-0.43	-1.61	-0.08	-0.96	-0.13	-1.12	-0.96	-2.65	-0.06	-0.87	-0.82	-0.22	0.05	-0.91	0.21	-0.41	-1.25	1.11	0.23	-1.38	0.47	-0.49	-1.24	
mmi-miR-410-3p	-0.86	-1.96	-0.39	-1.76	-0.70	-3.22	-1.13	0.32	-2.83	-0.51	0.35	0.94	0.69	-0.87	-1.42	-0.12	-0.79	0.02	-1.44	-0.80	-2.90	0.08	-0.26	0.31	0.61	-0.60	-0.75	-0.23	-0.30	-1.16	-0.06	0.38	-1.47	0.57	-1.73	-0.63	
mmi-miR-411-5p	-0.33	-1.20	0.08	-0.25	-0.86	-2.74	-0.88	-0.21	-3.40	-0.32	0.13	0.62	0.46	0.49	-1.86	-0.06	-0.38	-0.02	-1.58	-0.11	-1.47	-0.05	-0.31	0.19	0.02	0.61	-0.84	-0.06	-0.30	-0.84	-0.45	0.37	-0.20	-0.02	-0.18	1.26	
mmi-miR-421	0.13	-0.60	-1.99	-0.77	-0.42	-2.29	-0.82	-0.19	1.11	-0.43	-0.76	0.31	0.40	0.27	-1.48	-0.58	0.71	-0.46	-1.62	-0.02	-0.04	-0.26	0.09	0.00	-0.25	-0.01	-0.33	-0.75	-0.06	-1.19	0.18	-0.37	-0.24	0.09	-0.22	-0.25	
mmi-miR-423-3p	-0.19	0.92	-0.46	1.30	-0.53	-0.23	1.34	-0.41	-1.96	0.86	-0.10	0.04	0.33	0.84	-0.17	-0.34	-0.60	0.84	1.52	0.51	-0.60	0.51	0.58	0.36	0.59	0.59	0.18	-0.16	-0.76	-0.19	1.29	0.53	-0.34	0.13	-0.23	0.30	
mmi-miR-423-5p	-0.16	0.52	-0.72	0.34	0.53	-1.34	-0.33	-0.79	-0.32	0.73	-0.22	-1.42	-0.21	-0.31	-0.19	-0.50	-0.12	0.02	0.46	0.16	0.68	-0.07	0.90	-0.16	0.51	-0.11	0.63	0.02	0.05	0.61	0.82	0.22	0.39	-0.52	0.72	-0.70	
mmi-miR-424-3p	1.05	1.74	0.82	-0.16	2.38	0.00	1.62	0.54	0.00	-0.38	-0.33	0.16	0.06	3.92	0.57	1.13	1.95	0.00	0.00	0.12	0.30	0.25	-0.96	-0.77	1.10	0.00	1.41	0.14	1.03	0.00	0.00	0.00	0.00	-0.25	0.00	-0.57	
mmi-miR-424-5p	0.28	3.88	1.48	0.06	0.68	3.57	2.03	0.43	1.88	0.56	1.23	0.66	0.27	3.42	0.44	0.18	-0.15	2.34	1.55	-0.15	1.42	-0.93	0.04	0.08	0.11	4.92	1.31	-0.56	0.00	3.09	0.00	-0.30	-2.43	-0.56	-0.59	0.35	
mmi-miR-425	-0.57	0.20	-0.76	0.45	0.18	-0.44	0.17	0.01	-3.88	-0.36	-0.16	-0.98	-0.38	-0.12	-0.63	-0.03	-0.14	-0.16	0.24	-0.42	0.10	-0.39	-0.55	-0.09	0.31	0.02	0.32	0.13	-0.11	0.33	0.04	-0.47	-0.54	-0.59	-0.85	-0.13	
mmi-miR-429-3p	0.65	1.97	2.06	-0.75	0.50	0.98	0.96	2.19	0.00	1.80	0.74	1.75	0.22	2.35	1.05	-0.96	-0.04	-0.24	-1.78	0.25	0.10	-0.01	-0.31	1.30	0.02	1.21	1.53	-1.36	0.60	1.

# Supplementary material for: Cross-species conserved miRNA as biomarker of radiation injury over a wide dose range using nonhuman primate model
**Source:** PLoS One. 2024 Nov 21;19(11):e0311379. doi: 10.1371/journal.pone.0311379
**Supplement:** S1 Table — B. List of 176 miRNAs’ log2 fold change values that emerged significantly expressed in at least one of the 15 analysis models using all dependent and independent variables. C. cnvd-miRNA: A display of the homologue sequences conserved between humans and NHPs.

S1C Table. cnvd-miRNA: A display of the homologue sequences conserved between human and NHP

Mapped Human miRNAs	NHP alignment	Human alignment			
hsa-let-7a-3p	-----CUAUACAAUCUACUGUCUUUCC-----	-----CUAUACAAUCUACUGUCUUUCC-----			
hsa-let-7a-5p	-----UGAGGUAGUAGGUUGUAUAGUU-----	-----UGAGGUAGUAGGUUGUAUAGUU-----			
hsa-let-7b-3p	-----CUAUACAACCUACUGCCUUCUCC-----	-----CUAUACAACCUACUGCCUUCUCC-----			
hsa-let-7c-5p	-----UGAGGUAGUAGGUUGUAUAGUU-----	-----UGAGGUAGUAGGUUGUAUAGUU-----			
hsa-let-7d-3p	-----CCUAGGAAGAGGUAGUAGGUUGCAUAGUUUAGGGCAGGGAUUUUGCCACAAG	-----CUAUACGACCUUGCUGCCUUCU-----			
hsa-let-7d-5p	-----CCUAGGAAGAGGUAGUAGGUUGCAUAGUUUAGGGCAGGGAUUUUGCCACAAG	-----AGAGGUAGUAGGUUGCAUAGUU-----			
hsa-let-7e-5p	-----UGAGGUAGGAGGUUGUAUAGUU-----	-----UGAGGUAGGAGGUUGUAUAGUU-----			
hsa-let-7f-1-3p	-----CUAUACAAUCUAAUUGCCUUCUCC-----	-----CUAUACAAUCUAAUUGCCUUCUCC-----			
hsa-let-7f-5p	-----UGAGGUAGUAGAUUGUAUAGUU-----	-----UGAGGUAGUAGAUUGUAUAGUU-----			
hsa-let-7g-3p	-----CUGUACAGGCCACUGCCUUGCC-----	-----CUGUACAGGCCACUGCCUUGC-----			
hsa-let-7g-5p	-----UGAGGUAGUAGUUUGUACAGUU-----	-----UGAGGUAGUAGUUUGUACAGUU-----			
hsa-let-7i-5p	-----UGAGGUAGUAGUUUGUGCUGUU-----	-----UGAGGUAGUAGUUUGUGCUGUU-----			
hsa-miR-101-3p	-----UACAGUACUGUG-AUAACUGAAG-----	-----UACAGUACUGUG-AUAACUGAA-----			
hsa-miR-101-5p	-----UCAGUUAUCACAGUGCUGAUGCU-----	-----CAGUUAUCACAGUGCUGAUGCU-----			
hsa-miR-106b-3p	-----ACCGCACUGUGG-GUACUUGCUG-----	-----CCGCACUGUGG-GUACUUGCUGC-----			
hsa-miR-106b-5p	-----UAAAGUGCUGACAGUGCAGAU-----	-----UAAAGUGCUGACAGUGCAGAU-----			
hsa-miR-10a-3p	-----AAAUUCGUAUCUAGGGGAUA-----	-----CAAAUUCGUAUCUAGGGGAUA-----			
hsa-miR-10a-5p	-----UACCCUGUAGAUCCG-AAUUUGUG-----	-----UACCCUGUAGAUCCG-AAUUUGUG-----			
hsa-miR-1180-3p	-----UUUCCGGCUCGCGUGGGUGUGU-----	-----UUUCCGGCUCGCGUGGGUGUGU-----			
hsa-miR-1185-1-3p	-----UAUACAGGGGGAGACUCUUA-----	-----AUUACAGGGGGAGACUCUUA-----			
hsa-miR-1247-5p	-----ACCCGUCCCGUUCGUCCCGGA-----	-----ACCCGUCCCGUUCGUCCCGGA-----			
hsa-miR-125b-1-3p	-----ACGGGUUAGGCUCUUGGGAGCU-----	-----ACGGGUUAGGCUCUUGGGAGCU-----			
hsa-miR-125b-2-3p	-----ACAAGUCAGGCUCUUGGGACCU-----	-----UCACAAGUCAGGCUCUUGGGAC-----			
hsa-miR-125b-5p	-----UCCUGAGACCCU-AACUUGUGA-----	-----UCCUGAGACCCU-AACUUGUGA-----			
hsa-miR-1260b	-----AUCCCACCACUGCCACCA-----	-----AUCCCACCACUGCCACCA-----			
hsa-miR-1271-3p	-----GUGCCUGCUAUGUGCCGGGCA-----	-----AGUGCCUGCUAUGUGCCAGGCA-----			
hsa-miR-128-3p	-----UCACAGUGAACCGGUCUCUUU-----	-----UCACAGUGAACCGGUCUCUU-----			
hsa-miR-1296-5p	-----UUAGGGCCC-UGGCUCCAUCUCC-----	-----UUAGGGCCC-UGGCUCCAUCUCC-----			
hsa-miR-1306-5p	-----CCACCUCUCCUGCAAACGUCC-----	-----CCACCUCUCCUGCAAACGUCCA-----			
hsa-miR-130b-5p	-----ACUCUUUCCUGUUGCA-CUACU-----	-----ACUCUUUCCUGUUGCA-CUAC-----			
hsa-miR-133a-3p	-----UUGGUCCCUUCAACCAGCUG-----	-----UUUGGUCCCUUCAACCAGCUG-----			
hsa-miR-136-5p	-----ACUCCAUUUGUUUGAUGAUGGA-----	-----ACUCCAUUUGUUUGAUGAUGGA-----			
hsa-miR-140-3p	-----UACCACAGGGUAGAACCACGG-----	-----UACCACAGGGUAGAACCACGG-----			
hsa-miR-141-3p	-----AACACUGUCUGGUAAAGAUGG-----	-----UAACACUGUCUGGUAAAGAUGG-----			
hsa-miR-142-3p	-----UGUAGUGUUCCUACUUUAUGGA-----	-----UGUAGUGUUCCUACUUUAUGGA-----			
hsa-miR-143-3p	-----UGAGAUGAAGCACUGUAGCUC-----	-----UGAGAUGAAGCACUGUAGCUC-----			
hsa-miR-146b-3p	-----AUGCCCUAUGGACUCAGUUC-UG-----	-----GCCUUGUGGACUCAGUUC-UGGU-----			
hsa-miR-150-5p	-----UCUCCCAACCCUUGUACCAGUG-----	-----UCUCCCAACCCUUGUACCAGUG-----			
hsa-miR-152-3p	-----UCAGUGCAUGACAGAACUUG-----	-----UCAGUGCAUGACAGAACUUG-----			
hsa-miR-15b-5p	-----UAGCAGCACAUCAUGGUUUACA-----	-----UAGCAGCACAUCAUGGUUUACA-----			
hsa-miR-16-2-3p	-----CCAUAUUA-CUGUGCUGCUUA-----	-----CCAUAUUA-CUGUGCUGCUUA-----			
hsa-miR-181a-5p	-----AACAUUACAACGCUGUCGGUGAGU-----	-----AACAUUACAACGCUGUCGGUGAGU-----			
hsa-miR-181c-5p	-----AACAUUACAACGCUGUCGGUGAGU-----	-----AACAUUACAAC-CUGUCGGUGAGU-----			
hsa-miR-182-5p	-----UUUGGCAUUGGUAGAACUCACA-----	-----UUUGGCAUUGGUAGAACUCACACU-----			
hsa-miR-183-5p	-----UAUGGCACUGGUAGAAUUCACUG-----	-----UAUGGCACUGGUAGAAUUCACU-----			
hsa-miR-185-5p	-----UGGAGAGAAAG-GCAGUUCUGA-----	-----UGGAGAGAAAG-GCAGUUCUGA-----			
hsa-miR-186-5p	-----CAAAGAAUUCUC-CUUUUGGGCU-----	-----CAAAGAAUUCUC-CUUUUGGGCU-----			

hsa-miR-187-3p	-----UCGUGUCUUGU-GUUGCAGCCGG-----	-----UCGUGUCUUGU-GUUGCAGCCGG-----			
hsa-miR-18a-3p	-----ACUGCCCUAAGUGCUCUUCUGGC-----	-----ACUGCCCUAAGUGCUCUUCUGGC-----			
hsa-miR-192-5p	-----CUGACCUAUGAAUUGACAGCC-----	-----CUGACCUAUGAAUUGACAGCC-----			
hsa-miR-193a-3p	-----AACUGGCCUACAAAGUCCAGU-----	-----AACUGGCCUACAAAGUCCAGU-----			
hsa-miR-193b-3p	-----AACUGGCCCUCAAAGUCCCGCU-----	-----AACUGGCCCUCAAAGUCCCGCU-----			
hsa-miR-195-5p	-----UAGCAGCACAGAAUAUUGGC-----	-----UAGCAGCACAGAAUAUUGGC-----			
hsa-miR-197-3p	-----UUCACCACCUUCUCCACCCAGC-----	-----UUCACCACCUUCUCCACCCAGC-----			
hsa-miR-199a-3p	-----ACAGUAGUCUGCACAUUGGUUA-----	-----ACAGUAGUCUGCACAUUGGUUA-----			
hsa-miR-199a-5p	-----ACAGUAGUCUGCACAUUGGUUA-----	-----CCCAGUGUUCAGACUACCGUUC-----			
hsa-miR-200a-3p	-----UAACACUGUCUGGUAACGAUGU-----	-----UAACACUGUCUGGUAACGAUGU-----			
hsa-miR-203a-3p	-----GUGAAAUUUUAGGACCACUAG-----	-----GUGAAAUUUUAGGACCACUAG-----			
hsa-miR-205-5p	-----UCCUUAUUC-CACCGGAGUCUG-----	-----UCCUUAUUC-CACCGGAGUCUG-----			
hsa-miR-210-3p	-----CUGUGCGUGUGACAGCGGCUGA-----	-----CUGUGCGUGUGACAGCGGCUGA-----			
hsa-miR-210-5p	-----AGCCCCUGCCCACCGCACACUG-----	-----AGCCCCUGCCCACCGCACACUG-----			
hsa-miR-21-3p	-----CAACA-CCAGUCGAUGGGCUGUC-----	-----CAACA-CCAGUCGAUGGGCUGUC-----			
hsa-miR-214-3p	-----ACAGCAGGCACAGACAGGCAG-----	-----ACAGCAGGCACAGACAGGCAGU-----			
hsa-miR-215-5p	-----AUGACCUAUGAAUUGACAGAC-----	-----AUGACCUAUGAAUUGACAGAC-----			
hsa-miR-21-5p	-----UAGCUUAUC-AGACUGAUGUUGA-----	-----UAGCUUAUC-AGACUGAUGUUGA-----			
hsa-miR-22-3p	-----AAGCUGCCAGUUGAAGAUCUGU-----	-----AAGCUGCCAGUUGAAGAUCUGU-----			
hsa-miR-221-3p	-----AGCUACAU-UGUCUG--CUGGGUUUC-----	-----AGCUACAU-UGUCUG--CUGGGUUUC-----			
hsa-miR-223-3p	-----UGUCAGUUUGUC-AAAUACCCC-----	-----UGUCAGUUUGUC-AAAUACCCC-----			
hsa-miR-23a-3p	-----AUCACAUUGCCAGGGAUUUCC-----	-----AUCACAUUGCCAGGGAUUUCC-----			
hsa-miR-25-3p	-----CAUUGCACUUGUCUCGGUCUGA-----	-----CAUUGCACUUGUCUCGGUCUGA-----			
hsa-miR-26a-5p	-----UUCAAGUAAUC-CAGGAUAGGCU-----	-----UUCAAGUAAUC-CAGGAUAGGCU-----			
hsa-miR-26b-5p	-----UUCAAGUAAU-CAGGAUAGGU-----	-----UUCAAGUAAU-CAGGAUAGGU-----			
hsa-miR-27b-3p	-----UUCACAGUGGCUAA-GUUCUGC-----	-----UUCACAGUGGCUAA-GUUCUGC-----			
hsa-miR-28-3p	-----CACUAGAUUGUGAGCUCCUGGA-----	-----CACUAGAUUGUGAGCUCCUGGA-----			
hsa-miR-296-5p	-----AGGGCCCCCCCUAAUCCUGU-----	-----AGGGCCCCCCCUAAUCCUGU-----			
hsa-miR-29a-3p	-----UAGCACCAUCUGAAAUCCGUU-----	-----UAGCACCAUCUGAAAUCCGUU-----			
hsa-miR-29c-3p	-----UAGCACCAUUUGAAAUCCGUU-----	-----UAGCACCAUUUGAAAUCCGUU-----			
hsa-miR-301a-3p	-----CAGUGCAAUAGUAUUGUCAAGC-----	-----CAGUGCAAUAGUAUUGUCAAGC-----			
hsa-miR-301b-3p	-----CAGUGCAAUGAUUUGUCAAGC-----	-----CAGUGCAAUGAUUUGUCAAGC-----			
hsa-miR-30a-3p	-----CUUUCAGUCGGAUGUUUGCAGC-----	-----CUUUCAGUCGGAUGUUUGCAGC-----			
hsa-miR-30a-5p	-----UGUAAACAUCCUCGACUGGAAG-----	-----UGUAAACAUCCUCGACUGGAAG-----			
hsa-miR-30b-5p	-----UGUAAACAUCCUACACUC--AGC-----	-----UGUAAACAUCCUACACUC--AGC-----			
hsa-miR-30c-5p	-----UGUAAACAUCCUACACUCUCAGC-----	-----UGUAAACAUCCUACACUCUCAGC-----			
hsa-miR-30d-3p	-----UUUCAGUCAGAUUUUGCUGC-----	-----UUUCAGUCAGAUUUUGCUGC-----			
hsa-miR-3122	-----GUUGGGACAAGAGACGGUCU-----	-----GUUGGGACAAGAGACGGUCU-----			
hsa-miR-320b	-----AAAAGCUGGGUUGAGAGGGCAA-----	-----AAAAGCUGGGUUGAGAGGGCAA-----			
hsa-miR-324-3p	-----ACUGCCCAGGUGCUGCUGG-----	-----CCCACUGCCCAGGUGCUGCUGG-----			
hsa-miR-328-3p	-----CUGGCCUCUCUGCCUUC-----	-----CUGGCCUCUCUGCCUUC-----			
hsa-miR-331-3p	-----GCCCUGGGCCUAUCCUAGAA-----	-----GCCCUGGGCCUAUCCUAGAA-----			
hsa-miR-331-5p	-----CUAGGUAUGG--UCCCAGGGAUCC-----	-----CUAGGUAUGG--UCCCAGGGAUCC-----			
hsa-miR-338-5p	-----AACAAUUC-CUGGUGCUGAGUG-----	-----AACAAUUC-CUGGUGCUGAGUG-----			
hsa-miR-342-3p	-----UCUCACA-CAGAAUUGCACCUGU-----	-----UCUCACA-CAGAAUUGCACCUGU-----			
hsa-miR-34a-5p	-----UGGCAGUGUC-UUAGCUGGUUGU-----	-----UGGCAGUGUC-UUAGCUGGUUGU-----			
hsa-miR-361-3p	-----UCCCCAGGUG-UGAUUCUGAUUU-----	-----UCCCCAGGUG-UGAUUCUGAUUU-----			
hsa-miR-362-3p	-----AACACACCUAUUCAAGGAUUA-----	-----AACACACCUAUUCAAGGAUUA-----			
hsa-miR-363-3p	-----AAUUGCACGGUAUCCAUCUGUA-----	-----AAUUGCACGGUAUCCAUCUGUA-----			

hsa-miR-369-3p	-----AAUAAUACAUGGUUGAUCUUU-----	-----AAUAAUACAUGGUUGAUCUUU-----			
hsa-miR-369-5p	-----AGAUCGACCGUGUUAUUAUUCGC-----	-----AGAUCGACCGUGUUAUUAUUCGC-----			
hsa-miR-374b-5p	-----AUAAUACAACCGUCUAAGUG-----	-----AUAAUACAACCGUCUAAGUG-----			
hsa-miR-375-3p	-----UUUGUUCGUUCGGCUCGCGUGA-----	-----UUUGUUCGUUCGGCUCGCGUGA-----			
hsa-miR-376a-3p	-----AUCAUAGAGGAAAAUCCACGU-----	-----AUCAUAGAGGAAAAUCCACGU-----			
hsa-miR-376b-3p	-----AUCAUAGAGGAAAAUCCAUGUU-----	-----AUCAUAGAGGAAAAUCCAUGUU-----			
hsa-miR-376c-3p	-----AACAUAGAGGAAAUUCCACGU-----	-----AACAUAGAGGAAAUUCCACGU-----			
hsa-miR-377-3p	-----AUCACACAAAGGCAACUUUUGU-----	-----AUCACACAAAGGCAACUUUUGU-----			
hsa-miR-378a-3p	-----ACUGGACUUGGAGUCAGAAGG-----	-----ACUGGACUUGGAGUCAGAAGGC-----			
hsa-miR-378f	-----ACUGGACUUGGAGUCAGAAGCA-----	-----ACUGGACUUGGAGCCAGAAG-----			
hsa-miR-378g	-----ACUGGACUUGGAGUCAGAAGCA-----	-----ACUGGCUUGGAGUCAGAAG-----			
hsa-miR-380-3p	-----UAUGUAAUAUGGUCCACGUCUU-----	-----UAUGUAAUAUGGUCCACAUCUU-----			
hsa-miR-381-3p	-----UAUACAAGGGCAAGCUCUCUGU-----	-----UAUACAAGGGCAAGCUCUCUGU-----			
hsa-miR-409-3p	-----GAAUGUUGCUCGGUGAACCCCU-----	-----GAAUGUUGCUCGGUGAACCCCU-----			
hsa-miR-411-5p	-----UAGUAGACCG--UAUAGCGUACG-----	-----UAGUAGACCG--UAUAGCGUACG-----			
hsa-miR-423-3p	-----AGCUCGGUCUG-AGGCCCCUCAGU-----	-----AGCUCGGUCUG-AGGCCCCUCAGU-----			
hsa-miR-423-5p	-----UGAGGGGCAG-AGAGCGAGACUUU-----	-----UGAGGGGCAG-AGAGCGAGACUUU-----			
hsa-miR-424-3p	-----AAAACGUG--AGGCGCUGCUAUA-----	-----CAAACGUG--AGGCGCUGCUAUA-----			
hsa-miR-424-5p	-----CAGCAGCAAUUCAUGUUUUGAA-----	-----CAGCAGCAAUUCAUGUUUUGAA-----			
hsa-miR-425-5p	-----AAUGACACGAUCACUCCCGUUGA-----	-----AAUGACACGAUCACUCCCGUUGA-----			
hsa-miR-429	-----UAAUACUGUCUGGUAAAACCGU-----	-----UAAUACUGUCUGGUAAAACCGU-----			
hsa-miR-433-3p	-----AUCAUGAUGGGCUCCUCGGUGU-----	-----AUCAUGAUGGGCUCCUCGGUGU-----			
hsa-miR-444b-3p	-----CAGGGCUG--GCAGUGAGAUGGG-----	-----CAGGGCUG--GCAGUGACAUGGGU-----			
hsa-miR-451a	-----AAACCGUUAACCAUACUGAGUU-----	-----AAACCGUUAACCAUACUGAGUU-----			
hsa-miR-484	-----UCAGGCUCAGUCCCUCCCGAU-----	-----UCAGGCUCAGUCCCUCCCGAU-----			
hsa-miR-485-3p	-----GUCAUACACGGCUCUCCUCUCU-----	-----GUCAUACACGGCUCUCCUCUCU-----			
hsa-miR-485-5p	-----AGAGGCUGGCCGUGAUGAAUUC-----	-----AGAGGCUGGCCGUGAUGAAUUC-----			
hsa-miR-486-5p	-----UCCUGUACUGAGCUGCCCGAG-----	-----UCCUGUACUGAGCUGCCCGAG-----			
hsa-miR-487b-3p	-----AAUCGUACAGGGUCAUCCACUU-----	-----AAUCGUACAGGGUCAUCCACUU-----			
hsa-miR-493-3p	-----UGAAGGUCUACUGUGGCCAGG-----	-----UGAAGGUCUACUGUGGCCAGG-----			
hsa-miR-493-5p	-----UUGUACAUGGUAGGCUUUCAUU-----	-----UUGUACAUGGUAGGCUUUCAUU-----			
hsa-miR-499a-5p	-----UUAAGACU-UGCAGUGAUGUUU-----	-----UUAAGACU-UGCAGUGAUGUUU-----			
hsa-miR-500a-3p	-----AUGCACCUGGGCAAGGAUUCUGA-----	-----AUGCACCUGGGCAAGGAUUCUG-----			
hsa-miR-505-3p	-----CGUCAACACU-UGCUGGUUCCU-----	-----CGUCAACACU-UGCUGGUUCCU-----			
hsa-miR-532-3p	-----CCUCCACACCCAAGGCU-UGCA-----	-----CCUCCACACCCAAGGCU-UGCA-----			
hsa-miR-543	-----AAACAUUCGCGUGCACUUCUU-----	-----AAACAUUCGCGUGCACUUCUU-----			
hsa-miR-548h-3p	-----AAAAACCG--CAAUUACUUUUGC-----	-----AAAAACCG--CAAUUACUUUUGCA-----			
hsa-miR-550a-3p	-----CUUACUCCCUACGGCACAU-----	-----UGUCUACUCCCUACGGCACAU-----			
hsa-miR-550a-5p	-----AGUGCCUGAGGG--GGUAGAGCCC-----	-----AGUGCCUGAGGG--AGUAGAGCCC-----			
hsa-miR-574-3p	-----CACGCUAUGCACACCCACA-----	-----CACGCUAUGCACACCCACA-----			
hsa-miR-590-3p	-----UAAUUUUUAUGUAUAAGCUGGU-----	-----UAAUUUUUAUGUAUAAGCUAGU-----			
hsa-miR-598-3p	-----UACGUCAUCGU-UGUCAUCGUCA-----	-----UACGUCAUCGU-UGUCAUCGUCA-----			
hsa-miR-636	-----UGUGCUUGCUCGUCCGCCUGCA-----	-----UGUGCUUGCUCGUCCGCCCGCA-----			
hsa-miR-652-3p	-----AAUGGCGCCACUAGGGU-UGUG-----	-----AAUGGCGCCACUAGGGU-UGUG-----			
hsa-miR-654-3p	-----UAUGUCUGCUGACCAUACCCUU-----	-----UAUGUCUGCUGACCAUACCCUU-----			
hsa-miR-654-5p	-----UGGUGGGCCG--CAGAACAUGUGC-----	-----UGGUGGGCCG--CAGAACAUGUGC-----			
hsa-miR-665	-----ACCAGGAGGCU-GAGGCCCU-----	-----ACCAGGAGGCU-GAGGCCCU-----			
hsa-miR-671-3p	-----UCCGGUUCUCAGGGCUCCACC-----	-----UCCGGUUCUCAGGGCUCCACC-----			
hsa-miR-760	-----CGGCUC-UGGGUCUGUGGGGA-----	-----CGGCUC-UGGGUCUGUGGGGA-----			

hsa-miR-874-3p	-----CUGCCCUGGCCCGAGGGACCGA-----	-----CUGCCCUGGCCCGAGGGACCGA-----			
hsa-miR-889-3p	-----UUAAUAUCGGACAACCAUUGU-----	-----UUAAUAUCGGACAACCAUUGU-----			
hsa-miR-92a-3p	-----UAUUGCACUUGUCCCGGCCUGU-----	-----UAUUGCACUUGUCCCGGCCUGU-----			
hsa-miR-92b-3p	-----UAUUGCACUCGUCCCGGCCUCC-----	-----UAUUGCACUCGUCCCGGCCUCC-----			
hsa-miR-93-3p	-----ACUGCUGAGCUAGCACUUCCCG-----	-----ACUGCUGAGCUAGCACUUCCCG-----			
hsa-miR-942-5p	-----CUUCUCUGU-UUUGGCCAUGUG-----	-----UCUUCUCUGU-UUUGGCCAUGUG-----

# Supplementary material for: Cross-species conserved miRNA as biomarker of radiation injury over a wide dose range using nonhuman primate model
**Source:** PLoS One. 2024 Nov 21;19(11):e0311379. doi: 10.1371/journal.pone.0311379
**Supplement:** S2 Table

S2 Table. List of miRNAs linked to major bionetworks

TBI*RD		
Apoptosis	Invasion of cells	Cell proliferation of tumor cell lines
let-7a-5p	let-7a-5p	let-7a-5p
miR-130a-3p	miR-141-3p	miR-130a-3p
miR-141-3p	miR-16-5p	miR-141-3p
miR-16-5p	miR-223-3p	miR-16-5p
miR-223-3p	miR-23a-3p	miR-223-3p
miR-23a-3p	miR-30c-5p	miR-23a-3p
miR-30c-5p	miR-451a	miR-30a-3p
miR-451a	miR-654-3p	miR-30c-5p
miR-654-3p	miR-92a-3p	miR-451a
		miR-485-5p
		miR-654-3p
		miR-92a-3p

RRiF			
Invasion of cells	Invasion of tumor cell lines	Quantity of cells	Quantity of muscle cell lines
let-7a-5p	miR-125b-5p	miR-125b-5p	miR-125b-5p
miR-125b-5p	miR-16-5p	miR-16-5p	miR-361-3p
miR-16-5p	miR-23a-3p	miR-361-3p	miR-486-5p
miR-23a-3p	miR-451a	miR-451a	miR-574-3p
miR-451a	miR-92a-3p	miR-486-5p	
miR-92a-3p		miR-574-3p	
		miR-92a-3p	

TBI*RRiF
Cell proliferation of tumor cell lines
let-7a-5p
miR-181a-5p
miR-199a-5p
miR-23a-3p
miR-380-3p
miR-409-3p
miR-532-3p
miR-541-3p
miR-654-3p
miR-889-3p
miR-92a-3p

# Supplementary material for: Cross-species conserved miRNA as biomarker of radiation injury over a wide dose range using nonhuman primate model
**Source:** PLoS One. 2024 Nov 21;19(11):e0311379. doi: 10.1371/journal.pone.0311379
**Supplement:** S3 Table — B. Correlation matrix of 11 networks that were significantly regulated by RD*TSI. Pearson correlation was calculated across radiation doses at 6-day post-TBI. C. Male vs. female correlation matrix of 7 networks that were significantly regulated by sex*RD*TSI. Pearson correlation was calculated across radiation doses and TSI.

S3A Table. Correlation matrix of 11 networks that were significantly regulated by RD*TSR. Pearson correlation was calculated across entire dosimetry and TSR.

	Invasion of tumor cell lines	Invasion of cells	Apoptosis of tumor cell lines	Migration of tumor cell lines	Cell proliferation of tumor cell lines	Apoptosis	Migration of cells	Cell viability of tumor cell lines	Cell proliferation of colorectal cancer cell lines	Metastasis	Cell proliferation of carcinoma cell lines
Invasion of tumor cell lines	1	0.95	-0.75	-0.13	0.72	-0.38	-0.2	0.72	0.58	0.41	0.62
Invasion of cells	0.95	1	-0.56	-0.29	0.56	-0.21	-0.35	0.6	0.57	0.24	0.55
Apoptosis of tumor cell lines	-0.75	-0.56	1	-0.16	-0.81	0.84	-0.18	-0.87	-0.37	-0.48	-0.54
Migration of tumor cell lines	-0.13	-0.29	-0.16	1	0.24	-0.03	0.97	0.15	0.21	-0.17	0.25
Cell proliferation of tumor cell lines	0.72	0.56	-0.81	0.24	1	-0.5	0.24	0.71	0.57	0.3	0.72
Apoptosis	-0.38	-0.21	0.84	-0.03	-0.5	1	-0.11	-0.61	0.03	-0.52	-0.18
Migration of cells	-0.2	-0.35	-0.18	0.97	0.24	-0.11	1	0.19	0.19	-0.13	0.29
Cell viability of tumor cell lines	0.72	0.6	-0.87	0.15	0.71	-0.61	0.19	1	0.52	0.2	0.65
Cell proliferation of colorectal cancer cell lines	0.58	0.57	-0.37	0.21	0.57	0.03	0.19	0.52	1	0.2	0.64
Metastasis	0.41	0.24	-0.48	-0.17	0.3	-0.52	-0.13	0.2	0.2	1	0.2
Cell proliferation of carcinoma cell lines	0.62	0.55	-0.54	0.25	0.72	-0.18	0.29	0.65	0.64	0.2	1

# Supplementary material for: Cross-species conserved miRNA as biomarker of radiation injury over a wide dose range using nonhuman primate model
**Source:** PLoS One. 2024 Nov 21;19(11):e0311379. doi: 10.1371/journal.pone.0311379
**Supplement:** S3 Table — B. Correlation matrix of 11 networks that were significantly regulated by RD*TSI. Pearson correlation was calculated across radiation doses at 6-day post-TBI. C. Male vs. female correlation matrix of 7 networks that were significantly regulated by sex*RD*TSI. Pearson correlation was calculated across radiation doses and TSI.

S3B Table. Correlation matrix of 11 networks that were significantly regulated by RD*TSR. Pearson correlation was calculated across entire dosimetry at 6d post-TBI.

6d	Invasion of tumor cell lines	Invasion of cells	Apoptosis of tumor cell lines	Migration of tumor cell lines	Cell proliferation of tumor cell lines	Apoptosis	Migration of cells	Cell viability of tumor cell lines	Cell proliferation of colorectal cancer cell lines	Metastasis	Cell proliferation of carcinoma cell lines
Invasion of tumor cell lines	1	0.97	-0.98	-0.09	0.98	-0.93	0.08	0.91	0.87	0.83	0.9
Invasion of cells	0.97	1	-0.91	-0.25	0.99	-0.86	-0.05	0.83	0.86	0.74	0.84
Apoptosis of tumor cell lines	-0.98	-0.91	1	0.03	-0.94	0.98	-0.12	-0.95	-0.84	-0.86	-0.87
Migration of tumor cell lines	-0.09	-0.25	0.03	1	-0.22	0.11	0.95	0.01	-0.26	-0.01	0.17
Cell proliferation of tumor cell lines	0.98	0.99	-0.94	-0.22	1	-0.89	-0.03	0.84	0.9	0.8	0.87
Apoptosis	-0.93	-0.86	0.98	0.11	-0.89	1	-0.03	-0.91	-0.84	-0.88	-0.81
Migration of cells	0.08	-0.05	-0.12	0.95	-0.03	-0.03	1	0.08	-0.13	0.08	0.3
Cell viability of tumor cell lines	0.91	0.83	-0.95	0.01	0.84	-0.91	0.08	1	0.69	0.74	0.76
Cell proliferation of colorectal cancer cell lines	0.87	0.86	-0.84	-0.26	0.9	-0.84	-0.13	0.69	1	0.94	0.89
Metastasis	0.83	0.74	-0.86	-0.01	0.8	-0.88	0.08	0.74	0.94	1	0.91
Cell proliferation of carcinoma cell lines	0.9	0.84	-0.87	0.17	0.87	-0.81	0.3	0.76	0.89	0.91	1

# Supplementary material for: Cross-species conserved miRNA as biomarker of radiation injury over a wide dose range using nonhuman primate model
**Source:** PLoS One. 2024 Nov 21;19(11):e0311379. doi: 10.1371/journal.pone.0311379
**Supplement:** S3 Table — B. Correlation matrix of 11 networks that were significantly regulated by RD*TSI. Pearson correlation was calculated across radiation doses at 6-day post-TBI. C. Male vs. female correlation matrix of 7 networks that were significantly regulated by sex*RD*TSI. Pearson correlation was calculated across radiation doses and TSI.

S3C Table. Male vs. female correlation matrix of 7 networks that were significantly regulated by sex*RD*TSR. Pearson correlation was calculated across entire dosimetry and TSR.

	6Gy	6,5Gy	7Gy	7.5Gy	8Gy	8.6Gy
Apoptosis	-0.05	-0.02	0.18	0.39	0.77	0.35
Apoptosis of tumor cell lines	-0.72	-0.94	-0.74	0.43	N/A	0.83
Cell proliferation of carcinoma cell lines	0.61	-0.28	N/A	N/A	0.62	0.96
Cell proliferation of tumor cell lines	-0.62	-0.53	-0.79	-0.86	0.27	0.89
Invasion of cells	-1	0.48	-1	-0.1	-0.89	0.76
Invasion of tumor cell lines	-0.4	0	0.6	N/A	N/A	0.97
Migration of tumor cell lines	0.5	-0.91	1	N/A	N/A	-0.96

# Supplementary material for: Cross-species conserved miRNA as biomarker of radiation injury over a wide dose range using nonhuman primate model
**Source:** PLoS One. 2024 Nov 21;19(11):e0311379. doi: 10.1371/journal.pone.0311379
**Supplement:** S4 Table — B. RSBMR results: List of potential panels that can predict RRiF with AUC >0.82.

S4A Table. K-fold results: List of potential panels that can predict RRIF with AUC >0.85

Features	NumberO	AUC	Specificity	Sensitivity	P.Value	McFadden	Adjusted R	Intercept	min (95%	mean/me	max(95%	Feature1	Feature2	Feature3	Feature4	Feature5	Feature6
mml-miR-376c-3p, mml-miR-342-3p, mml-miR-363-3p	3	0.865196	0.875	0.5882352	0	0.1429934	0.115930	0.5796344	0.535119	0.698529	0.86194	-0.405648	-0.384341	0.677038260350885			
mml-miR-376c-3p, mml-miR-221-3p, mml-miR-342-3p, mml-miR-363-3p	4	0.8602941	0.875	0.5882352	0	0.143230	0.1067717	0.5974652	0.503866	0.671569	0.839271	-0.413010	0.0478296	-0.379207	0.693305853159143		
mml-miR-377-3p, mml-miR-92b-3p, mml-miR-143-3p, mml-miR-26b-5p, mml-miR-342-3p, mml-miR-363-3p	6	0.8578431	0.8333333	0.6470588	0	0.183489	0.1302383	0.6181608	0.474099	0.64951	0.82492	-0.332985	0.2125211	0.3515987	-0.272515	-0.351172	0.47794852416934
mml-miR-377-3p, mml-miR-92b-3p, mml-miR-143-3p, mml-miR-342-3p, mml-miR-363-3p	5	0.8553921	0.7916666	0.7058823	0	0.180080	0.1359985	0.6746918	0.467933	0.644608	0.821282	-0.319080	0.2886598	0.3374702	-0.388172	0.472686388485167	
mml-miR-376c-3p, mml-miR-143-3p, mml-miR-342-3p, mml-miR-363-3p	4	0.8504901	0.875	0.6470588	0	0.1636954	0.128108	0.5740784	0.54936	0.708333	0.867307	-0.371711	0.3276835	-0.385963	0.701373933591616		
mml-miR-376c-3p, mml-miR-143-3p, mml-miR-301a-3p, mml-miR-342-3p, mml-miR-363-3p	5	0.8504901	0.8333333	0.6470588	0	0.1927581	0.149358	0.4264428	0.582207	0.735294	0.888382	-0.385160	0.3123976	0.682845	0.293152	0.657033243027212	
mml-miR-376c-3p, mml-miR-143-3p, mml-miR-221-3p, mml-miR-342-3p, mml-miR-363-3p	5	0.8504901	0.875	0.6470588	0	0.163698	0.1187356	0.5721281	0.512324	0.678922	0.845519	-0.370866	0.3280911	-0.005115	-0.386538	0.699631175088491

# Supplementary material for: Cross-species conserved miRNA as biomarker of radiation injury over a wide dose range using nonhuman primate model
**Source:** PLoS One. 2024 Nov 21;19(11):e0311379. doi: 10.1371/journal.pone.0311379
**Supplement:** S4 Table — B. RSBMR results: List of potential panels that can predict RRiF with AUC >0.82.

S48 Table. RSBMR results: List of potential panels that can predict RRF with AUC >0.82

Index	Features	Number of	Average d	Standard d	Average S	Standard S	Average N	Standard N	Average F	Standard F	Average M	Standard M	Average P	Standard P	min 10%	mean 10%	max 95%	Average d	Standard d	Average S	Standard S	Average N	Standard N	Average F	Standard F	Average M	Standard M	Average P	Standard P	Average d	Standard d	Average S	Standard S	Average N	Standard N	Average F	Standard F	Standard Dev	Features
11737	mmi-miR-92b-3p, mmi-miR-106b-3p, mmi-miR-143-3p, mmi-miR-23a-3p, mmi-miR-28-3p, mmi-miR-342-3p, mmi-miR-363-3p	7	0.827668	0.046861	0.8	0.087400	0.064705	0.117810	0	0	0.282713	0.040283	0.227543	0.043384	0.04769	0.75167	0.93564	0.188992	0.087881	0.414805	0.080109	0.478561	0.212520	0.100868	0.106440	0.843421	0.192364	1.976513	0.300328	0.468844	0.083564	0.089718	0.146212	NaN	NaN				
1230	mmi-miR-92a-3p, mmi-miR-106b-3p, mmi-miR-143-3p, mmi-miR-23a-3p, mmi-miR-28-3p, mmi-miR-342-3p, mmi-miR-363-3p	7	0.827450	0.052836	0.8125	0.083910	0.061176	0.128421	0	0	0.283362	0.041562	0.228236	0.044759	0.07189	0.81127	0.95056	0.208982	0.086415	0.606760	0.236835	0.642399	0.239854	0.504128	0.098974	0.79198	0.226985	1.80282	0.293265	0.435221	0.083334	0.096185	0.153749	NaN					
13105	mmi-miR-377-3p, mmi-miR-484, mmi-miR-143-3p, mmi-miR-342-3p, mmi-miR-363-3p, mmi-miR-369-3p	6	0.825	0.036195	0.825	0.081488	0.088235	0.084310	0	0	0.246701	0.038459	0.197573	0.031448	0.03444	0.77686	0.93048	0.727313	0.089704	0.340855	0.098003	0.616211	0.149282	0.104443	0.086714	0.435484	0.067007	0.562986	0.098844	0.316183	0.115213	NaN							
1215	mmi-miR-484, mmi-miR-106b-3p, mmi-miR-143-3p, mmi-miR-23a-3p, mmi-miR-28-3p, mmi-miR-342-3p, mmi-miR-363-3p	7	0.824599	0.046420	0.825	0.083439	0.052941	0.079424	0	0	0.280489	0.040544	0.236327	0.043673	0.08339	0.81818	0.95076	0.118884	0.083734	0.338811	0.169133	0.386774	0.198115	0.483141	0.102594	0.988425	0.160264	1.80865	0.268659	0.444484	0.084998	0.711295	0.176338	NaN					
1251	mmi-miR-484, mmi-miR-92a-3p, mmi-miR-106b-3p, mmi-miR-143-3p, mmi-miR-23a-3p, mmi-miR-28-3p, mmi-miR-342-3p, mmi-miR-363-3p	8	0.823529	0.049069	0.816666	0.086064	0.052941	0.080607	0	0	0.294766	0.040979	0.212078	0.044621	0.07297	0.81127	0.94958	0.295008	0.078265	0.406401	0.213587	0.341408	0.272526	0.607197	0.311130	0.483892	0.101273	0.886453	0.188995	1.797994	0.283384	0.442012	0.085395	0.712274	0.167024	0.954311	1643		
18751	mmi-miR-92a-3p, mmi-miR-92b-3p, mmi-miR-106b-3p, mmi-miR-143-3p, mmi-miR-23a-3p, mmi-miR-28-3p, mmi-miR-342-3p, mmi-miR-363-3p	8	0.822884	0.049405	0.8	0.091708	0.058823	0.110993	0	0	0.280709	0.040361	0.223990	0.043951	0.03865	0.78431	0.93198	0.195728	0.091881	0.215270	0.452771	0.253354	0.233867	0.680846	0.300990	0.501944	0.101779	0.830172	0.217710	1.930861	0.336888	0.457292	0.076998	0.884250	0.150014	0.951294			
2177	mmi-miR-92b-3p, mmi-miR-143-3p, mmi-miR-23a-3p, mmi-miR-28-3p, mmi-miR-342-3p, mmi-miR-363-3p	6	0.822039	0.049311	0.804386	0.094301	0.052941	0.112463	0	0	0.270030	0.044021	0.222394	0.047084	0.00757	0.7598	0.91203	0.243877	0.099818	0.175040	0.074853	0.514400	0.107456	0.686214	0.303838	1.668814	0.264841	0.452202	0.084635	0.618414	0.116335	NaN							
18752	mmi-miR-92b-3p, mmi-miR-106b-3p, mmi-miR-143-3p, mmi-miR-23a-3p, mmi-miR-28-3p, mmi-miR-301a-3p, mmi-miR-342-3p, mmi-miR-363-3p	8	0.822023	0.047501	0.8	0.103363	0.070588	0.100748	0	0	0.291106	0.039720	0.228093	0.043251	0.04146	0.78922	0.93697	0.117017	0.110347	0.372083	0.100312	0.481100	0.228294	0.450704	0.128641	0.87408	0.199176	1.841296	0.377342	0.323122	0.260968	0.441234	0.088520	0.704342	0.148860	0.718985	11		
11159	mmi-miR-177-3p, mmi-miR-484, mmi-miR-143-3p, mmi-miR-342-3p, mmi-miR-363-3p	5	0.822018	0.034044	0.804386	0.087446	0.064705	0.078678	0	0	0.234615	0.029778	0.192290	0.031328	0.03679	0.77941	0.92203	0.841305	0.070721	0.418646	0.089932	0.625388	0.160781	0.147461	0.088679	0.386977	0.066992	0.491094	0.128375	NaN									
18747	mmi-miR-484, mmi-miR-92b-3p, mmi-miR-106b-3p, mmi-miR-143-3p, mmi-miR-23a-3p, mmi-miR-28-3p, mmi-miR-342-3p, mmi-miR-363-3p	8	0.821811	0.045997	0.808333	0.096425	0.058823	0.077444	0	0	0.295148	0.039018	0.233616	0.042477	0.00388	0.78225	0.92263	0.287681	0.091542	0.412116	0.254162	0.245401	0.161983	0.152697	0.246730	0.481335	0.190144	0.90678	0.194965	1.904691	0.308042	0.463981	0.084757	0.702441	0.160430	0.219877	737		
36275	mmi-miR-493-3p, mmi-miR-92a-3p, mmi-miR-106b-3p, mmi-miR-143-3p, mmi-miR-23a-3p, mmi-miR-28-3p, mmi-miR-342-3p, mmi-miR-363-3p	8	0.821813	0.050337	0.8	0.105409	0.033294	0.140845	0	0	0.286046	0.041450	0.222381	0.045134	0.08088	0.81863	0.94538	0.208334	0.100607	0.098746	0.142337	0.460529	0.242322	0.649465	0.305138	0.492430	0.104314	0.768846	0.248172	1.775878	0.291615	0.440241	0.086730	0.708872	0.166987	0.989504	66		
12392	mmi-miR-484, mmi-miR-143-3p, mmi-miR-23a-3p, mmi-miR-28-3p, mmi-miR-342-3p, mmi-miR-363-3p	6	0.821568	0.031338	0.758433	0.079644	0.052941	0.115831	0	0	0.278749	0.044523	0.211711	0.047436	0.07003	0.80487	0.94272	0.231258	0.084625	0.314478	0.188591	0.490200	0.111099	0.730912	0.204808	1.565793	0.264409	0.442785	0.083384	0.611522	0.146831	NaN							
7262	mmi-miR-92a-3p, mmi-miR-106b-3p, mmi-miR-143-3p, mmi-miR-23a-3p, mmi-miR-28-3p, mmi-miR-301a-3p, mmi-miR-342-3p, mmi-miR-363-3p	8	0.821568	0.048152	0.820833	0.090171	0.058823	0.102223	0	0	0.291826	0.041118	0.228872	0.044773	0.05417	0.79657	0.93896	0.133602	0.110514	0.543382	0.239504	0.628874	0.298510	0.450810	0.117378	0.829925	0.232181	1.683149	0.345499	0.229477	0.250620	0.409270	0.090776	0.701941	0.156638	0.86282	4002		
15408	mmi-miR-377-3p, mmi-miR-484, mmi-miR-143-3p, mmi-miR-23a-3p, mmi-miR-342-3p, mmi-miR-363-3p	6	0.821568	0.049084	0.833333	0.073493	0.064705	0.107390	0	0	0.249473	0.037547	0.200526	0.039995	0.00346	0.75245	0.90144	0.814677	0.079273	0.340596	0.098864	0.604861	0.179008	0.355728	0.090648	0.504251	0.239986	0.403426	0.070865	0.470120	0.140358	NaN

# Supplementary material for: Cross-species conserved miRNA as biomarker of radiation injury over a wide dose range using nonhuman primate model
**Source:** PLoS One. 2024 Nov 21;19(11):e0311379. doi: 10.1371/journal.pone.0311379
**Supplement:** S5 Table

S5 Table. The miRNA list linked to the Venn diagram Figure S3

		A-B-C	A-B	A-C	B-C	A	B	C
		miR-133a-3p	miR-429	miR-215-5p	miR-126-5p	let-7f-5p	miR-708-3p	miR-133b-3p
A	Human-NHP conserved		miR-142-3p	miR-150-5p		miR-92a-3p	miR-133a-5p	
B	Human-minipig conserved		miR-424-5p	miR-30a-5p		miR-665	miR-221-5p	
C	Human-mouse-NHP conserved		miR-143-3p	miR-375-3p		miR-363-3p	miR-671-5p	
			miR-374b-5p			miR-548h-3p	miR-361-5p	
			miR-22-3p			miR-128-3p	miR-148a-5p	
			miR-1306-5p			let-7i-5p	miR-92b-5p	
			miR-296-5p			miR-152-3p	miR-139-5p	
			miR-30c-5p			miR-654-3p	miR-30c-1-3p	
			miR-28-3p			miR-369-5p	miR-374a-5p	
			miR-424-3p			miR-760	miR-1306-3p	
			miR-532-3p			let-7a-5p	miR-145-5p	
			miR-1296-5p			miR-197-3p	miR-30e-3p	
			miR-361-3p			miR-381-3p	miR-17-3p	
			miR-671-3p			miR-23a-3p	miR-145-3p	
			miR-193a-3p			miR-106b-5p	miR-676-3p	
			miR-331-5p			miR-185-5p	miR-202-3p	
			miR-27b-3p			miR-376c-3p	miR-455-3p	
			miR-221-3p			miR-369-3p	miR-425-3p	
			let-7d-5p			miR-499a-5p	miR-17-5p	
			miR-30a-3p			miR-378a-3p	miR-24-3p	
			miR-331-3p			miR-15b-5p	miR-432-5p	
			miR-376a-3p			miR-485-5p	miR-6782-3p	
			miR-199a-5p			miR-550a-5p	miR-148b-3p	
			miR-425-5p			miR-320b	miR-217	
			miR-30b-5p			miR-210-3p	miR-27b-5p	
						miR-183-5p	miR-339-3p	
						miR-141-3p	miR-345-5p	
						miR-301b-3p	miR-345-3p	
						miR-210-5p	miR-769-5p	
						miR-362-3p	miR-206	
						miR-199a-3p	miR-542-3p	
						miR-29c-3p	miR-708-5p	

						miR-125b-1-3p	miR-148a-3p	
						miR-136-5p	miR-455-5p	
						miR-26a-5p	miR-28-5p	
						miR-18a-3p	miR-296-3p	
						miR-195-5p	miR-885-5p	
						miR-130b-5p	miR-155-5p	
						let-7d-3p	miR-24-1-5p	
						miR-125b-5p	miR-193a-5p	
						miR-1185-1-3p	miR-148b-5p	
						miR-550a-3p	miR-769-3p	
						miR-34a-5p	miR-142-5p	
						miR-598-3p	miR-532-5p	
						miR-505-3p	miR-218-5p	
						let-7e-5p	miR-190b	
						miR-574-3p	miR-184	
						let-7g-5p	miR-542-5p	
						miR-21-5p	miR-490-3p	
						miR-4446-3p	miR-181d-5p	
						miR-342-3p	miR-450b-5p	
						miR-203a-3p	miR-885-3p	
						miR-106b-3p	miR-545-5p	
						miR-301a-3p	miR-199b-5p	
						miR-125b-2-3p	miR-326	
						miR-652-3p	miR-545-3p	
						miR-380-3p	miR-96-5p	
						miR-25-3p	miR-374a-3p	
						miR-92b-3p	miR-374b-3p	
						miR-493-5p	miR-22-5p	
						miR-1260b	miR-139-3p	
						miR-411-5p	miR-140-5p	
						miR-376b-3p	miR-133b	
						miR-193b-3p		
						miR-192-5p		
						miR-10a-5p		
						miR-378g		

					let-7b-3p		
					let-7a-3p		
					miR-377-3p		
					let-7g-3p		
					miR-423-5p		
					miR-493-3p		
					miR-3122		
					miR-487b-3p		
					miR-590-3p		
					miR-16-2-3p		
					miR-654-5p		
					let-7c-5p		
					miR-101-5p		
					miR-214-3p		
					miR-486-5p		
					miR-500a-3p		
					miR-223-3p		
					miR-451a		
					miR-187-3p		
					miR-205-5p		
					miR-181c-5p		
					miR-1180-3p		
					miR-181a-5p		
					miR-93-3p		
					miR-636		
					miR-423-3p		
					miR-484		
					miR-942-5p		
					miR-140-3p		
					miR-101-3p		
					miR-21-3p		
					miR-409-3p		
					miR-485-3p		
					miR-186-5p		
					let-7f-1-3p		

						miR-543		
						miR-30d-3p		
						miR-338-5p		
						miR-433-3p		
						miR-324-3p		
						miR-328-3p		
						miR-146b-3p		
						miR-1247-5p		
						miR-378f		
						miR-1271-3p		
						miR-200a-3p		
						miR-29a-3p		
						miR-874-3p		
						miR-26b-5p		
						miR-182-5p		
						miR-889-3p		
						miR-10a-3p

How the deposited data were processed for this re-analysis (not part of the article)

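Serum small RNA was measured in 36 NHPs (19 males, 17 females) at 4 time points, before irradiation (labelled day -4) and on days 1, 2 and 6 after 6.0 to 8.5 Gy of TBI. The authors trimmed and mapped the reads in Genomics Workbench against mature NHP miRNAs of miRBase and deposited the raw count of each miRNA in each of the 144 libraries, without normalization. The counts of all libraries were whole numbers, and every column was matched to its sample by the label it carries. Sex, RD, time point, animal and RRiF were taken from the sample labels. The pre-irradiation sample titled RA2816M names RA2616M in its description and was used as RA2816M. 2 libraries with identical counts (RA2265F before irradiation and RA2694M on day 1) were kept as labelled and left out in an added alternative. Sequencing reads, target networks and human samples were not analysed here.

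All miRNAs with a count in at least 40% of libraries were tested (290). Counts were analysed in R 4.3.3 with edgeR 4.0.16, with TMM factors and quasi-likelihood F tests, limma 3.58.1 for camera and DESeq2 1.42.0 as an alternative tool. p-values were adjusted by the method of Benjamini and Hochberg, with 0.05 as the threshold. Days were compared with pre-irradiation in a model of time alone, without terms for RD, sex or RRiF. RD, sex, RRiF and their interactions with time were tested on the same counts, and levels by RRiF on the summed counts of each animal. The 4-way ANOVA of the paper was run on log2(CPM + 1) with unadjusted p under 0.05 as the methods state. The paper does not give the type of sums of squares, so sequential ones were used, in the order RD, TSI, Sex and RRiF. Because RD, sex and RRiF were partly tied together, counts per term can depend on this order, and other orders were not tried. Because the methods name no pairing, the animal was not a block in these fits, and a block was tried as an alternative. The pairing comes from the animal names in the labels, and residuals of libraries of the same animal correlated with a mean r of 0.0624, against 0.00488 for other pairs. Slopes, AUCs and changes of single miRNAs were tested over animals with 100000 permutations or sign flips, or exactly where 6 or fewer animals were compared. AUCs of panels came from logistic models with 10 folds or with 70 to 30 splits, over 50 and 100 repeats, against 1000 shuffles of RRiF and 1000 random panels.

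The lists of red blood cell, lymphocyte, myeloid, platelet and endothelial, liver, muscle, epithelial, pancreas and neuronal miRNAs, of the DLK1-DIO3 region, of p53-responsive miRNAs and of the let-7, miR-17/92, miR-29, miR-30 and miR-183/96/182 groups were fixed in advance. The lists of the study itself and its earlier panel were tested too, with camera at a correlation of 0.01 and with an estimated correlation. The miRNAs named are those the paper names (its values had been seen), those with the largest changes that passed and went the same way in at least 27 of 36 NHPs, and members of the lists. miRNAs listed without an arm stand for the arm the paper names, such as miR-133a, miR-375 and miR-451. The hubs written miR-165p and miR-16p-5p in the text were taken as miR-16-5p, and those written miR-7a-3p and miR-7a-5p as let-7a-5p, names that S2 Table holds, although other miRNAs can be meant. Haemolysis was scored as the log2 level of miR-451 minus that of miR-23a-3p. Its mean change was 0.258 on day 1, -0.0519 on day 2 and 0.223 on day 6 (permutation p = 0.479, 0.843 and 0.583).

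The median library held 280254.5 counts, and 7 libraries held fewer than 28025. At this depth miRNAs such as miR-183-5p, with at most 40 counts in a library, were measured with little precision. The fits were tested on simulated data with 200 changed miRNAs. Of changes of 1 on the log2 scale, 68.1% were recovered on day 1, 57.9% on day 6, 72.3% for RD (a change of 1 per Gy), 51.9% for sex and 88.0% for the level by RRiF. For RD*TSI 26.2% and for Sex*RD*TSI 0% of changes of 2 were recovered. On day 1, 8 of 88 calls were false in the simulated data. Simulated libraries were drawn independently, with no differences between animals and the same composition in each. These shares therefore do not give the recovery in the data, and for the level by RRiF they leave out the spread between animals. Alternatives were other size factors, other filters, DESeq2, the animal as block, a haemolysis covariate, a pseudocount of 10, leaving out low libraries, and leaving out each animal in turn.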

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

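The haemolysis test, the tests of library total and of the share of miR-486-5p for miR-141-3p and miR-133a, those of the panel AUC by change, the assignments of labels at random and the trend of levels with RD by edgeR were chosen after the results were seen, and the other tests were set before. miR-375, miR-141-3p and miR-133a rose together on day 1. Haemolysis was argued against, with log2 (Fold changes) of 4.11 (SE 0.37), 2.21 (SE 0.31) and 2.02 (SE 0.47) for the 3 with the index as covariate. A difference in library total was argued against as the whole cause: after all libraries were thinned to the same total the mean change was 3.0 for miR-375 (SE 0.64, higher in 27 of 34 NHPs), 1.75 for miR-141-3p (SE 0.68, 22 of 34) and 1.72 for miR-133a (SE 0.65, 18 of 34), with 2.87, 1.67 and 2.24 before thinning, and a part in the rise of miR-133a stays open. The share of miR-486-5p changed on average by -0.538 percentage points (SD 18.9). Without its counts the changes of the 3 were 2.75 (SE 0.57), 1.67 (SE 0.63) and 2.49 (SE 0.69). This test cannot decide on its large share, because TMM scaling already limits the weight of a single miRNA and leaving it out could change little. For miR-375, the values after thinning and without miR-486-5p both lay above 1 by more than 2 SE, where these explanations predicted under 1. The bound set beforehand to argue against them, above 2 by more than 2 SE, was not met. That 1 decides was settled after the values were seen, and by the earlier bound the test cannot tell. The hypothesis that injured tissue released these miRNAs was not tested, and handling or feeding on the day of irradiation may act as well, since no unirradiated NHPs were analysed here, while miR-215-5p of intestine fell on the same day (-1.22, adjusted p = 0.00318).

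The mean level of miR-183-5p, miR-331-3p and miR-1180-3p, of which miR-331-3p alone did not pass, fell with RD on days 1, 2 and 6 (mean slope -0.609 per Gy, SE 0.119, permutation p = 1e-05, the smallest the draws can give). The study chose these 3 on the same samples for falling with RD, so this p is not independent evidence. RD groups that differed before irradiation cannot be told apart from an effect of RD, because the mean slope before irradiation was -0.405 per Gy (SE 0.208, permutation p = 0.0596), driven by miR-183-5p, but 0.448 after thinning (SE 0.263, permutation p = 0.0963). A difference in library total cannot be told apart either, since the slope after thinning was -0.176 (SE 0.167, permutation p = 0.301) and thinning leaves few counts of these miRNAs. An effect of RD itself stays open as a hypothesis, which the change from the own pre-irradiation level (-0.205 per Gy, permutation p = 0.354) did not show.

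Neither RRiF panel separated survivors from deceased NHPs in held-out libraries by level (AUC 0.34 and 0.526). With all libraries of an animal on the same side of the split the AUCs were 0.217 and 0.493, where shuffled labels gave means of 0.374 and 0.5. Since the AUCs of 0.34 and 0.526 did not exceed their own shuffled means (0.47 and 0.528), there was no excess for shared animals to explain. Random panels of cnvd-miRNAs reached the AUC of the 3-miRNA panel in 90.3% and that of the 7-miRNA panel in 38.2% of 1000 draws in the same splits, so by level the panels separated no better than other cnvd-miRNAs. By change from pre-irradiation the 3-miRNA panel passed (AUC 0.666, permutation p = 0.027), and 6.1% of random panels on the same scale reached this, above the limit of 5% under which they would be argued against. Libraries shared between the sides cannot be told apart for it, since whole animals on the same side gave 0.603 (permutation p = 0.035), lower but still above the 95th percentile of shuffled labels (0.582). The biological explanation, a serum signal of RRiF in these miRNAs, stays open and was not tested in other animals.

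With labels assigned at random 99 times, the real assignment included as 1 of 100, chance was excluded by the number of calls for day 1 (19 calls, highest other 12, 1 of 100 as large), day 2 (2, highest other 1, 1 of 100) and day 6 (19, highest other 8, 1 of 100). By the count at unadjusted p under 0.05 it was excluded for day 2 (32, highest other 26, 1 of 100) and day 6 (57, highest other 45, 1 of 100) but not for day 1 (39, highest other 61, 6 of 100). Without RA2580M, RA2596M, RA2742F or RA2743F day 1 had 8 calls, for which no assignments were drawn. The 2 calls of day 2 became 1, as many as the highest other, with DESeq2, RLE factors or the filter at 60% of libraries and without RA0521F, RA1938M, RA2116F, RA2267F, RA2475M, RA2580M, RA2596M, RA2597M, RA2598M, RA2685M, RA2691M, RA2694M, RA2705M, RA2709M, RA2740F, RA2743F or RA2745F. For the trend of the level with RD on days 1, 2 and 6, 2 of 100 assignments reached the 32 calls (highest other 44). The unadjusted count of 62 was reached by 5 of 100 (highest other 86), so the counts together did not exclude chance. Before irradiation neither count excluded it: 10 of 100 reached the 2 calls (highest other 24) and 21 of 100 the 24 at unadjusted p under 0.05 (highest other 84). By calls, chance could not be excluded for RD*TSI (8 calls, highest other 33, 39 of 100) and the sex difference (1 call, highest other 2, 9 of 100). For tests with 0 calls, counts at unadjusted p under 0.05 were compared: RD trend 8 (highest other 51, 61 of 100), Sex*RD*TSI 18 (68, 40 of 100), RRiF by change 12 (38, 39 of 100), by level 13 (66, 84 of 100), before irradiation 18 (57, 31 of 100) and RD*RRiF 11 (32, 42 of 100). The 127 miRNAs of the 4-way ANOVA were reached by 47 of 100 assignments (highest other 2.2e2). Some assignments reached several times the real count, as for the RD trend (at unadjusted p), RD*TSI and levels before irradiation, and the cause of this was not tested.

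In RD*TSI, 8 miRNAs were called in edgeR, a number that 39 of 100 assignments of the labels reached, so chance was not excluded. These were miR-149-5p (adjusted p = 0.000494), miR-204-5p (0.000494), let-7c-5p (0.0049), miR-122a-5p (0.00678), miR-324-3p (0.0168), miR-548j-3p (0.0168), miR-30a-3p (0.0266) and miR-664 (0.035). With the animal as block none of the 8 was called. The signed log2 change of miR-149-5p was lower in males than in females (difference -4.28, SE 0.94, adjusted p = 0.00348). This call was lost without RA1782F (adjusted p = 0.067) and with the animal as block (adjusted p = 0.0657). miRNAs that the paper does not discuss fell in serum: let-7e-5p (-0.966), let-7f-5p (-0.657) and miR-26a-5p (-0.459) on day 1, and let-7g-5p (-0.584) and miR-142-5p (-0.65) on day 6 (edgeR, adjusted p under 0.05).

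Single NHPs lay far from the other 5 of their group in 13 of 112 groups tested (11.6%), where chance sets apart about 1 in 20 groups. The gap was compared with the range of the group, with a critical ratio of 0.625. For miRNAs detected, RA2816M at 8.0 Gy on day 6 (76, nearest 256, ratio 0.865) and RA2116F at 8.5 Gy on day 2 (65, nearest 256, ratio 0.715) lay apart. For the haemolysis index these were RA2267F at 6.5 Gy on day 2 (ratio 0.657), RA2265F at 7.0 Gy before irradiation (0.628, 1 of the identical libraries), RA2816M at 8.0 Gy on day 6 (0.893), RA2742F at 8.5 Gy on day 1 (0.856) and RA2743F at 8.5 Gy on day 6 (0.781). For the change of miR-331-3p it was RA2318M at 8.5 Gy (0.869), for miR-183-5p RA2445M at 6.0 Gy (0.686) and RA2598M at 8.0 Gy (0.675), and for miR-1180-3p RA2445M at 6.0 Gy (0.884) and RA2284F at 7.0 Gy (0.683). For miR-141-3p on day 1 it was RA2284F at 7.0 Gy (0.711), which fell by 5.96.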

How the results depend on the processing

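The alternatives were set before the data were examined, except those without the 2 identical libraries, the panels by change with whole animals on the same side, those that left out each animal for edgeR counts and for F of miR-361-3p, and the block for lists, which were chosen after. Where a result did not hold, the cause was not tested. With the animal as block, day 6 had 4 calls (19 without block), RD*TSI 0 (8) and the sex difference 0 (1), and miR-149-5p on day 6 reversed to -0.225. Of 50 named values, 16 stayed on their side of the threshold with the block, 33 were weaker and 1 reversed, and apart from these the block changed no call of a count or list. DESeq2 gave 1 call on day 2 (2 in edgeR) and 0 for sex, and RLE size factors 1 on day 2. With the filter at 60% of libraries there were 12 calls on day 1, 1 on day 2, 4 for RD*TSI and 0 for sex. Without a filter there were 17 on day 2, 51 on day 6, 1 for the RD trend, 38 for RD*TSI, 5 for sex, 9 for Sex*RD*TSI, 7 for the change by RRiF and 1 for RRiF before irradiation. With haemolysis as covariate, day 1 had 11 calls. Without the 7 libraries of low total, RD*TSI had 2 calls and the miR-21-3p time slope was 0.0761. Without the pre-irradiation level subtracted (no block of animals), the RD slope of miR-183-5p was -0.58 and that of miR-133a in males 0.765. With a pseudocount of 10, the first 2 components held 29.7% (34.0% at 1), the slope of miR-133a was 0.191, the miR-21-3p time slope 0.0561, the 7-miRNA AUC 0.537 and 0 changes at single RDs reached unadjusted p under 0.05 (1 before). Centred levels without scaling gave 36.7% of variance, and without the 2 identical libraries 34.4%. Without these 2, also 0 changes at single RDs reached unadjusted p under 0.05, the lists of red blood cell and miR-17/92 miRNAs gained calls for RD*RRiF (adjusted p = 0.0269 each, 0.0635 before), the miR-10a-3p time slope was -0.0259 and the haemolysis change on day 2 was 0.0186. With days as numbers, the miR-10a-3p slope was -0.0263. The 3-miRNA AUC was 0.666 with changes from pre-irradiation (0.603 with whole animals on the same side), and the 7-miRNA AUC was 0.523 on days 1, 2 and 6 alone and 0.528 with RA2257F as survivor. Adjustment within each ANOVA term left 10 of 127 miRNAs, and an estimated correlation left 0 of 7 list calls.

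When each animal was left out in turn, calls ranged from 8 to 20 on day 1, from 1 to 4 on day 2, from 11 (without RA1782F) to 30 (without RA2267F) on day 6 and from 0 (without RA1782F) to 1 for sex, and the time slope of miR-21-3p ranged from -0.0859 to 0.0152. Of the named values, 33 of 39 stayed on their side with DESeq2, 55 of 60 with RLE, 31 of 38 with the 60% filter, 40 of 49 without a filter, 37 of 49 with the haemolysis covariate and 45 of 60 without the low libraries. Rises of miR-375 and miR-141-3p on day 1 were called in every leave-out. Depth limits the scarce miRNAs most: miR-183-5p, with 264 counts in 144 libraries, had a median of 0 counts per library.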

Differences from the paper's values

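The paper's 3127 known, 1327 detected and 1040 filtered miRNAs stand against 908, 626 and 290 here, and filters at 60% of libraries or within any group (404) differ from the paper too. The first 2 components held 22.09% of variance in the paper and 34.04% here, with 29.72% at a pseudocount of 10, within 1.5 times of the paper's value but above it, and 36.72% when centred. Counts, shares and AUCs more than 1.5 times apart are named as differing.

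For the 4-way ANOVA at the paper's threshold of unadjusted p, the paper's supplement and these data gave 18 and 11 miRNAs for Sex, 25 and 4 for RD*TSI, 9 and 4 for TSI*Sex, 31 and 16 for RD*RRiF, 5 and 26 for TSI*RRiF, 12 and 3 for RD*TSI*Sex and 12 and 25 for RD*TSI*RRiF, the paper's value first. These are raw counts and not shares of the miRNAs tested. The paper kept more miRNAs after its filter than the 290 tested here, so shares can compare otherwise. The paper does not give the type of sums of squares, so the sequential test used here may not be the same test. Of the alternatives set before the data were examined, a pseudocount of 10 came within 1.5 times for Sex (17), TSI*Sex (6) and RD*TSI*RRiF (18), and adjusted p matched for TSI*RRiF (5). The other alternatives (60% filter, pseudocount of 10 and adjusted p) differed. Among cnvd-miRNAs the paper has 17 for RD*TSI, 11 for Sex*RD*TSI and 28 for RD*RRiF, against 2, 1 and 6 here, and all alternatives differed.

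F over the RD means was 7.26 for miR-331-3p, 22.13 for miR-183-5p, 52.7 for miR-1180-3p, 11.42 for miR-133a and 9.52 for miR-361-3p in the paper, and 0.763, 0.843, 2.67, 0.73 and 1.4 here. Every alternative set before the data were examined differed too, with 139 for miR-183-5p, 8.68 for miR-1180-3p, 1.8 for miR-331-3p, 3.88 for miR-133a and 1.61 for miR-361-3p when the pre-irradiation level was not subtracted. For miR-361-3p, F was 11.4 without RA2733F, a setting chosen after seeing the values. The AUC of miR-183-5p was 0.95 in the paper, which refers it to the whole range of RDs without naming the classes, and 0.571 here between pre-irradiation and later libraries, so the groups compared are not known to be alike. The alternatives differed too, and between lower and higher RDs the AUC was 0.418. The panel AUCs were 0.87 and 0.83 in the paper and 0.34 and 0.526 here, where the panels were refitted and not computed with the paper's coefficients. The paper's 0.87 lies outside the 95% interval that the paper gives for it. Changes from the own pre-irradiation level gave 0.666 for the 3-miRNA panel (0.603 with whole animals on the same side, chosen after), within 1.5 times of the paper's 0.87 but below it in the repeats (0.646 to 0.69), whereas its other alternatives and all of the 7-miRNA panel differed. The change of miR-183-5p was about -3.4 at 7.5 Gy and about -3.4 at 8.5 Gy in the paper (Fig 4A, read by eye), against 0.296 and -0.735 here, and a pseudocount of 10 and RLE factors differed too.

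The paper has miR-183-5p falling with RD, and the slope here was 0.42 per Gy as a change from pre-irradiation, but -0.58 as a level (adjusted p = 0.0153). It has miR-133a rising with RD in males, against -0.22 here and 0.191 with a pseudocount of 10. As a level its slope was 0.765, next to 0.98 (SE 0.68) before irradiation. The slopes of miR-331-3p (-0.51), miR-1180-3p (-0.53) and miR-361-3p (-0.62) had the paper's direction without passing. As levels, miR-1180-3p (-0.75) and miR-361-3p (-0.77) passed. The paper has the 5 miRNAs altered at the highest RD, and none passed there here, where with 3 to 6 animals per test no single value could pass adjustment over 27 tests. It has miR-21-3p, miR-27b-3p and miR-10a-3p rising with time, and their slopes here were -0.05, 0.05 and 0.03, none of which passed. miR-21-3p was raised on day 6 in edgeR (0.72), and the slope of miR-10a-5p, the arm named in the paper's figure, passed without the libraries of low total (0.302, adjusted p = 0.00768). The paper has miR-125b-2-3p falling with time, against 0.163 here, whereas miR-26b-5p (-0.45) and miR-142-3p (-0.30) had the paper's direction. The miRNAs that the paper names for Sex*RD*TSI, RRiF and RD*RRiF were called by no setting that filtered low counts, and of those for RD*TSI miR-30a-3p was called. Surviving females at 7.0 Gy number 2 by the labels, and the table of the paper's Fig 1 has more.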

Other observations

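The tests of levels with RD by edgeR were chosen after the results were seen. The list of 43 miRNAs of the imprinted DLK1-DIO3 region passed camera at the preset correlation of 0.01 in the comparisons below. It passed in none of them with an estimated correlation, so a shift of the group rests on the preset value. In these comparisons none of the 43 was called alone, whereas by level miR-381-3p rose with RD on days 1, 2 and 6 (0.51 per Gy, adjusted p = 0.00696). On day 2 their median log2 (Fold change) was -0.319 (camera adjusted p = 0.0392, with an estimated correlation 0.891). Their signed change from pre-irradiation, in which a smaller fall counts as higher, was higher in males than in females (median difference 0.339, adjusted p = 0.0123, with an estimated correlation 0.803) and higher in survivors (median difference 0.141, adjusted p = 2.7e-07, with an estimated correlation 0.9). Before irradiation they were lower in survivors (median -0.0586, adjusted p = 0.0275, with an estimated correlation 0.845), and their slope with RD was higher in survivors (median 0.542, adjusted p = 2.24e-08, with an estimated correlation 0.702). The signed change of red blood cell miRNAs was lower in males than in females (median difference -0.291, adjusted p = 0.0123, with an estimated correlation 0.752). No list was called with an estimated correlation.

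Before irradiation, 0 of 290 miRNAs differed between later survivors and deceased NHPs in edgeR (18 at unadjusted p under 0.05) and 0 in DESeq2 (14 at unadjusted p under 0.05). miR-149-5p (2.19, SE 0.72) and miR-423-3p (-0.76, SE 0.25) came closest (adjusted p = 0.563). The rise of miR-375 on day 1 did not differ by RRiF (3.09 ± 2.33 in 15 survivors, 2.71 ± 3.55 in 21 deceased NHPs, permutation p = 0.725) and had a slope with RD of -0.977 per Gy (permutation p = 0.104, adjusted p = 0.649). The fall of miR-150-5p on day 2 had a slope of -0.282 per Gy (permutation p = 0.316). The 2 miRNAs whose level before irradiation fell with the later RD were miR-182 and miR-92a-3p (adjusted p = 0.0425). The slopes of all 290 correlated between the levels before and after irradiation (r 0.596).

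Of the lists with no call of the list as a whole, members were called singly as follows. On day 1, miR-424-5p of 5 myeloid miRNAs, miR-133a of 2 muscle miRNAs, miR-375 of 2 pancreas miRNAs and miR-182 of 2 miRNAs of the miR-183/96/182 cluster rose, and 1 of 7 p53-responsive miRNAs rose and 1 fell. On day 6, miR-34a-5p and miR-143-3p of 7 p53-responsive miRNAs rose, as did 1 of 5 miR-30 miRNAs, 1 of 2 neuronal miRNAs, 1 of 2 pancreas miRNAs, 1 of 9 epithelial miRNAs and miR-182, and of 9 let-7 miRNAs let-7c-5p rose and let-7g-5p fell. miR-143-3p lost its call in 15 of 36 leave-outs (at most without RA2733F, adjusted p = 0.102), and let-7c-5p and miR-182 were not called without RA1782F (adjusted p = 0.467 and 0.153). Of 10 red blood cell, 8 platelet and endothelial, 4 liver, 10 miR-17/92 and 2 miR-29 miRNAs, 0 were called on days 1, 2 and 6 in edgeR (over the list alone, 2 miR-29 miRNAs rose on day 1). The liver list did not hold miR-122, which the table lists as miR-122a-5p, and this was not called on days 1, 2 and 6 either (adjusted p = 0.717, 0.872 and 0.68). Of the lists named by the study, 2 of 12 for RD*TSI and 1 of 11 for RRiF rose on day 1, and 1 of 12 for RD*RRiF rose on day 6.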
